# Cardiac muscle–restricted partial loss of *Nos1ap* expression has limited but significant impact on electrocardiographic features

**DOI:** 10.1093/g3journal/jkad208

**Published:** 2023-09-14

**Authors:** Alexa Smith, Dallas Auer, Morgan Johnson, Ernesto Sanchez, Holly Ross, Christopher Ward, Aravinda Chakravarti, Ashish Kapoor

**Keywords:** Nos1ap, knockout mouse, QT interval, electrocardiogram, echocardiogram

## Abstract

Genome-wide association studies have identified sequence polymorphisms in a functional enhancer of the *NOS1AP* gene as the most common genetic regulator of QT interval and human cardiac *NOS1AP* gene expression in the general population. Functional studies based on in vitro overexpression in murine cardiomyocytes and ex vivo knockdown in zebrafish embryonic hearts, by us and others, have also demonstrated that NOS1AP expression levels can alter cellular electrophysiology. Here, to explore the role of *NOS1AP* in cardiac electrophysiology at an organismal level, we generated and characterized constitutive and heart muscle–restricted *Nos1ap* knockout mice to assess whether *NOS1AP* disruption alters the QT interval in vivo. Constitutive loss of *Nos1ap* led to genetic background-dependent variable lethality at or right before birth. Heart muscle–restricted *Nos1ap* knockout, generated using cardiac-specific alpha-myosin heavy chain promoter-driven tamoxifen-inducible Cre, resulted in tissue-level *Nos1ap* expression reduced by half. This partial loss of expression had no detectable effect on the QT interval or other electrocardiographic and echocardiographic parameters, except for a small but significant reduction in the QRS interval. Given that challenges associated with defining the end of the T wave on murine electrocardiogram can limit identification of subtle effects on the QT interval and that common noncoding *NOS1AP* variants are also associated with the QRS interval, our findings support the role of *NOS1AP* in regulation of the cardiac electrical cycle.

## Introduction

The electrocardiographic QT interval (QTi hereafter), an index of ventricular repolarization (Nerbonne and Kass 2005), is a clinically relevant, heritable quantitative trait associated with cardiovascular disease in the general population (Straus *et al.* 2006). Prolongation or shortening of the QTi, owing to underlying pathology, genetic variants, or adverse drug reactions, can lead to life-threatening arrhythmias and sudden cardiac death (SCD). QTi, the time between the start of the Q wave and the end of the T wave in an electrocardiogram (ECG), is a genetic trait with a heritability of 35%, also correlated with age, sex, and heart rate (Newton-Cheh *et al.* 2005). Beyond the rare, high penetrance, coding mutations leading to phenotypic extremes of QTi in subjects with Mendelian long QT (LQTS), short QT, or Brugada syndromes (Schwartz *et al.* 2013; Campuzano *et al.* 2018), common DNA sequence variation is a major source of QTi variation in the general population. Genome-wide association studies (GWAS) of QTi have mapped at least 35 common variant-based loci (Arking *et al.* 2006; Newton-Cheh *et al.* 2009; Pfeufer *et al.* 2009; Arking *et al.* 2014) contributing to its heritability, and, among them, the locus with the largest contribution (∼1.5% of phenotype variation) includes the *NOS1AP* gene on chromosome 1q23. Although the functional role of *NOS1AP* in cardiac repolarization is not established, QTi-associated common variants at the *NOS1AP* locus are also associated with an increased risk of SCD in the general population (Eijgelsheim *et al.* 2009; Kao *et al.* 2009) and are genetic modifiers of cardiac outcomes in subjects with LQTS (Schwartz *et al.* 2018). Furthermore, QTi-associated *NOS1AP* variants are also associated with the QRS interval, representing ventricular depolarization on an ECG, but the same sequence variants often act in the opposite direction (Sotoodehnia *et al.* 2010; Arking *et al.* 2014).

Nitric oxide synthase 1adaptor protein (NOS1AP), initially called carboxy-terminal PDZ ligand of neuronal (CAPON) NOS, is the C-terminal PDZ ligand of NOS1/nNOS and was originally cloned from a rat hippocampal cDNA library (Jaffrey *et al.* 1998). Nearly all biochemical characterization of *NOS1AP* function so far has been in in vitro and ex vivo systems, largely based on neuronal cell lines and tissue lysates (Wang *et al.* 2016), with very limited knowledge about its cardiac function. A relationship between the nitric oxide synthase pathway and cardiac repolarization was not recognized before the QTi GWAS mapping (Arking *et al.* 2006). Invoking a *cis*-regulatory mechanistic hypothesis, we identified a functional enhancer variant underlying the QTi GWAS signal that further influenced *NOS1AP* cardiac transcript expression (Kapoor *et al.* 2014). We also demonstrated that overexpression of long and short isoforms of human *NOS1AP* in neonatal rat ventricular myocytes (NRVMs) led to shortened action potential duration (APD), a potential cellular correlate of QTi (Kapoor *et al.* 2014). Similarly, others showed that overexpression of *Nos1ap* in guinea pig ventricular myocytes led to reduced APD via inhibition of L-type calcium channels and activation of delayed rectifier potassium channels (Chang *et al.* 2008). In contrast, optical mapping of excised whole hearts from developing zebrafish embryos with morpholino-based knockdown of *nos1ap* showed shortened APD (Milan *et al.* 2009). Although, directionally inconsistent, these studies indicated that *NOS1AP* expression levels can alter cellular electrophysiology. The differences observed could be simply due to differences in model systems or indicate that both gain and loss of *NOS1AP* can misregulate its functional complexes.

In an effort to explore the role of *NOS1AP* in cardiac electrophysiology at an organismal level, and to assess whether *NOS1AP* disruption alters the QTi in vivo, a critical knowledge gap, here we have generated and characterized constitutive and heart muscle–restricted *Nos1ap* knockout mice. In this paper, we report that constitutive loss of *Nos1ap* leads to near-complete lethality at or right before birth, that constitutive loss of *Nos1ap* has no major impact on the embryonic heart transcriptome, that heart muscle–restricted *Nos1ap* knockout, generated using cardiac-specific alpha-myosin heavy chain (αMHC) promoter-driven tamoxifen-inducible Cre (Sohal *et al.* 2001), reduces tissue-level *Nos1ap* expression by half, and that this partial loss of *Nos1ap* cardiac expression has no detectable effect on the QTi but leads to a small and significant reduction in the QRS interval.

## Materials and methods

### Generation of constitutive and conditional *Nos1ap* null mice

Targeted mouse embryonic (ES) cells with *Nos1ap* “knockout-first allele” (*Nos1ap*^tm1a^; reporter-tagged insertion with conditional potential) (Skarnes *et al.* 2011) derived from the parental ES cell line JM8A3.N1 (*A/a*; *Tyr*^+/+^) of the C57BL/6N strain (Pettitt *et al.* 2009) were purchased from the Knockout Mouse Project (KOMP) repository. Injections into albino blastocysts (C57BL/6 *a/a*; *Tyr*^c/c^) and generation of G0 chimeras with agouti coat color were performed at Texas A&M Institute of Genomic Medicine. Chimeric mice were crossed to C57BL/6J (*a/a*; *Tyr*^+/+^), and G1 mice were genotyped by PCR (Supplementary Table 1) to assess germline transmission. *Nos1ap*^+/tm1a^ mice were crossed with CMV-Cre (Jax stock #006054) (Schwenk *et al.* 1995) to generate reporter-tagged knockout mice (*lacZ*-tagged, *neo*^R^-deleted, *Nos1ap*-exon 4-deleted; *Nos1ap*^+/tm1b^) and crossed with ACTB-Flpe (Jax stock #005703) (Rodríguez *et al.* 2000) to generate Cre recombinase conditional knockout mice (*lacZ*-deleted, *neo*^R^-deleted, *Nos1ap*-exon 4-floxed; *Nos1ap*^+/tm1c^ or *Nos1ap*^+/fl^). Subsequently, *Nos1ap*^+/tm1c^ mice were crossed with CMV-Cre (Jax stock #006054) (Schwenk *et al.* 1995) to generate constitutive null mice (*lacZ*-deleted, *neo*^R^-deleted, *Nos1ap*-exon 4-deleted; *Nos1ap*^+/tm1d^ or *Nos1ap*^+/−^). All alleles were maintained by backcrossing to C57BL/6J, and mice with backcross generation number 10 or beyond (≥N10) were used for phenotyping of *Nos1ap* tm1c and tm1d alleles. All protocols for animal care, use, and euthanasia were reviewed and approved by the Institutional Animal Care and Use Committees at Johns Hopkins University (JHU), University of Texas Health Science Center at Houston (UTHealth), and Baylor College of Medicine (BCM) and were in accordance with the Association for Assessment and Accreditation of Laboratory Animal Care guidelines. All animals were fed a standard rodent chow ad libitum. Genomic DNA was isolated from tail tips of 3-week-old mice at weaning or from tail tips and left ventricle tissue of euthanized adult mice or from embryonic day 13.5 (E13.5) embryos following standard methods. All mice were genotyped by PCR (see Supplementary Table 1 for primers and Supplementary Table 2 for amplicons; PCR conditions are available on request). 

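In the mouse annotation used here (GENCODE release M21 on GRCm38), the transcript Nos1ap-202 has 10 exons and encodes a protein of 503 residues. Exon 4, which the tm1b and tm1d alleles lack, spans 170375248 to 170375306 on chromosome 1 and is 59 bp long. Its sequence, read in the direction of transcription, is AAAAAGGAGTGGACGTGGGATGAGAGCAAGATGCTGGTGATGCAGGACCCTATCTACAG. Division of its length by 3 leaves a remainder of 2, so that joining exon 3 to exon 5 shifts the reading frame. Translated from the reference sequence without exon 4, the transcript encodes 96 residues. The first 90 are those of the full-length protein, the last 6 differ from it, and the stop codon lies in exon 5. These lengths follow from the reference sequence alone.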

Alleles tm1a, tm1b, and tm1d are Nos1ap protein null by design.

### RNA isolation and gene expression analyses

Adult mice were euthanized using inhaled isoflurane in a closed chamber, and dissected tissues were snap frozen in liquid nitrogen prior to storage at −80°C. Total RNA was extracted from ∼20-mg dry tissue using TRIzol (Invitrogen, MA, USA) following the manufacturer's instructions. DNase digestion and RNA cleanup were performed using the RNeasy Mini Kit and RNase-Free DNase Set (Qiagen, MD, USA), following the manufacturer's instructions. cDNA was synthesized by oligo-dT primed reverse transcription performed on 1 µg of total RNA using SuperScript III First-Strand Synthesis System (Invitrogen, MA, USA), following the manufacturer's instructions. Quantitative expression analysis of *Nos1ap* was performed using mouse-specific TaqMan Gene Expression Assay (Mm01290688_m1; mapping to exons 5 and 6) (Applied Biosystems, MA, USA). Real-time quantitative PCR (qPCR) was performed on a 7900HT Fast Real-Time PCR System or QuantStudio 5 Real-Time PCR System (Applied Biosystems, MA, USA) and analyzed using Sequence Detection System Software v.2.1 or QuantStudio Design and Analysis Software v.1.2 (Applied Biosystems, MA, USA). Expression was measured in technical triplicates, and the averages of the threshold cycle (*C_t_*) values were used for analysis. *Actb* expression, assessed using mouse *Actb* Endogenous Control TaqMan Gene Expression assay (Applied Biosystems, MA, USA), was used for normalization.

### Western blotting

Nos1ap expression was evaluated in mouse brain cortex lysates using commercially available rabbit polyclonal NOS1AP antibody (R-300, Santa Cruz Biotechnology, TX, USA). Adult mice were euthanized using inhaled isoflurane in a closed chamber, and dissected tissues were snap frozen in liquid nitrogen prior to storage at −80°C. Whole tissue protein extracts were prepared by cryogenic pulverization of ∼20 mg of tissue with Cellcrusher (Cellcrusher, OR, USA). Pulverized tissue was suspended in modified RIPA buffer supplemented with a protease inhibitor cocktail (Roche, IN, USA). Following sonication, tissue and cell debris were removed by centrifugation, and protein concentration was determined by Bio-Rad DC Protein Assay (Bio-Rad, CA, USA). Samples (75 µg) were denatured and analyzed by western blotting following standard methods (Laemmli 1970). Relative estimation of protein bands was performed using ImageJ software (Schneider *et al.* 2012). Our efforts of bacterial expression and purification of a full-length GST-/His-tagged NOS1AP protein failed, largely due to cytotoxicity, because of which we did not have a purified NOS1AP protein to run as a positive control.

### RNA-seq library preparation, sequencing, and analyses

RNA-seq was performed in E13.5 heart tissues from 5 *Nos1ap*^+/+^ and 5 *Nos1ap*^−/−^ males. Total RNA was isolated from E13.5 heart tissue using RNeasy Mini Kit following the manufacturers’ recommendations (Qiagen, MD, USA) that included the on-column DNase digestion using RNase-Free DNase set (Qiagen, MD, USA). KAPA Stranded mRNA-Seq Kit (KAPA Biosystems, MA, USA) was used to generate indexed Illumina platform sequencing libraries. Briefly, polyA RNA was captured from 1 µg of total RNA using magnetic oligo-dT beads. After elution from the magnetic beads, polyA RNA was fragmented to generate inserts ranging in size from 100 to 200 bp, followed by random priming and reverse transcription to generate double-stranded cDNA. Next, after performing a 1.8× SPRI cleanup using AMPure XP beads (Agencourt, IN, USA), dAMP was added to 3′-ends of the cDNA fragments followed by ligation with indexed 3′-dTMP Illumina TruSeq adapters. Ligated fragments were subsequently size selected using PEG/NaCl SPRI solution and underwent PCR amplification (12 cycles) to generate the sequencing libraries. After performing a 1× SPRI cleanup using AMPure XP beads (Agencourt, IN, USA), a sample from each library was used to assess library fragment size distribution by electrophoresis using BioAnalyzer High Sensitivity DNA Assay (Agilent Technologies, CA, USA) and to assess library concentration by qPCR using KAPA Library Quantification Kit (KAPA Biosystems, MA, USA). Equimolar amounts of libraries were pooled and sequenced on an Illumina HiSeq 2500 instrument using standard protocols for paired-end 100-bp sequencing with a desired sequencing depth of ∼30 million paired-end reads per library. Paired-end read fastq files were quality checked using FASTQC (version 0.11.5) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and then processed using Trimmomatic (version 0.36) (Bolger *et al.* 2014), for removing adapters and other Illumina-specific sequences from the reads and for performing a sliding window–based trimming of low-quality bases from each read (ILLUMINACLIP:TruSeq3-PE-2.fa:2:30:10:1:TRUE LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36). For estimating gene and isoform expression levels, we first extracted reference transcript sequences from the mouse genome (GRCm38, primary assembly) based on the GENCODE (http://www.gencodegenes.org/mouse_releases/current.html) primary assembly gene annotation (release M10) and built STAR aligner (Dobin *et al.* 2013) indices using the RSEM software package (version 1.2.31) (Li and Dewey 2011). Trimmed paired-end reads from each sample were then aligned to the reference transcript sequences by calling the STAR aligner within RSEM and using alignment parameters from the ENCODE STAR-RSEM long RNA-seq pipeline (--outSAMunmapped Within --outFilterType BySJout --outSAMattributes NH HI AS NM MD --outFilterMultimapNmax 20 --outFilterMismatchNmax 999 --outFilterMismatchNoverLmax 0.04 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --sjdbScore 1 --quantMode TranscriptomeSAM). Gene and isoform expression levels were then estimated in each sample from these transcriptome alignments using RSEM, keeping in mind the strandedness of the prepared RNA-seq libraries (--forward-prob 0.0). Gene-level read count data generated by RSEM were compared between wild-type and mutant mice to assess differential gene expression using DESeq (version 1.24.0) (Anders and Huber 2010). Only those genes where the sum of read counts across the 10 samples was >1 were retained for differential gene expression analysis. Although release M10 of the GENCODE primary assembly gene annotation has 48,526 genes, we limited differential gene expression comparison to only protein-coding genes (22,098). To address multiple hypothesis testing, observed *P*-values were adjusted based on the Benjamini–Hochberg false discovery rate (FDR) procedure (Benjamini and Hochberg 1995; Yekutieli and Benjamini 1999). All data have been deposited in NCBI's GEO and are accessible at GEO Series accession number GSE210266.

### Cardiac muscle–restricted *Nos1ap* loss of expression

To generate tamoxifen-inducible 0, 1, or 2 copy losses of *Nos1ap* in cardiac muscle, we utilized the mouse cardiac-specific αMHC promoter-driven tamoxifen-inducible Cre recombinase transgenic line (αMHC-MerCreMer; Jax stock #005657) (Sohal *et al.* 2001). *Nos1ap*^+/fl^; +/+ mice were crossed with *Nos1ap*^+/fl^; +/*Tg*^αMHC−MerCreMer^ mice to generate *Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ mice with and without αMHC-MerCreMer transgene. To induce Cre recombinase, 4-week-old mice were treated with tamoxifen (Sigma, MO, USA) by intraperitoneal (IP) injection once a day for 5 continuous days at a dose of 20 mg/kg per day (Sohal *et al.* 2001). Tamoxifen stock solution was prepared weekly by dissolving 50-mg tamoxifen in 10 ml of corn oil (Sigma, MO, USA) and stored at 4°C. Following a 1-week gap postinjections, a small number of mice were euthanized to assess Cre recombinase–mediated deletion of floxed allele by PCR genotyping of tail and heart genomic DNA samples.

### Electrocardiographic and echocardiographic measurements

ECG in conscious mice was performed using ECGenie System (Mouse Specifics, MA, USA), with data acquisition using LabChart (ADIstruments, CO, USA) and automated measurements using EzCG Analysis software (Mouse Specifics, MA, USA) following the manufacturer's instructions. Briefly, animals were placed on the recording platform to acclimate for 5–10 min before starting data collection. Data were collected for ∼10 min at a sampling rate of 2,000/s and the following filter settings: 3-Hz high pass, 100-Hz low pass, 60-Hz notch, and mains filter. At least 3 different segments of ECG signals, each with 20 or more heartbeats, when each animal was positioned so that the paws were touching both the inner and the outer area of the lead plate with the same lead orientation, were exported and analyzed as individual data points to report various ECG indices. ECGs in anesthetized mice were captured using Rodent Surgical Monitor+ (Indus Instruments, TX, USA) and PowerLab 4/35 (ADInstruments, CO, USA), with automated measurements using LabChart 8 software (ADInstruments, CO, USA). Briefly, animals were kept anesthetized by inhaled isoflurane delivered in oxygen (induction at 2.5–4%, maintenance at 1.5% isoflurane) via a nose cone and placed supine on the monitoring platform with paws taped in contact with electrodes for recording ECG waveforms. The monitoring platform was heated and feedback controlled via rectal thermometer to maintain thermal homeostasis (36–38°C) during the ∼25-min recording session. Following a 5-min baseline recording, isoproterenol hydrochloride (USP, MD, USA) at 1- or 5-mg/kg dose was delivered via IP injection for pharmacological challenge. Postinjection measurement was collected for the next 20 min. ECG signals in the 5-min baseline recording were averaged to assess various ECG indices. Similarly, ECG signals corresponding to the 5-min postinjection window from the start of the 10th to the start of the 15th minute were averaged. ECG measurements for the 2 isoproterenol hydrochloride doses were separated by 5 days. To facilitate signal analysis, a digital 5-Hz high pass filter was applied, and the in-built ECG analysis suite was used for identifying ECG beats and analysis of ECG parameters following the manufacturer's instructions. The QTi was corrected (QTc) for heart rate as described earlier (Mitchell *et al.* 1998). Given the recent findings on appropriateness of heart rate–based QTi correction in rodents (Mulla *et al.* 2022), uncorrected QTi was also used for comparisons. Two days after the second ECG measurement, echocardiography was performed using a Vevo 2100 system (FUJIFILM VisualSonics, WA, USA) with MS550S transducer, following the manufacturer's instructions. Briefly, animals were anesthetized by inhaled isoflurane and maintained at a body temperature between 36 and 38°C as described above. Animals and ultrasound transducer probe were positioned to facilitate short-axis imaging of left ventricle at the level of papillary muscles, and B-mode and M-mode images were acquired. Quantification of left ventricle structure and function from M-mode images was performed using the manufacturer's software that permitted assessment of ventricle wall thickness, inner diameter, and derived measures including ejection fraction (EF) and fractional shortening (FS).

### Statistical analyses

Counts data were compared using *χ*^2^ contingency tests. Student's *t*-test was utilized for comparing mean values between groups. Bonferroni correction was used to adjust for multiple testing. Multiple linear regression was used to evaluate the effect of multiple predictors on ECG parameters.

## Results

### Generation of constitutive and conditional *Nos1ap* knockout mice

Starting with mouse ES cells targeting exon 4 of *Nos1ap* (NM_001109985) with the “knockout-first allele” (Skarnes *et al.* 2011), purchased from the KOMP repository, reporter-tagged *Nos1ap* knockout mice with conditional potential (*Nos1ap*^+/tm1a^) were generated by blastocyst injection and germline transmission. The flexible design of the tm1a allele was exploited to generate nonconditional reporter-tagged knockout (reporter-tagged and exon 4-deleted; *Nos1ap*^+/tm1b^), Cre recombinase conditional knockout (exon 4-floxed; *Nos1ap*^+/tm1c^ or *Nos1ap*^+/fl^), and constitutive null (exon 4-deleted; *Nos1ap*^+/tm1d^ or *Nos1ap*^+/−^) mice by crossing with CMV-Cre (Schwenk *et al.* 1995) and ACTB-Flpe (Rodríguez *et al.* 2000) mice (Fig. 1). Targeted (tm1a) and derived (tm1b, tm1c, and tm1d) alleles were maintained in the C57BL/6J background. We used *Nos1ap*^+/tm1c^ and *Nos1ap*^+/tm1d^ mice from backcross generation ≥N10 in phenotypic studies. Alleles tm1a and tm1b are expected to be Nos1ap protein null by design due to the insertion of a transgene cassette containing the Engrailed 2 splice acceptor, internal ribosome entry site, *lacZ* open-reading frame, and polyadenylation signal between exons 3 and 4. Allele tm1d is also expected to be Nos1ap protein null due to exon 4 deletion-mediated frameshift that creates a premature termination codon leading to nonsense-mediated mRNA decay. Western blotting of adult brain cortex tissue lysates showed complete absence of Nos1ap protein in *Nos1ap*^tm1a/tm1a^ and *Nos1ap*^tm1b/tm1b^ mice and a considerable decrease in protein levels in *Nos1ap*^+/tm1a^ and *Nos1ap*^+/tm1b^ mice compared to wild type (Fig. 2; Supplementary Fig. 1). Similarly, compared to wild type, *Nos1ap* transcript expression in adult brain cortex tissue as measured by real-time qPCR on cDNA was reduced to 73% (*P* = 0.01) in *Nos1ap*^+/tm1a^ and *Nos1ap*^+/tm1b^ mice and to 24% (*P* = 7.88 × 10^−8^) in *Nos1ap*^tm1a/tm1a^ and *Nos1ap*^tm1b/tm1b^ mice (Fig. 2; Supplementary Fig. 1). The corresponding values for *Nos1ap* transcript expression in adult left ventricle tissue were 79% (*P* = 0.01) and 24% (*P* = 8.47 × 10^−6^) (Fig. 2; Supplementary Fig. 1).

**Fig. 1.**
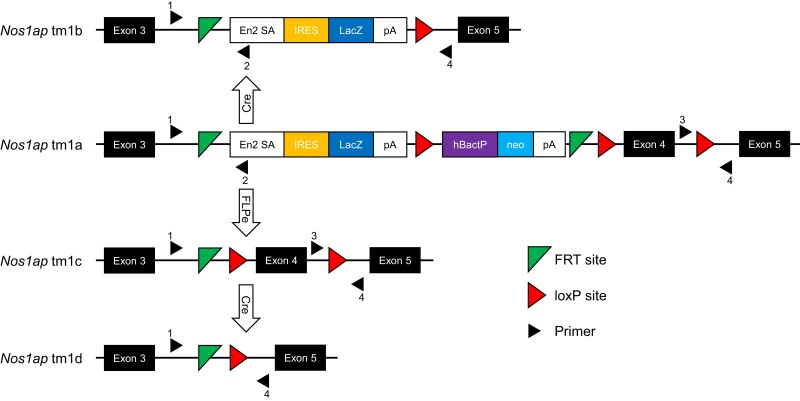
Targeted and derived *Nos1ap* alleles. The “knockout-first” (tm1a) allele contains an internal ribosome entry site (IRES):*lacZ* trapping cassette and a floxed human beta actin (hBactP) promoter-driven *neo* cassette inserted into intron 3 of *Nos1ap*. A splice acceptor sequence from Engrailed 2 (En2 SA) and poly-A (pA) transcription termination signals disrupt *Nos1ap* expression while expressing *lacZ* under the control of the endogenous promoter. Exposure to Cre recombinase mediates conversion of tm1a to tm1b allele to generate a nonconditional *lacZ*-tagged null allele without the *neo* cassette and without the critical region (exon 4). Exposure to FLPe recombinase mediates conversion of tm1a to tm1c allele to generate a conditional floxed allele, which on further exposure to Cre recombinase can generate either the constitutive null allele (tm1d) or a tissue-restricted *Nos1ap* knockout. Triangles, numbered 1–4, indicate primers used for PCR genotyping; see Supplementary Tables 1 and 2 for details. Adapted from Ryder *et al*. (2013).

**Fig. 2.**
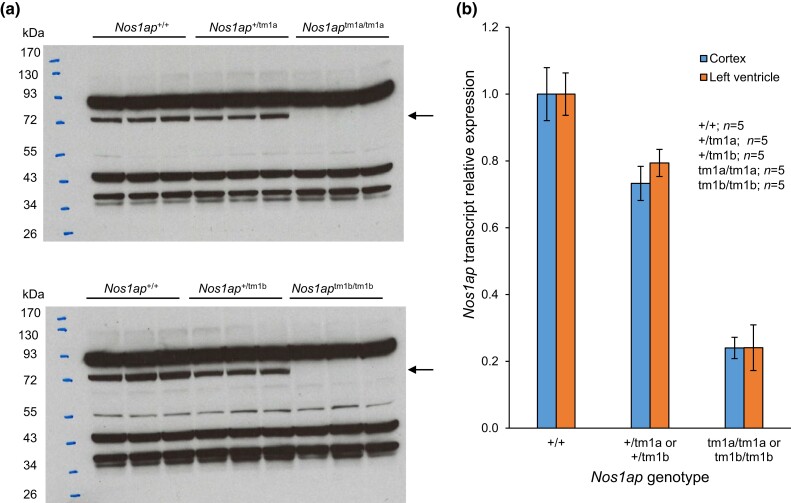
Loss of Nos1ap protein and transcript in *Nos1ap* tm1a and tm1b allele carriers. a) Western blot of brain cortex lysates from adult mouse using rabbit polyclonal NOS1AP antibody shows complete absence of Nos1ap protein (immunoreactive band indicated by arrow) in tm1a (top) and tm1b (bottom) homozygotes and reduced protein levels in tm1a (top) and tm1b (bottom) heterozygotes as compared to wild-type mice. Other immunoreactive bands likely indicating nonspecific binding were also observed. b) Compared to wild-type mice, tm1a or tm1b heterozygotes and tm1a or tm1b homozygotes had significantly reduced *Nos1ap* transcript expression in adult brain cortex and left ventricle tissues. Error bars: SEM.

### Constitutive loss of *Nos1ap* leads to near-complete lethality

To generate homozygous *Nos1ap* constitutive null mice, free of *lacZ*, and *neo* cassette, *Nos1ap*^+/tm1d^ mice were intercrossed. With increasing backcross generation numbers, *Nos1ap*^+/tm1d^ intercrosses were performed at 2 different locations: first at JHU and then at UTHealth. Among *Nos1ap*^+/tm1d^ intercrosses at JHU (parental mice from N8 to N11), 9.6, 7.5, and 25.2% of all mice were *Nos1ap*^tm1d/tm1d^ at weaning (P21), birth (P0), and E13.5, respectively (Table 1). Among *Nos1ap*^+/tm1d^ intercrosses at UTHealth (parental mice from N14 to N15), 3.4% of all mice were *Nos1ap*^tm1d/tm1d^ at P21 (Table 1). With an expectation of 25% mice being null homozygotes under Mendelian segregation, a significant drop in counts observed at P21 (*P* = 7.61 × 10^−7^ JHU; *P* = 1.53 × 10^−5^ UTHealth) and P0 (*P* = 1.04 × 10^−4^), but not at E13.5 (*P* = 0.09) (Table 1), indicates that complete loss of *Nos1ap* in *Nos1ap*^tm1d/tm1d^ mice leads to near-complete lethality at birth or during late gestation (after E13.5).

**Table 1.** Genotype distribution from *Nos1ap* constitutive null intercrosses.

	E13.5 (%)*^a^*	P0 (%)*^a^*	P21 (%)*^a^*	P21 (%)*^b^*
+/+	37 (33.3)	35 (32.7)	70 (32.0)	31 (35.6)
+/−	46 (41.4)	64 (59.8)	128 (58.4)	53 (60.9)
−/−	28 (25.2)	8 (7.5)	21 (9.6)	3 (3.4)
*χ* ^2^	4.71	17.75	28.18	22.17
*P*	0.09	1.04 × 10^−4^	7.61 × 10^−7^	1.53 × 10^−5^

At JHU.

At UTHealth.

### Constitutive loss of *Nos1ap* has no significant impact on E13.5 heart transcriptome

To evaluate the *molecular* consequences of *Nos1ap* loss that might lead to embryonic lethality, we assessed differential gene expression between E13.5 heart transcriptomes from wild-type and *Nos1ap*^tm1d/tm1d^ mice. 

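The data analysed here are the table of the authors' comparison of the 2 genotypes, which lists 23195 genes of 29 types, 16973 of them protein coding. For each gene, the table gives the mean normalized count of the wild-type and of the *Nos1ap* null libraries, the fold change, the p-value and the adjusted p-value. A normalized count is the number of read pairs assigned to a gene in a library, divided by the size factor that the authors computed to bring libraries of different depth to one scale. The values of single libraries used here were derived from the group means and are not values that the authors list. A group mean is the average of 5 whole counts, each divided by the size factor of its library, and it was written with enough digits to search for the counts behind it. Among genes with a mean under 1000 normalized counts, a set of 5 counts was recovered for 98.5% in wild type (20245 of 20551 genes) and for 98.8% in *Nos1ap* null (20297 of 20535). In counts simulated with the same size factors, counts were recovered for 19648 of 19793 wild-type means and 19683 of 19782 null means under this limit, and 0 of them were wrong. Genes without recovered counts were simulated with the median variability of the others, which may make recovery easier than in the data. Counts were recovered in both groups for 20079 genes, including 13898 protein-coding genes. They hold 25.2% of the normalized counts in wild type and 24.9% in *Nos1ap* null, mainly because more abundant genes could not be resolved. Within each group, libraries are numbered from 1 to 5 by descending size factor, from 1.15 to 0.967 in wild type and from 1.11 to 0.918 in *Nos1ap* null. These numbers are not the replicate numbers of the sample labels, which the group means do not carry. An estimated 11328000 to 14023000 read pairs per library were counted on genes, with a median of 11985000 in wild type and 12237000 in *Nos1ap* null. These totals are the summed normalized means of a group multiplied by the size factor of the library, and the recovered counts make up 2815537 to 3524795 read pairs per library. *Xist*, which is transcribed from the inactive X chromosome of females, had 0 to 8 counts in each library. The Y-linked genes had 719 to 949 counts (*Ddx3y*), 628 to 807 (*Eif2s3y*), 314 to 385 (*Kdm5d*) and 224 to 310 (*Uty*). Groups are given as the mean and SD of the normalized counts of 5 libraries. They were compared by an exact two-sided permutation test of the difference of means, for which 5 libraries against 5 allow no p-value below 0.00794.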

We performed stranded mRNA-seq (Mortazavi *et al.* 2008) in E13.5 heart tissues dissected from 5 wild-type and 5 *Nos1ap*^tm1d/tm1d^ male mice. Paired-end 100-bp sequencing was performed on an Illumina HiSeq 2500 with a desired depth of ∼30 million paired-end reads per sample. Low-quality bases and Illumina adapter sequences were removed from the generated reads using Trimmomatic (Bolger *et al.* 2014). RSEM (Li and Dewey 2011) was used for estimation of gene and isoform expression level that included mapping of trimmed paired-end reads to the mouse genome and GENCODE transcripts using STAR aligner (Dobin *et al.* 2013). Gene-level read count data from 5 wild-type and 5 mutants were compared to assess differential gene expression using DESeq (Anders and Huber 2010). 

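The authors' p-values were recomputed from the recovered counts, a check of both. For each gene, the counts of a group were summed, and an exact negative binomial test added up the probability of all divisions of the total between the groups that are at least as extreme. The dispersion in this test was the larger of the gene's own estimate and a curve over all genes. The authors' p-values of 1500 genes place the curve at 0.00224 plus 1.20 divided by the mean normalized count. In a further draw of 4000 genes with a mean of at least 5, the recomputed p-value lay within 0.1% of that of the authors for 4000 genes, with a median relative difference of 2.31e-09. The gene's own estimate was the larger one for 727 of them. By this exact test, the recomputed p-value was 2.89e-31 for *Nos1ap*, 4.16e-08 for *Mt2* and 8.49e-39 for *Gm7694*. Among the 10224 protein-coding genes with recovered counts and a mean normalized count of at least 10, the gene's own estimate was below the curve for 8355 (81.7%), and the median of the curve was 3.55 times the median of the own estimates. Small p-values were rarer in the authors' deposited table than a uniform distribution gives. In that table by the authors, 150 of the 16973 protein-coding genes had an unadjusted p-value under 0.05, where a uniform distribution gives 849. At a stricter threshold, 28 genes were under 0.01, where a uniform distribution gives 170. The authors' test was then run on counts simulated from the genes' own dispersions, with 200 genes changed. With a log2 fold change of 0.25, 0.5 or 1.5 in the changed genes, 1.87%, 1.68% and 1.79% of the unchanged genes had a p-value under 0.05 by the authors' test. The same 10224 genes were also tested with limma, on the log2 of the normalized count plus 1 with a trend in the prior variance and robust moderation, an alternative chosen after the data were seen. It gave 368 genes (3.60%) with an unadjusted p-value under 0.05, against 105 (1.03%) in the authors' deposited table. For limma, the shares of unchanged simulated genes under 0.05 were 4.75%, 4.33% and 4.48%.

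**Figure D1:**
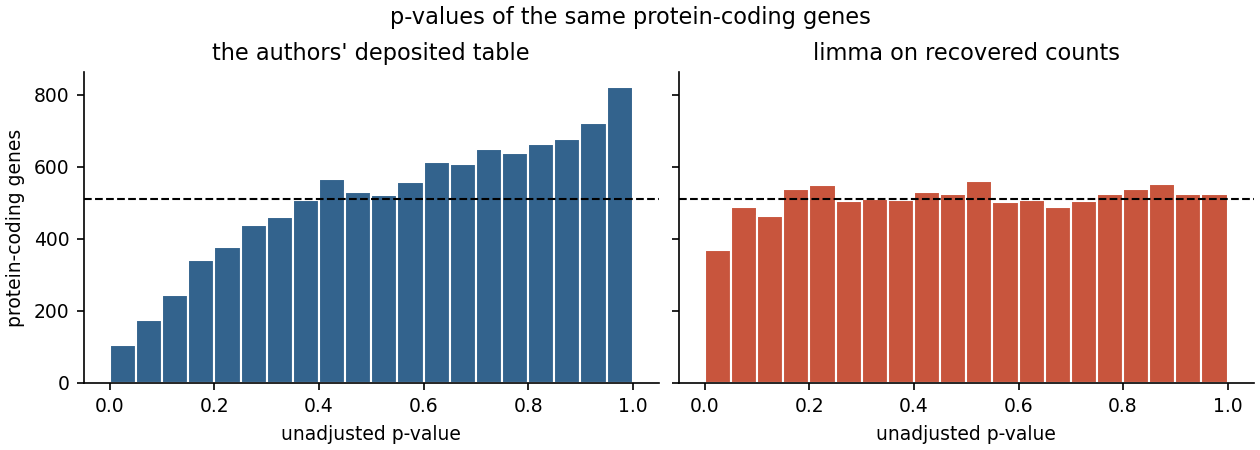
Number of protein-coding genes (vertical axis) by unadjusted p-value (horizontal axis, 20 bins) in the authors' deposited table (left) and with limma on the recovered counts (right), for the same 10224 genes. The dashed line is the number per bin under a uniform distribution, and the lowest bin holds 105 genes on the left and 368 on the right.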

At a FDR of 1% and an absolute log_2_-fold change over 1, only 2 genes (*Mt2* and *Gm7694*) were differentially expressed (Supplementary Data Set 1 and Supplementary Fig. 2), beyond that expected at *Nos1ap*. 

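The authors' p-values were adjusted again over the 16973 protein-coding genes by the Benjamini-Hochberg procedure. *Nos1ap*, *Mt2* and *Gm7694* passed both thresholds, 1 gene higher and 2 lower in *Nos1ap* null. These 3 genes also passed in each of 8 alternatives. The alternatives adjusted over all 23195 genes or over protein-coding genes with a mean normalized count of at least 10 (13299 genes) or 50 (11387 genes), set the FDR to 5% or 10%, left out the threshold on the fold change, or adjusted by Bonferroni or Benjamini-Yekutieli. With limma on the 10224 genes, the same 3 genes passed. The weighted form of limma, voom, moved the count to 2 genes at an FDR of 1%, with all 3 genes under an FDR of 5%. With each library left out in turn, 2 to 3 genes passed in the limma fits, since *Mt2* missed the FDR of 1% in 7 of the 10 fits. A further gene passed an FDR of 5% only without wild-type library 4: *Mt1*, with a log2 fold change of 0.47 (standard error 0.0816, adjusted *P* = 0.0427 from limma). The next protein-coding genes by the authors' p-value were *Tnxb*, *Dsc2*, *Mt1*, *Htra3*, *Dsg2*, *Mpo* and *Osr1*. The smallest of their adjusted p-values was 0.971 (*Tnxb*), and their log2 fold changes ranged from −1.78 (*Mpo*) to 0.37 (*Mt1*). *Dsc2* had 609 ± 39.2 normalized counts in wild type and 722 ± 29.6 in *Nos1ap* null (SD, n = 5), with separate ranges (exact permutation test, *P* = 0.00794), but its adjusted *P* with limma was 0.150. *Mpo* had 9.35 ± 2.51 normalized counts in wild type and 2.73 ± 2.03 in *Nos1ap* null (SD, n = 5; exact permutation test, *P* = 0.00794). Of the 6222 genes outside the protein-coding set, 0 passed, and 38 had an unadjusted p-value under 0.05 in the authors' deposited table. Adjusted among themselves, or with a mean normalized count of at least 10 (1031 genes), 0 passed as well. With limma, 0 of the 990 that could be tested passed, and 42 had an unadjusted p-value under 0.05. The smallest p-value among them in the authors' deposited table was 0.000224, for *Gm10132*, a processed pseudogene that differs from *Rpl23a* at 1 of 468 bases. Among ion channel genes that the paper names, log2 fold changes were 0.06 for *Kcnq1*, −0.01 for *Kcnh2*, −0.05 for *Kcnd3*, 0.13 for *Kcnd2* and 0.21 for *Kcna4*, and 0 of these 5 genes passed.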

Compared to wild type mice, *Nos1ap* expression was significantly reduced (0.3×; *P* = 2.9 × 10^−31^), *Mt2* expression was significantly increased (2.3×; *P* = 4.2 × 10^−8^), and *Gm7694* expression was significantly reduced (0.4×; *P* = 8.5 × 10^−39^) in *Nos1ap*^tm1d/tm1d^ mice. These findings indicate that constitutive loss of *Nos1ap* has no major widespread impact on the E13.5 heart transcriptome.

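*Nos1ap* (ENSMUSG00000038473.14) lies on chromosome 1 from 170302668 to 170589861, on the minus strand (GRCm38, GENCODE release M21). It had 144 ± 14.4 normalized counts in wild type and 39.8 ± 5.20 in *Nos1ap* null (SD, n = 5), from 124 to 169 read pairs per wild-type library and 29 to 47 per null library. The log2 fold change was −1.85, and the adjusted *P* over protein-coding genes was 2.45e-27 from the authors' p-value and 4.59e-09 from limma (log2 fold change −1.83, standard error 0.121). *Mt2* (ENSMUSG00000031762.6) lies on chromosome 8 from 94172664 to 94173568, on the plus strand. It had 35.2 ± 11.6 normalized counts in wild type and 80.7 ± 15.0 in *Nos1ap* null (SD, n = 5), from 30 to 54 and from 72 to 98 read pairs per library. Its log2 fold change was 1.20, with an adjusted *P* of 0.000235 from the authors' p-value and 0.00338 from limma (standard error 0.176). The adjusted *P* of *Mt2* was 0.0150 with voom and ranged from 8.13e-05 to 0.0339 over the limma fits that each left out one library, with log2 fold changes from 1.10 without null library 5 to 1.38 without wild-type library 4. Those are the libraries with the highest *Mt2* count of their group. *Gm7694* (ENSMUSG00000102752.1) lies on chromosome 1 from 170298199 to 170306332, on the minus strand, and its 3 exons hold 3827 bases. It had 319 ± 19.1 normalized counts in wild type and 124 ± 4.98 in *Nos1ap* null (SD, n = 5), from 302 to 389 and from 113 to 136 read pairs per library. Its log2 fold change was −1.36 by the means and −1.35 with limma (standard error 0.0689), and the adjusted *P* was 1.44e-34 from the authors' p-value and 6.03e-11 from limma. For each of the 3 genes, the wild-type and null libraries did not overlap (exact permutation test, *P* = 0.00794, the smallest value possible with n = 5). Among the 500 genes nearest to each in mean expression, 1 had a larger absolute log2 fold change than *Nos1ap*, 9 than *Mt2* and 0 than *Gm7694*. *Gm7694* sits at the 3′ end of *Nos1ap* on the same strand. Exon 2 of *Gm7694*, from 170302511 to 170302838, contains the 171 bases of exon 4 of the short transcript Nos1ap-205, from 170302668 to 170302838, which are 4.47% of the exon bases of *Gm7694*. The full-length transcript Nos1ap-202 ends at 170317459, upstream of *Gm7694*. Apart from *Gm7694*, the nearest 5 protein-coding genes on each side of *Nos1ap* gave 8 genes with a fold change, with a median absolute log2 fold change of 0.069. Of random sets of genes with similar means, 14.5% had as large a median. With the nearest 10 genes on each side (18 with a fold change), the median was 0.11, and 0.93% of random sets were as large.

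**Figure D2:**
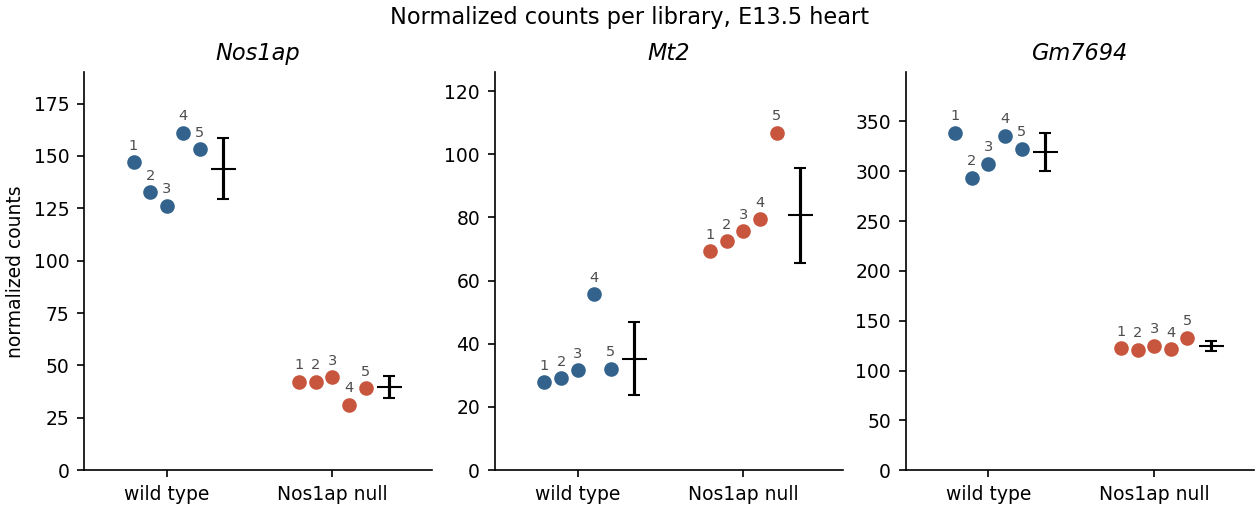
Normalized counts (vertical axis) of *Nos1ap*, *Mt2* and *Gm7694* in each wild-type (blue) and *Nos1ap* null (red) library, numbered by descending size factor, with the mean and SD of 5 libraries in black. *Nos1ap* spans 126 to 161 in wild type and 31.1 to 44.4 in *Nos1ap* null, *Mt2* 27.8 to 55.7 and 69.3 to 107, and *Gm7694* 293 to 338 and 121 to 133.

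**Figure D3:**
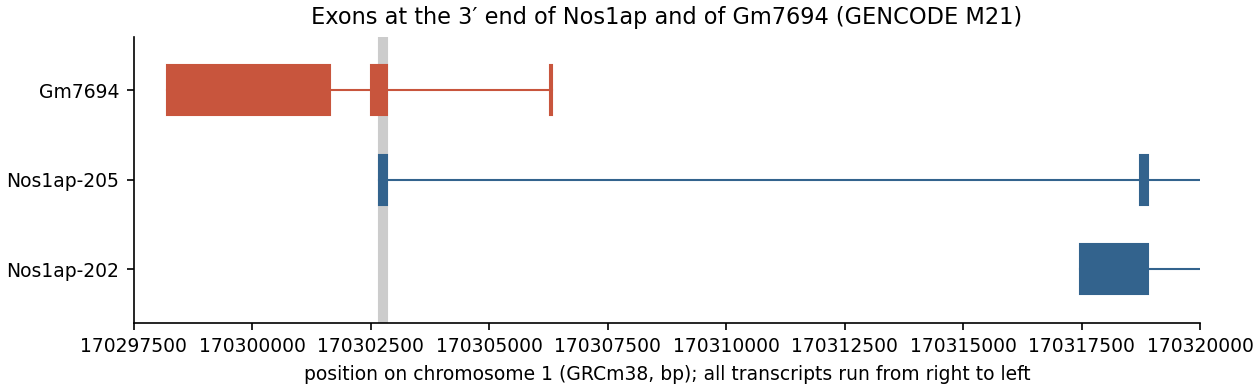
Exons (boxes) of *Gm7694*, Nos1ap-205 and Nos1ap-202 at the 3′ end of *Nos1ap* against position on chromosome 1 (bp, GRCm38); all transcripts run from right to left. The shaded band marks the 171 bases that exon 2 of *Gm7694* shares with exon 4 of Nos1ap-205.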

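The median absolute log2 fold change of the 13299 protein-coding genes with a mean normalized count of at least 10 was 0.049, and 97.6% of them lay within 0.5 in either direction. The size of effect that the comparison can detect was tested on simulated counts, in which 200 of 10224 genes were changed. At an FDR of 1%, limma called 13% of the changed genes at a log2 fold change of 0.25, 69% at 0.5 and 91.5% at 1.5, with 0 unchanged genes called. The authors' test called 2%, 68% and 94%, with 0, 1 and 6 unchanged genes called. These calls required no fold change, whereas the paper also asks for an absolute log2 fold change over 1. The shares at 0.25 and 0.5 are thus not those of the paper's rule. Changes of 0.25 and below were therefore mostly not detectable among the simulated genes with 5 libraries per group. Genes with a group mean of 1000 or more were not simulated, so this says nothing about the most abundant genes.
Lists of genes for cell types and pathways, fixed before the data were examined except for the paper's text and the top of its supplementary table, were compared with 10000 random lists of genes with similar mean expression. After Benjamini-Hochberg adjustment over 21 lists, 9 had a median log2 fold change outside that of random lists at 0.05, 7 of them higher in *Nos1ap* null. The median log2 fold change was 0.06 for cardiac electrophysiology, 0.07 for epicardial, 0.59 for erythroid, 0.34 for platelet, 0.13 for metal response, 0.13 for oxidative stress response and 0.37 for metallothionein genes, and −0.17 for cartilage and −1.80 for neuronal and glial genes. Of these lists, platelet and metallothionein hold genes seen there (*Tubb1* and *Mt2*), so that their results are not independent of the paper. The metal and oxidative stress lists share 2 genes, and *Gclc* gives the median of both, so that they are not separate results. Genes of a list move together between libraries, which random lists do not take into account. Tested on the scores of the 10 libraries instead (the mean centred log2 normalized count of the list genes with recovered counts), 0 of 18 lists passed. This alternative, chosen after the data were seen, changed the count of lists most. The smallest adjusted p-value of these exact permutation tests was 0.0714, for a rise of the metallothionein score of 0.62 and for a myeloid score difference of −0.36 (unadjusted exact *P* = 0.00794 each). Over 18 lists, at least 3 would have to reach the smallest exact p-value for any to pass 0.05, and 2 did, so the count of 0 says little about these lists. Over the 9 neuronal and glial genes with recovered counts, the median was 0.0025 without wild-type library 3, against −1.68 with all libraries. Only 2 of the 12 erythroid genes have recovered counts, and their median was −0.08 without null library 2, against 0.55 with all libraries. The median of the 4 oxidative stress genes with recovered counts was −0.07 without null library 2, against 0.07 with all libraries. The other median log2 fold changes were 0.01 for cardiomyocyte, 0.01 for endothelial, −0.0059 for mesenchymal, −0.06 for smooth muscle, −0.07 for myeloid, −0.02 for skeletal muscle, −0.21 for epidermis, −0.19 for fetal liver and −0.45 for lung epithelium genes. They were 0.04 for glucocorticoid response, 0.05 for hypoxia response and −0.02 for genes of NOS1AP partners. Some of these medians also depended on a single library, over genes with recovered counts. Leaving out wild-type library 3 moved the lung epithelium median from −0.45 to −0.16 and the epidermis median from −0.24 to −0.06. It moved the skeletal muscle median from −0.09 to 0.20 and that of NOS1AP partners from −0.10 to 0.0043. Leaving out null library 4 moved the fetal liver median from −0.19 to −0.07. A thymus list had 1 gene with a mean normalized count of at least 2 and was not tested. With the authors' p-values adjusted over the list alone, 5 of the 189 list entries passed 0.05 (*Mt1*, *Mt2*, *Mpo*, *Itgam* and *Tubb1*), against 1 (*Mt2*) when adjusted over all protein-coding genes. A gene in more than 1 list is counted in each. The first count is not independent evidence, because *Mt2* is named in the text, and *Mpo*, *Itgam* and *Tubb1* had been seen in the supplementary table before the lists were written. From the small number of genes that passed its thresholds, the paper concludes that constitutive loss of *Nos1ap* leaves the heart transcriptome at this stage largely as in wild type.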

### Cardiac muscle–restricted αMHC promoter-driven tamoxifen-inducible Cre leads to partial loss of expression in *Nos1ap* floxed mice

Given the near-complete lethality observed in *Nos1ap* constitutive null homozygous mice at birth or during late gestation, we evaluated the effects of cardiac muscle–restricted *Nos1ap* loss using the *Nos1ap* floxed mice and cardiac αMHC promoter-driven tamoxifen-inducible Cre recombinase (MerCreMer) transgenic mice (αMHC-MerCreMer) (Sohal *et al.* 2001). Crosses were set up between *Nos1ap*^+/fl^; +/+ and *Nos1ap*^+/fl^; +/*Tg*^αMHC−MerCreMer^ mice to generate *Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ mice with and without αMHC-MerCreMer transgene. All 6 genotypes were observed at expected proportions at weaning (*P* = 0.75; Supplementary Table 3). Tamoxifen IP injections were performed in 4-week-old animals for 5 consecutive days at a dosage of 20 mg/kg per day to induce Cre recombinase activity (Sohal *et al.* 2001) and were followed by a 1-week waiting period before any experimentation. *Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ mice with and without αMHC-MerCreMer were viable and normal in size and did not display any gross physical or behavioral abnormalities (data not shown). PCR genotyping of genomic DNA isolated from left ventricle and tail (control) tissue in a subset of animals showed cardiac-restricted excision of the floxed allele, with no “leaky” Cre recombinase activity in tail tissue (Fig. 3; Supplementary Fig. 3). As *αMHC* promoter activity is mostly limited to cardiomyocytes, the unexcised floxed allele PCR band derived from other cell types in left ventricle tissue was also observed in *Nos1ap*^fl^ and *Tg*^αMHC−MerCreMer^ carriers (Fig. 3). The effect of Cre-mediated, floxed allele excision on *Nos1ap* transcript expression was evaluated by real-time qPCR using cDNA generated from left ventricle tissue harvested at terminal euthanasia. Among αMHC-MerCreMer transgene positive animals, compared to wild type (*n* = 6), *Nos1ap* expression in left ventricle tissue was reduced to 80% (*P* = 0.09) and 52% (*P* = 1.85 × 10^−4^) in *Nos1ap*^+/fl^ (*n* = 6) and *Nos1ap*^fl/fl^ (*n* = 6) mice, respectively (Fig. 3). Among αMHC-MerCreMer transgene negative animals, no significant difference in *Nos1ap* left ventricle expression was observed among *Nos1ap*^+/+^, *Nos1ap*^+/fl^ (*P* = 0.91), and *Nos1ap*^fl/fl^ (*P* = 0.50) mice (Supplementary Fig. 4).

**Fig. 3.**
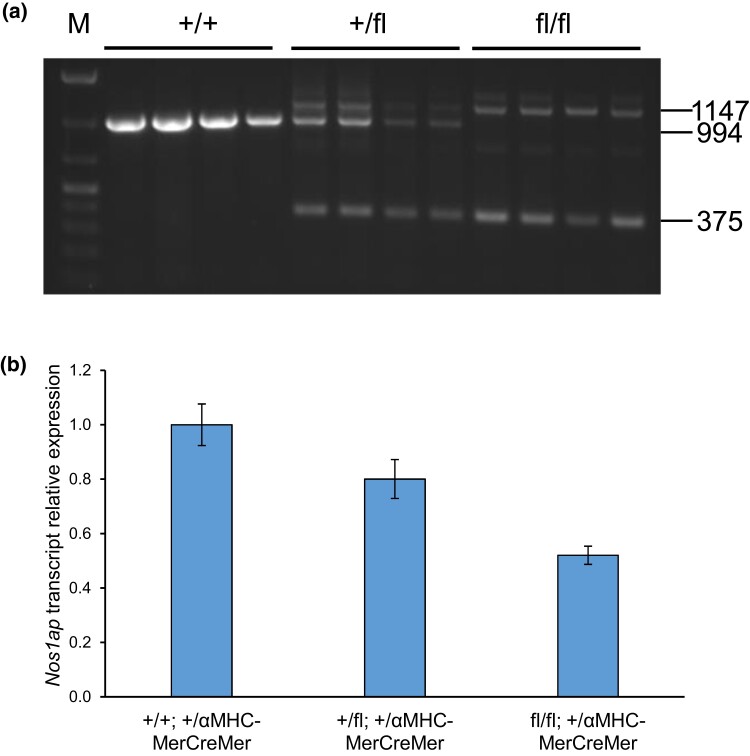
Cardiac αMHC promoter-driven tamoxifen-inducible Cre recombinase leads to excision of floxed allele and loss of *Nos1ap* expression in left ventricle tissue. a) Following tamoxifen IP injections to induce Cre recombinase activity, agarose gel electrophoresis of amplicons generated by PCR at the *Nos1ap* locus using left ventricle tissue genomic DNA from *Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ mice, all with tamoxifen-inducible αMHC-MerCreMer transgene, shows wild-type (+) allele amplicon (994 bp), floxed (fl) allele amplicon (1,147 bp), and floxed excision allele amplicon (375 bp). M: DNA ladder. b) Compared to wild-type mice, excision of the *Nos1ap* floxed allele leads to reduced *Nos1ap* transcript expression in left ventricle tissue of floxed heterozygotes and homozygotes.

### Partial loss of *Nos1ap* cardiac expression impacts QRS interval

Starting at 6 weeks of age, a week after tamoxifen IP injections, paw contact–based awake ECG recordings were carried out every 2 weeks until 24 weeks in *Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ mice, with and without αMHC-MerCreMer transgene, and every 4 weeks thereafter until 48 weeks in *Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ mice with αMHC-MerCreMer transgene. Representative images of ECG signals from multiple heartbeats and ensemble average ECG trace from awake ECG recordings are shown in Supplementary Data Set 2. At each time point, ECGs were recorded in 10 or more animals (in nearly equal sex ratios) for each of the 6 genotypes (Supplementary Table 4), and age-, sex-, and genotype-dependent effects on QTc and QT (Mitchell *et al.* 1998; Mulla *et al.* 2022) and other ECG parameters were assessed using multiple linear regression. Overall, based on the predictor variables used (age in weeks, female sex, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^), the variance explained for QTc and QT remained low (QTc: adjusted *R*^2^ of 7.17 and 3.10% with and without αMHC-MerCreMer set, Supplementary Tables 5 and 7; QT: adjusted *R*^2^ of 5.77 and 1.56% with and without αMHC-MerCreMer set, Supplementary Tables 6 and 8). Besides small, but consistent and significant age-dependent effects on QTc (*β* = 0.03, *P* = 1.09 × 10^−20^ in with the αMHC-MerCreMer set, Supplementary Table 5; *β* = 0.04, *P* = 3.30 × 10^−5^ in without the αMHC-MerCreMer set, Supplementary Table 7) and sex-dependent effects on QTc (*β* = −0.66, *P* = 7.71 × 10^−15^ in with the αMHC-MerCreMer set, Supplementary Table 5; *β* = −0.19, *P* = 0.08 in without the αMHC-MerCreMer set, Supplementary Table 7), relative to wild-type, absolute genotype-dependent effects from *Nos1ap*^+/fl^; +/αMHC-MerCreMer (*β* = 0.11 ms) or *Nos1ap*^fl/fl^; +/αMHC-MerCreMer (*β* = 0.34 ms) genotypes (Supplementary Table 5) and *Nos1ap*^+/fl^; +/+ (*β* = 0.66 ms) or *Nos1ap*^fl/fl^; +/+ (*β* = 0.63 ms) genotypes (Supplementary Table 7) were negligible. Similarly, beyond small, consistent and significant age-dependent effects on QT (*β* = 0.03, *P* = 1.49 × 10^−18^ in with the αMHC-MerCreMer set, Supplementary Table 6; *β* = 0.03, *P* = 0.002 in without the αMHC-MerCreMer set, Supplementary Table 8) and sex-dependent effects on QT (*β* = −0.38, *P* = 1.67 × 10^−6^ in with αMHC-MerCreMer set, Supplementary Table 6; *β* = −0.19, *P* = 0.07 in without αMHC-MerCreMer set, Supplementary Table 8), relative to wild-type, absolute genotype-dependent effects from *Nos1ap*^+/fl^; +/αMHC-MerCreMer (*β* = −0.16 ms) or *Nos1ap*^fl/fl^; +/αMHC-MerCreMer (*β* = 0.25 ms) genotypes (Supplementary Table 6) and *Nos1ap*^+/fl^; +/+ (*β* = 0.37 ms) or *Nos1ap*^fl/fl^; +/+ (*β* = 0.48 ms) genotypes (Supplementary Table 8) were negligible. These data indicate that loss of *Nos1ap* cardiac expression had no major impact on ventricular repolarization. None of the other ECG parameters assessed (RR, PR, and QRS intervals) varied significantly across genotypes (Supplementary Data Set 3).

Given that the paw contact–based awake ECG recordings (above) may fail to detect subtle effects due to reduced measurement sensitivity and to collect longer ECG recordings to evaluate the effect of an acute pharmacological challenge, we transitioned to ECG measurements in anesthetized animals using surface electrodes. The set of animals with 48 weeks of age awake ECG recording above (*Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ with αMHC-MerCreMer; Supplementary Table 4) were evaluated further by ECG and echocardiography under anesthesia, followed by terminal euthanasia to harvest tissues for gene expression studies. Surface ECG recordings were performed at baseline and after IP injections of isoproterenol, a beta-adrenergic agonist, at 1 and 5 mg/kg doses. Representative images of ECG signals from multiple heartbeats and ensemble average ECG trace at baseline and after isoproterenol injections from anesthetized ECG recordings are shown in Supplementary Data Set 2. Sex-, drug exposure-, and genotype-dependent effects on QTc and QT and other ECG parameters were assessed using multiple linear regression. However, no significant differences in QTc (Fig. 4) and QT (Supplementary Fig. 5) were observed from surface ECG recordings at baseline and under stress across the 3 genotypes, again indicating lack of a genotype-dependent effect on ventricular repolarization [QTc: Supplementary Table 9 (1-mg/kg drug) and Supplementary Table 11 (5-mg/kg drug); QT: Supplementary Table 10 (1-mg/kg drug) and Supplementary Table 12 (5-mg/kg drug)]. None of the other ECG parameters differed significantly across the 3 genotypes (Supplementary Fig. 6; Supplementary Data Set 3), except a small, but consistent trend of reduced QRS interval in *Nos1ap* floxed homozygotes [mean (± SEM) QRS interval 8.49 (± 0.25) ms vs 7.85 (± 0.18) ms at baseline (*P* = 0.05) and 10.09 (± 0.43) ms vs 9.21 (± 0.21) ms under stress (*P* = 0.08) for 1-mg/kg isoproterenol in wild-type and floxed homozygotes, respectively; 8.32 (± 0.21) ms vs 7.79 (± 0.16) ms at baseline (*P* = 0.06) and 10.01 (± 0.35) ms vs 8.95 (± 0.32) ms under stress (*P* = 0.04) for 5-mg/kg isoproterenol in wild-type and floxed homozygotes, respectively; Fig. 4, Supplementary Data Set 3]. Multiple linear regression model using 1-mg/kg isoproterenol drug exposure, sex, and genotypes as predictors explained 40.66% of the observed variance in QRS intervals (*P* = 4.94 × 10^−6^), with floxed homozygous genotype having a significant effect (*β* = −0.75, *P* = 0.014; Supplementary Table 13). Similarly, at 5-mg/kg isoproterenol drug exposure, QRS interval variance explained was 42.57% (*P* = 4.75 × 10^−7^), with floxed homozygous genotype having a significant effect (*β* = −0.78, *P* = 0.006; Supplementary Table 14).

**Fig. 4.**
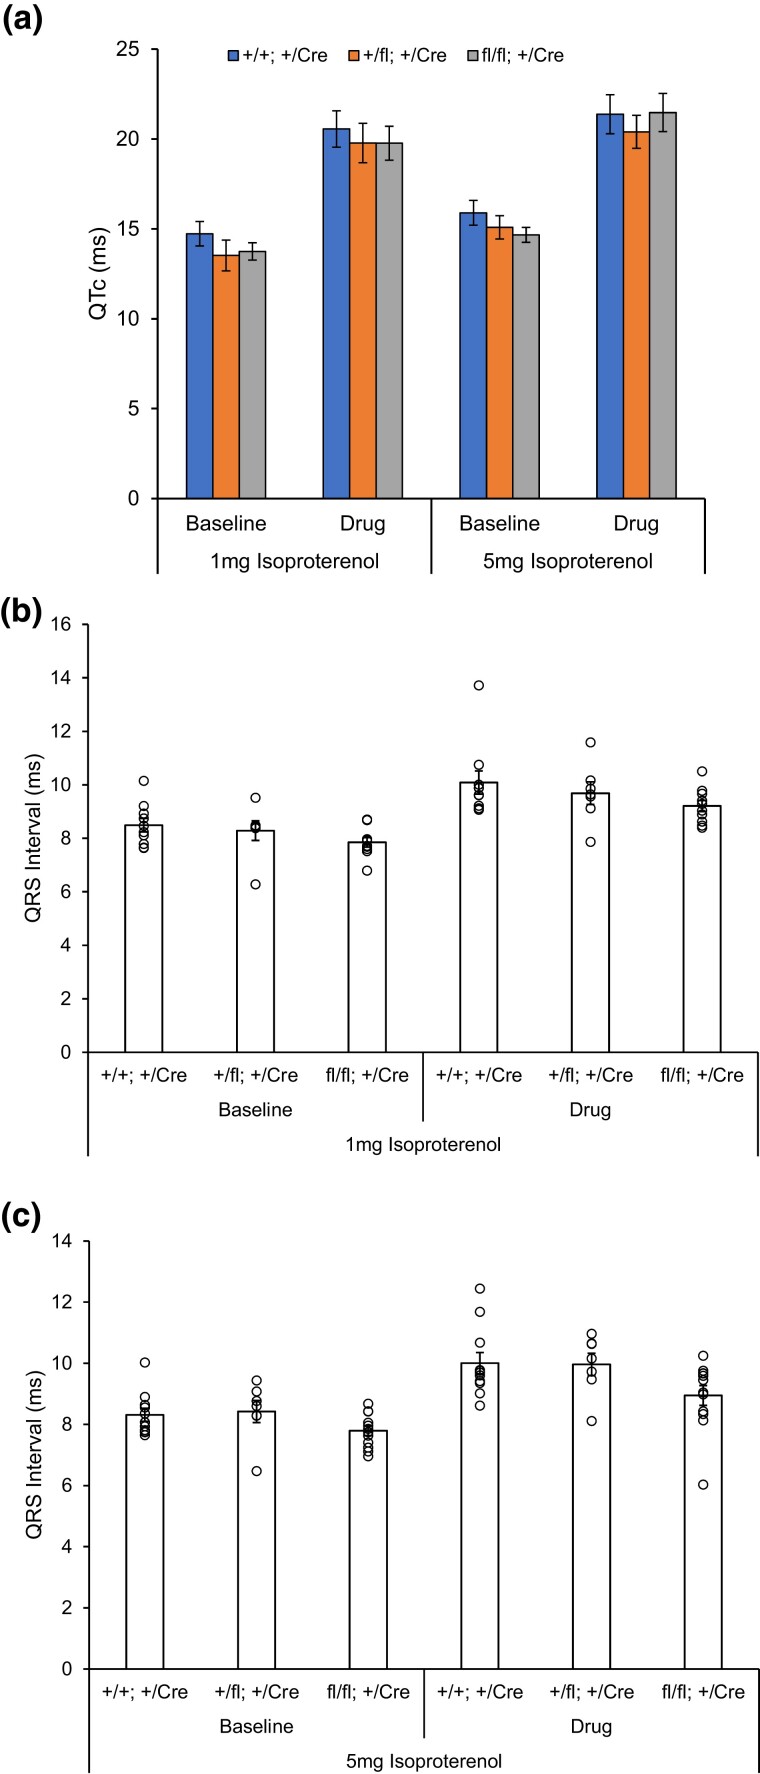
Cardiac muscle–specific loss of *Nos1ap* expression reduces QRS interval without a significant impact on QT interval. a) Mean heart rate–corrected QT interval (QTc) from ECG recording under anesthesia at baseline and after injecting 1- or 5-mg/kg body weight doses of isoproterenol in *Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ mice, all with tamoxifen-inducible αMHC-MerCreMer transgene, shows no significant difference across genotypes. Error bars: SEM. b, c) Mean (bar chart) and individual (dot plot) QRS intervals from ECG recording under anesthesia at baseline and after injecting 1- (b) or 5-mg/kg (c) body weight doses of isoproterenol in *Nos1ap*^+/+^, *Nos1ap*^+/fl^, and *Nos1ap*^fl/fl^ mice, all with tamoxifen-inducible αMHC-MerCreMer transgene, show a small, but significant reduction in QRS interval in floxed homozygotes. Error bars: SEM.

To evaluate potential effects on heart structure and function, echocardiography was performed in anesthetized animals, where short-axis image of left ventricle was acquired in M-mode and analyzed for structure and function outcome measures. Besides a trend of reduced EF and FS observed in *Nos1ap* floxed allele carriers (wild-type vs floxed heterozygote: *P* = 0.032 for EF and *P* = 0.020 for FS; wild-type vs floxed homozygote: *P* = 0.014 for EF and *P* = 0.016 for FS; none significant after applying multiple testing correction) (Supplementary Fig. 7), none of the other echocardiographic parameters differed significantly across the 3 genotypes (Supplementary Data Set 3), indicating that loss of *Nos1ap* cardiac expression had no major impact on left ventricle structure and function.

## Discussion

Following the GWAS mapping of QTi near *NOS1AP* (Arking *et al.* 2006; Newton-Cheh *et al.* 2009; Pfeufer *et al.* 2009; Arking *et al.* 2014), we reported identification of a functional enhancer variant, among trait-associated variants, which acted as an expression quantitative trait locus and influenced human cardiac *NOS1AP* gene expression (Kapoor *et al.* 2014). Furthermore, in vitro and ex vivo expression perturbation studies, by us and others, showed that *NOS1AP* expression levels influenced APD (Chang *et al.* 2008; Milan *et al.* 2009; Kapoor *et al.* 2014), a cellular correlate of QTi. In parallel to our gene knockout approach described here, conditional *Nos1ap* overexpression transgenic mouse models have been generated by us (Auer *et al.* 2014) and others (Jänsch *et al.* 2023). We had reported generation of 3 independent lines of Cre recombinase conditional *Nos1ap* overexpression transgenic mice but did not evaluate them by electrocardiography or echocardiography (Auer *et al.* 2014). In a recently published study, Jansch *et al.* (2023) reported generation of a conditional transgenic mouse with heart-specific murine *Nos1ap* overexpression that led to a decrease in QT duration and shortening of APD, confirming the in vivo role of *Nos1ap* in cardiac electrophysiology. Together, these studies have identified *NOS1AP* as the most likely causal gene underlying the QTi GWAS signal on chromosome 1q23. Human NOS1AP protein (NP_055512; 506 amino acids) and mouse Nos1ap protein (NP_001103455; 503 amino acids) have a high level of sequence identity, suggestive of conserved function, with a consensus of 508 residues that has 481 identities (95%), 20 mismatches, and 7 gaps (Altschul *et al.* 1990). Our goal here was to generate *Nos1ap* knockout mice and assess the impact of *Nos1ap* in vivo loss of expression on QTi and other electrocardiographic features. Cardiac muscle–restricted partial loss of *Nos1ap* expression had no significant impact on QTi, but a small yet statistically significant reduction in QRS interval was observed, supporting the role of *NOS1AP* in the regulation of the cardiac electrical cycle. Furthermore, there was a trend towards reduced EF and FS by echocardiography, suggesting that cardiac muscle–restricted partial loss of *Nos1ap* expression led to a decline in left ventricle function.

Due to differences in ionic currents that generate different shapes of ventricular action potential in human and mouse (Nerbonne and Kass 2005), the ST segment is lacking in the mouse ECG and the amplitude of T wave is relatively small to the extent that existence of an actual T wave on mouse ECG is a matter of longstanding debate (Boukens *et al.* 2014). The small amplitude of T wave makes pinpointing its end, determined as the return of signal to the voltage corresponding to the mean isoelectric value, error-prone, and this reduced measurement accuracy can lead to failures in detecting subtle effects (London 2001). Thus, even though *Nos1ap* expression levels have been shown to alter APD in rat and guinea pig cardiomyocytes in vitro (Chang *et al.* 2008; Kapoor *et al.* 2014), detecting that effect at an organismal level as altered QTi on mouse ECG can be challenging (London 2001). In general, using gene knockout mice to evaluate effects on QTi has been a challenge. Even when specifically evaluating targeted deletions for well-established genes known to lead to LQTS (LQT1: *KCNQ1*; LQT2: *KCNH2*; and LQT3: *SCN5A*) in humans or genes underlying major repolarizing currents in mouse heart, there are several examples of either failure to find an effect, inconsistent results across studies or differences between in vivo and ex vivo/cellular electrophysiological measurements (Salama and London 2007). Lee *et al.* (2000) found no effect on QTc in *Kcnq1*^−/−^ mice, whereas Casimiro et al. (2001) reported prolonged QTc in *Kcnq1*^−/−^ mice but not in isolated hearts. Targeted deletion of a cardiac-specific transcript isoform of *Kcnh2*, known as *Merg1b*, led to no change in QTc in *Merg1b*^−/−^ mice (Lees-Miller *et al.* 2003), even though spontaneous and abrupt bradycardias were observed in mutants. Similarly, Papadatos *et al.* (2002) reported slow atrial and atrioventricular conduction in *Scn5a*^+/−^ mice, evidenced by prolongation of the P wave and the PR interval, but QTc remained unchanged (*Scn5a*^−/−^ is embryonic lethal). Among the genes regulating major repolarizing currents in mouse myocytes, targeted deletions of *Kncd2* (Guo *et al.* 2005), *Kcnd3* (Niwa *et al.* 2008), and *Knca4* (London *et al.* 1998) had no effects on QTc. Nonetheless, the vast majority of these knockouts had major effects on the *electrophysiology* in myocytes and/or isolated hearts and often led to significant changes in other ECG parameters.

Although the effect of common *NOS1AP* variants is largest for QTi, the same variants also show an attenuated association with QRS interval (Sotoodehnia *et al.* 2010; Arking *et al.* 2014), surprisingly in the opposite direction. The QRS interval, representing ventricular depolarization, is also known to be positively correlated with the QTc interval (*r* = 0.44), which represents ventricular repolarization (Holm *et al.* 2010). Analogously, overall, across all ECG measurements in conscious and anesthetized mice here, QRS and QTc intervals were positively correlated (*r* = 0.30 and *r* = 0.74 in awake and anesthetized mice, respectively). In addition, due to the lack of a plateau in mouse cardiac action potentials, the QRS complex on mouse ECG corresponds to the spread of ventricular depolarization and the early phase of ventricular repolarization (London 2001). Therefore, it is possible that the reduced QRS interval we are observing in heart muscle–restricted *Nos1ap* knockout mice is indicative of shortened ventricular repolarization, at least in the early phase. This observation aligns (in terms of directionality) with the optical mapping–based reduced APD reported from zebrafish excised hearts with morpholino-based *nos1ap* knockdown (Milan *et al.* 2009). As outlined below, there are other plausible reasons for not finding an overt QTi phenotype in our *Nos1ap* knockout mice, in addition to asking if a gene knockout is always an appropriate model to characterize its function (Rossi *et al.* 2015; El-Brolosy and Stainier 2017).

In this study, constitutive loss of *Nos1ap* in null homozygous mice (*Nos1ap*^tm1d/tm1d)^ led to near-complete lethality at a time point after E13.5, indicating an essential role in late embryonic development, organ maturation, or the process of birth. It remains unknown why this lethal phenotype was not fully penetrant, but there was a trend of increased penetrance as the backcross generation number for the heterozygous mice used in the intercrosses increased from N8 to N15 (9.6% vs 3.4% null homozygotes at weaning), probably indicating an effect of genetic background. Constitutive loss of *Nos1ap* in reporter-tagged knockout with conditional potential (*Nos1ap*^tm1a/tm1a^) and in nonconditional reporter-tagged knockout (*Nos1ap*^tm1b/tm1b^) also displayed near-complete lethality (7.7 and 8.8% null homozygotes at weaning for tm1a and tm1b, respectively) from intercrosses at earlier backcross generations (N2–N4 for tm1a and N5–N6 for tm1b). Taken together, across all 3 null alleles and backcross generations N2–N15, 8.0% of mice at weaning from intercrosses were null homozygotes, underscoring the embryonic or early postnatal lethality with constitutive loss of *Nos1ap*. These observations are at variance with the publicly available viability data from the International Mouse Phenotyping Consortium (IMPC; https://www.mousephenotype.org/) for *Nos1ap*^+/tm1b^ intercrosses that show expected Mendelian ratios for the 3 genotypes. A pure genetic background of our mice (C57BL/6J) vs the mixed genetic backgrounds of IMPC mice at the levels of test cross (germline transmission), tm1a to tm1b conversion (Cre-driver), and maintenance of alleles could potentially explain this difference and is consistent with the polygenic nature of QTi (Arking *et al.* 2006; Newton-Cheh *et al.* 2009; Pfeufer *et al.* 2009; Arking *et al.* 2014).

Although previous studies have not evaluated a role for *NOS1AP* in gene expression regulation, we explored E13.5 heart transcriptome with the aim to uncover molecular events that may underlie late embryonic or preweaning lethality observed in *Nos1ap* constitutive null homozygotes. However, we did not find any major impact on E13.5 heart transcriptome as assessed by RNA-seq and differential gene expression analysis. Given these data along with the presence of a functional mouse fetal heart before E13.5, we conclude that the cause of lethality is unrelated to cardiac development. Indeed, *NOS1AP* is widely expressed in several human and ES and adult tissues (Kapoor *et al.* 2014; GTEx Consortium *et al.* 2017), with the highest expression levels in brain tissues. Therefore, assessing the transcriptional molecular consequences of *Nos1ap* loss of function in additional tissues/organs remains critical.

We would like to highlight that our study is not the first report of a *Nos1ap* knockout mouse model. A previous study reported generation of *Nos1ap* knockout mice and characterization by ECG and echocardiography (Sugiyama *et al.* 2016). However, there were no data showing loss of *Nos1ap* transcript and/or protein in mutant mice, which we provide both for the constitutive and tissue-restricted null. The targeted mouse ES cells used in that study carried deletion of *Nos1ap* exon 3, which, based on sequence alone, is expected to generate an in-frame 30 amino acid deletion (full-length wild-type protein 503 amino acids) that likely has limited impact on protein structure and function. In contrast, the KOMP generated mouse ES cells (Skarnes *et al.* 2011) we used targeted *Nos1ap* exon 4, deletion of which creates a frameshift, introducing a premature termination codon leading to nonsense-mediated mRNA decay and complete loss of protein. Moreover, the exon targeted in KOMP ES cells is a “critical” exon common to all transcript variants that, when deleted, creates a frameshift mutation (Skarnes *et al.* 2011). Also, in contrast to our findings, the *Nos1ap* mutant homozygotes in the C57BL/6J background were reported to be viable. At baseline, no difference between wild-type and *Nos1ap* knockout mice in surface ECG and echocardiography was reported. Lastly, following injection of doxorubicin, a drug known to induce cardiotoxicity (Zhang *et al.* 2012), the authors did report longer QTc intervals in *Nos1ap* knockout mice. Keeping in mind that no data showing loss of *Nos1ap* expression were reported, that conclusion remains debatable as similar changes in QTc intervals and several other physiological measurements were observed in doxorubicin-treated wild-type controls, indicating presence of mostly genotype-independent drug-induced effects (Sugiyama *et al.* 2016).

Since Cre expression in αMHC-MerCreMer transgene is driven by a cardiomyocyte-specific promoter (Sohal *et al.* 2001), the floxed allele in cardiac endothelial cells, fibroblasts, and other stromal cells in *Nos1ap*^fl/fl^; αMHC-MerCreMer mice will remain unexcised. Given the widespread expression of *NOS1AP* in various human and mouse tissues (Kapoor *et al.* 2014; GTEx Consortium *et al.* 2017), it is likely that *Nos1ap* is also expressed in noncardiomyocyte cells in heart tissue. It is also possible that Cre-mediated excision of the floxed allele (2 copies per cell in *Nos1ap*^fl/fl^) is not complete in all cardiomyocyte nuclei. Alone or together, these scenarios can explain why the loss of *Nos1ap* transcript expression in left ventricle tissue in *Nos1ap*^fl/fl^ was half of that in wild-type mice. In order to assess *Nos1ap* expression at the cell type level in mouse left ventricles, we checked for *Nos1ap* expression in a published single-cell RNA-seq (scRNA-seq) data set from adult (P56) left ventricle tissue (Wang *et al.* 2020). However, across the ∼2,500 cells sequenced, including both cardiomyocyte- and noncardiomyocyte-enriched cells, *Nos1ap* expression was not detected in any of the identified cell clusters, most likely due to limited sensitivity (median of 2,610 genes/cell) (Wang *et al.* 2020), in contrast to its detection by TaqMan Gene Expression assay in bulk tissue.

Although previous in vitro studies have implicated cardiomyocyte-based *Nos1ap* effect on cellular electrophysiology, it remains possible that other cell types are involved in the regulation of the cardiac electrical cycle. For example, a neuronal effect is possible given that the autonomic nervous system plays an important role in modulation of cardiac electrophysiology and arrhythmogenesis (Shen and Zipes 2014; Gordan *et al.* 2015) and that *Nos1ap* has the highest expression level in nervous system tissues (Jaffrey *et al.* 1998; Kapoor *et al.* 2014). Even when restricting to cardiomyocyte-mediated effects, incomplete deletion of *Nos1ap* floxed allele copies in cardiomyocytes of *Nos1ap*^fl/fl^; αMHC-MerCreMer mice may fail to produce sufficient loss of function necessary to induce an overt ECG phenotype. The converse is also possible, where a complete or near-complete *Nos1ap* loss of function (knockout) in cardiomyocytes is rescued by yet unknown compensatory pathways (Rossi *et al.* 2015; El-Brolosy and Stainier 2017). The latter raises an important question for the utility of gene knockouts to understand gene function. This is especially applicable for genes uncovered by GWAS of common diseases and traits, as is the case here, where an ideal in vivo model to assess variable gene expression–based outcomes should involve an allelic series with target gene expression varying from low to high, as opposed to its complete absence. Generating such an allelic series remains challenging, at least in higher vertebrate model organisms, although recent synthetic biological technologies for creating humanized mice provide a new avenue (Brosh *et al.* 2022).

## Supplementary Material

jkad208_Supplementary_Data

## Data Availability

All RNA-seq data are accessible at NCBI's GEO Series accession number GSE210266. Supplemental material available at G3 online.

# Supplementary material for: Cardiac muscle–restricted partial loss of Nos1ap expression has limited but significant impact on electrocardiographic features
**Source:** G3 (Bethesda). 2023 Sep 14;13(11):jkad208. doi: 10.1093/g3journal/jkad208

Genotype: Nos1ap<sup>+/+</sup>; +/- $\alpha$ MHC-MCM  
Sex: Male  
ECG: Conscious

Snapshot

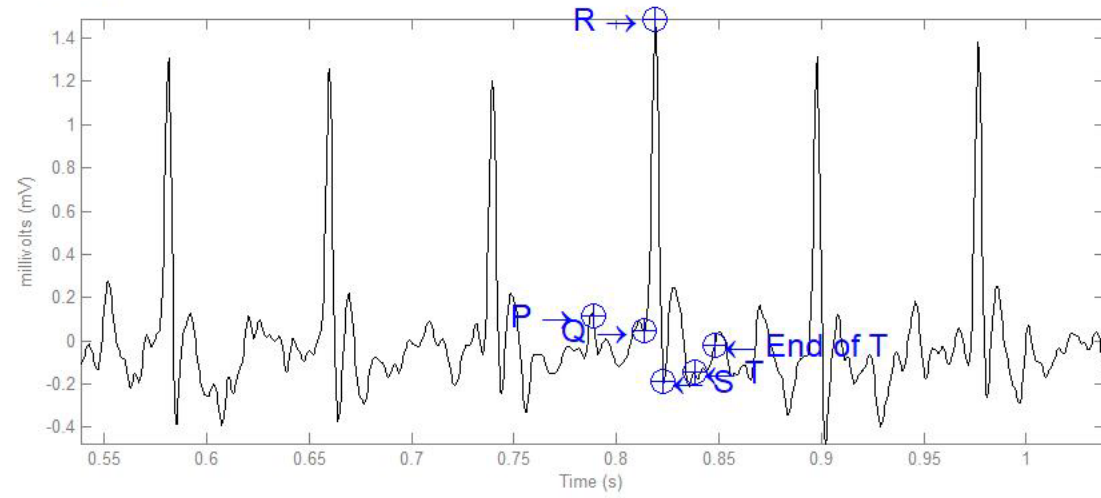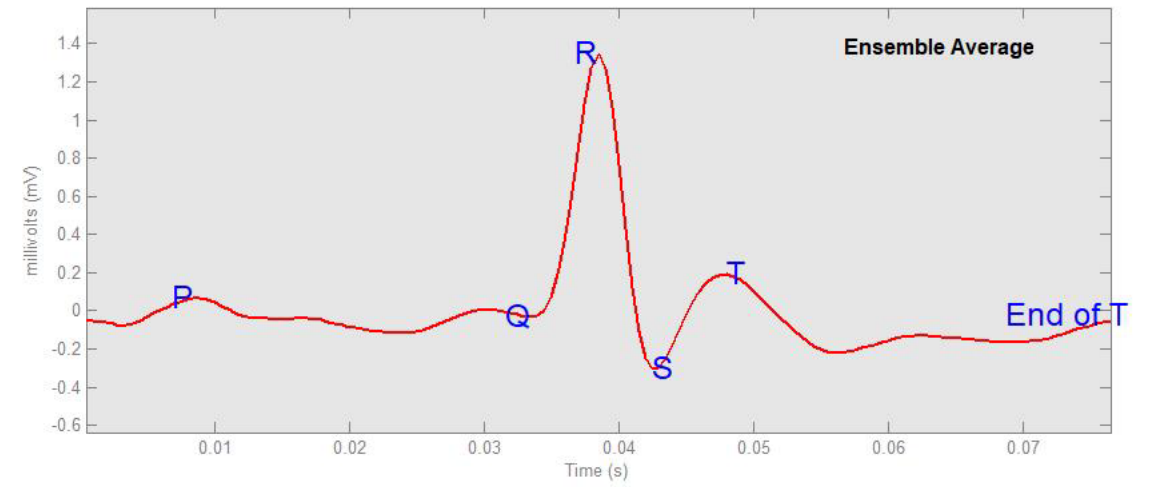

Genotype: Nos1ap<sup>+/-</sup>; +/- $\alpha$ MHC-MCM

Sex: Male

ECG: Conscious

Snapshot

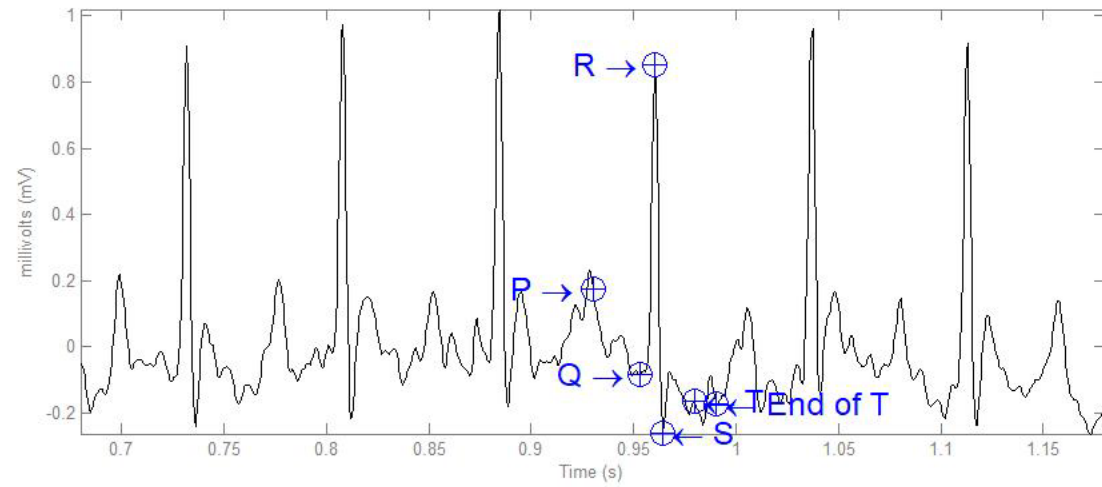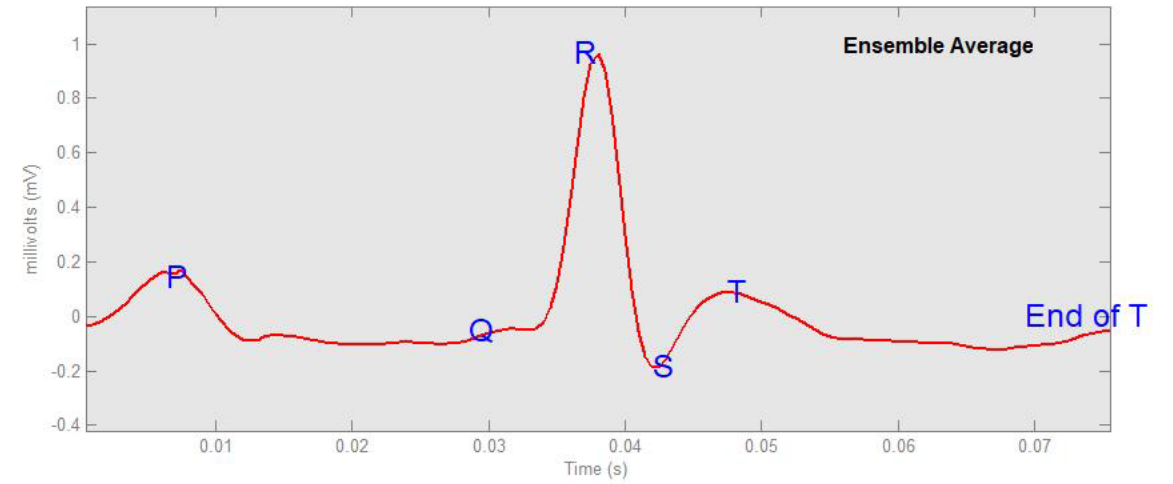

Genotype: Nos1ap<sup>fl/fl</sup>; +/- $\alpha$ MHC-MCM

Sex: Male

ECG: Conscious

Snapshot

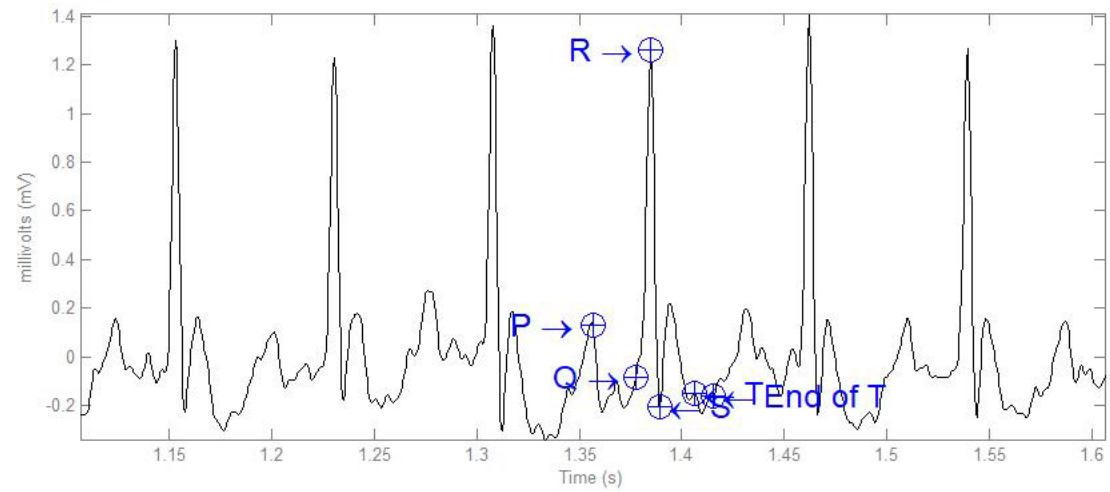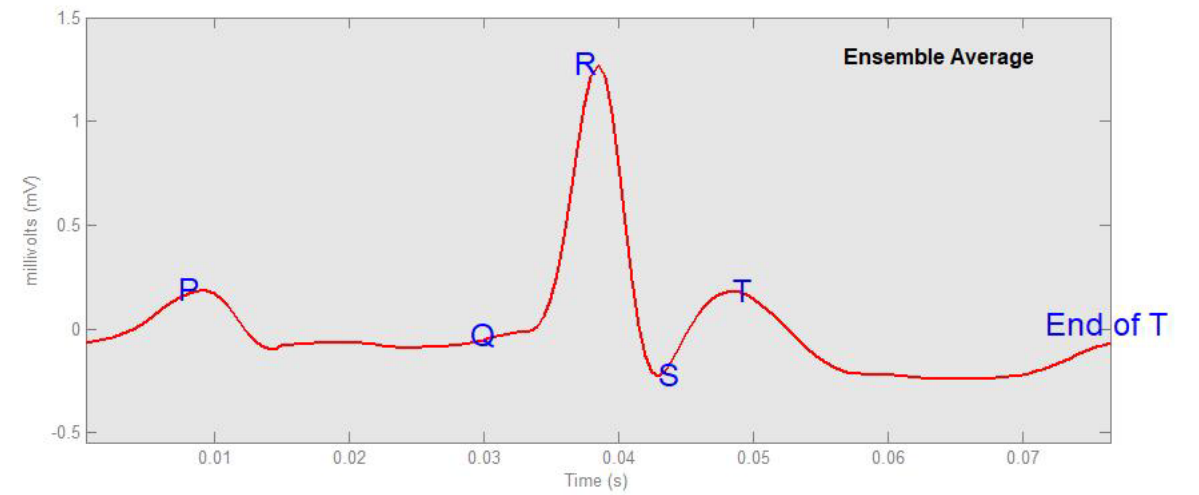

Genotype: Nos1ap<sup>+/+</sup>; +/αMHC-MCM  
Sex: Female  
ECG: Conscious

Snapshot

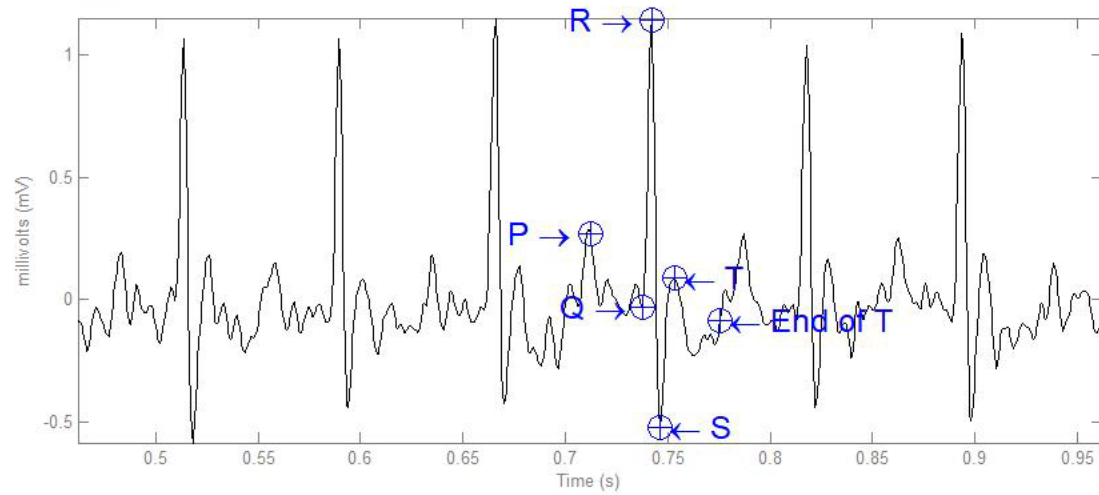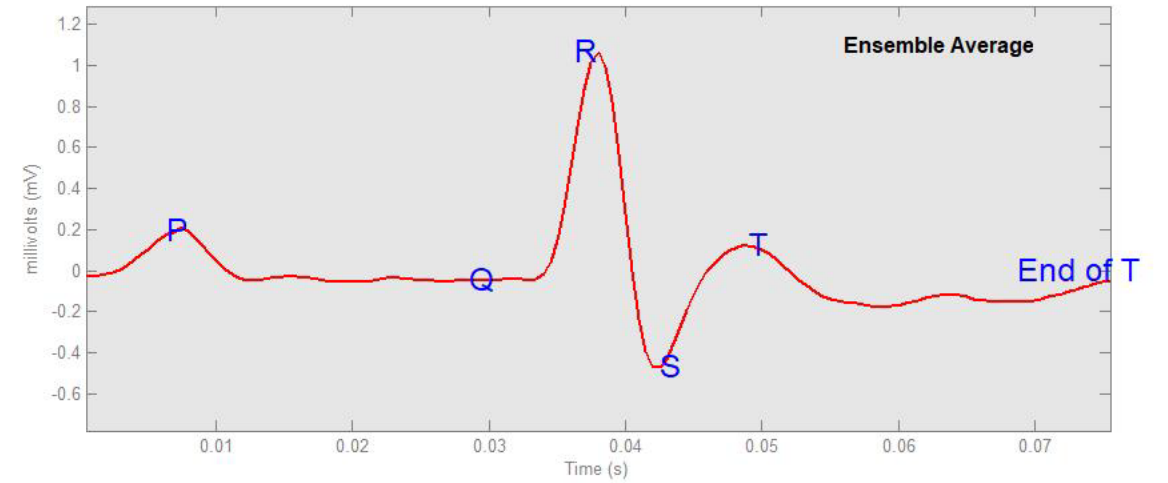

Genotype: Nos1ap<sup>+/-</sup>; +/αMHC-MCM  
Sex: Female  
ECG: Conscious

Snapshot

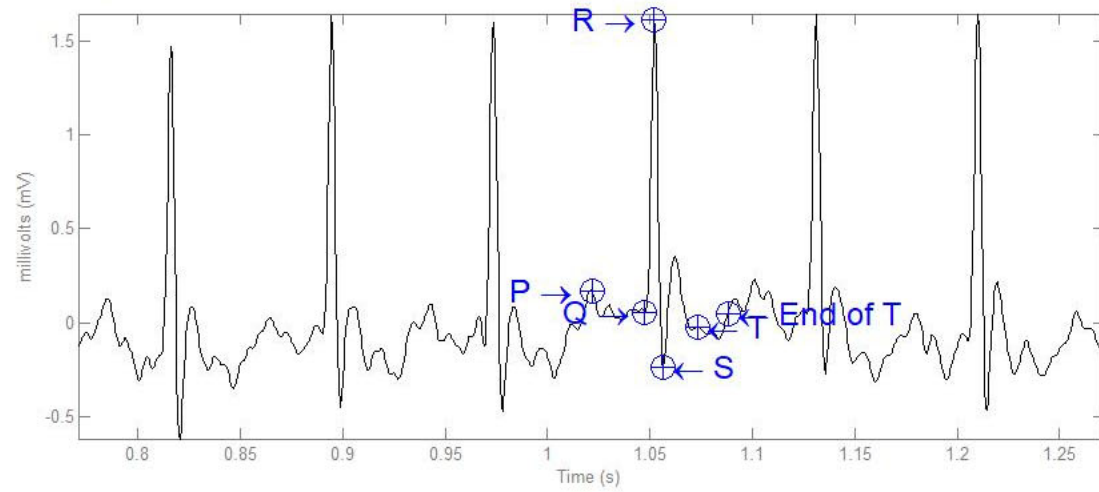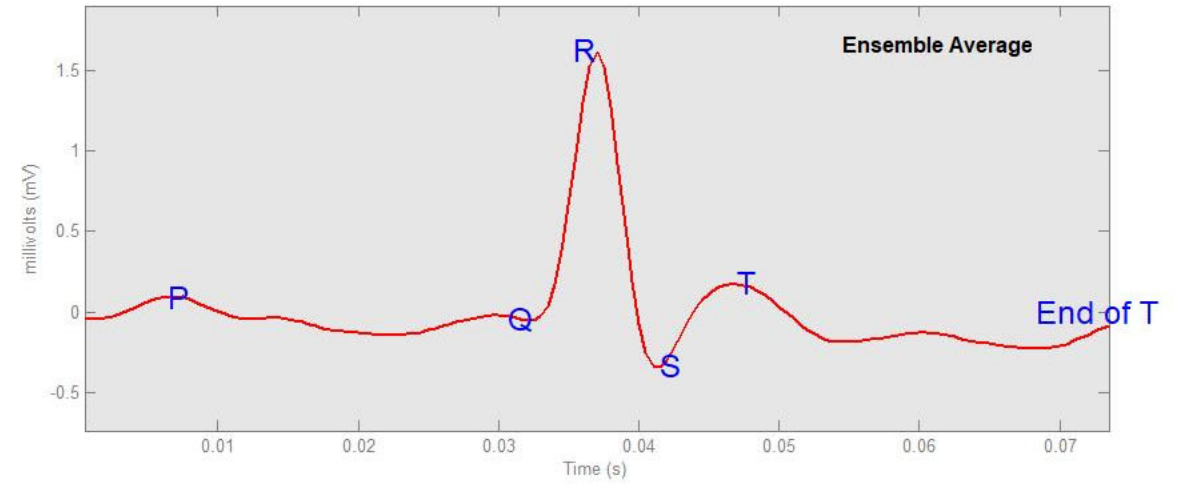

Genotype: Nos1ap<sup>fl/fl</sup>; +/- $\alpha$ MHC-MCM  
Sex: Female  
ECG: Conscious

Snapshot

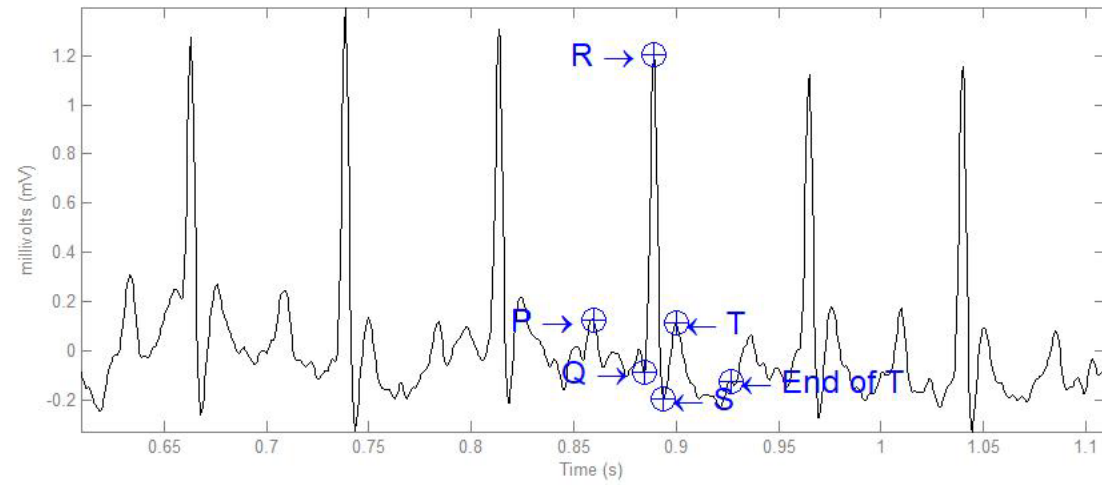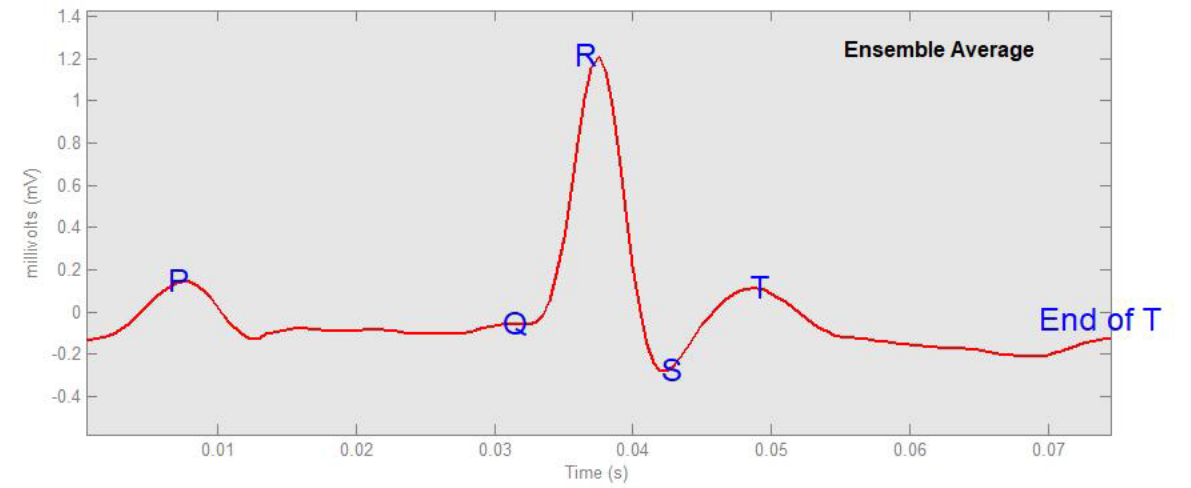

Genotype: Nos1ap<sup>+/+</sup>; +/αMHC-MCM; Sex: Male; ECG: Anesthetized; Isoproterenol 1mg/kg

## Baseline

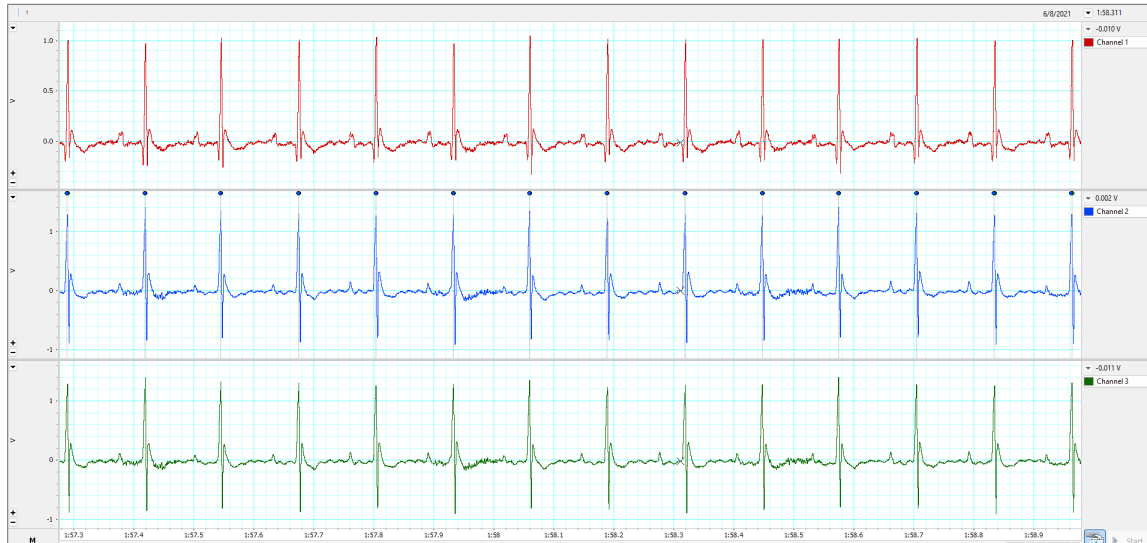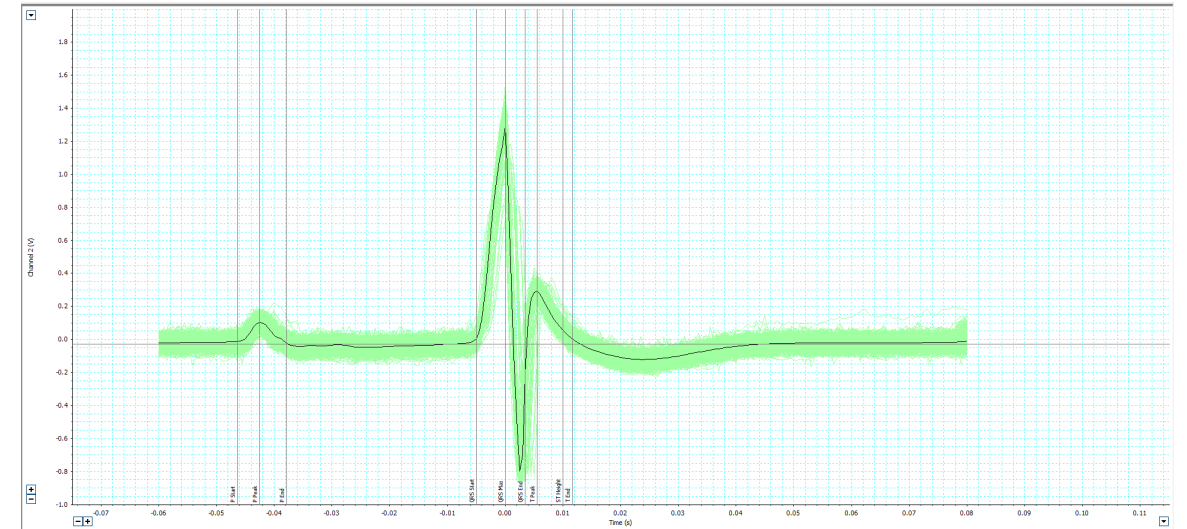

## Drug

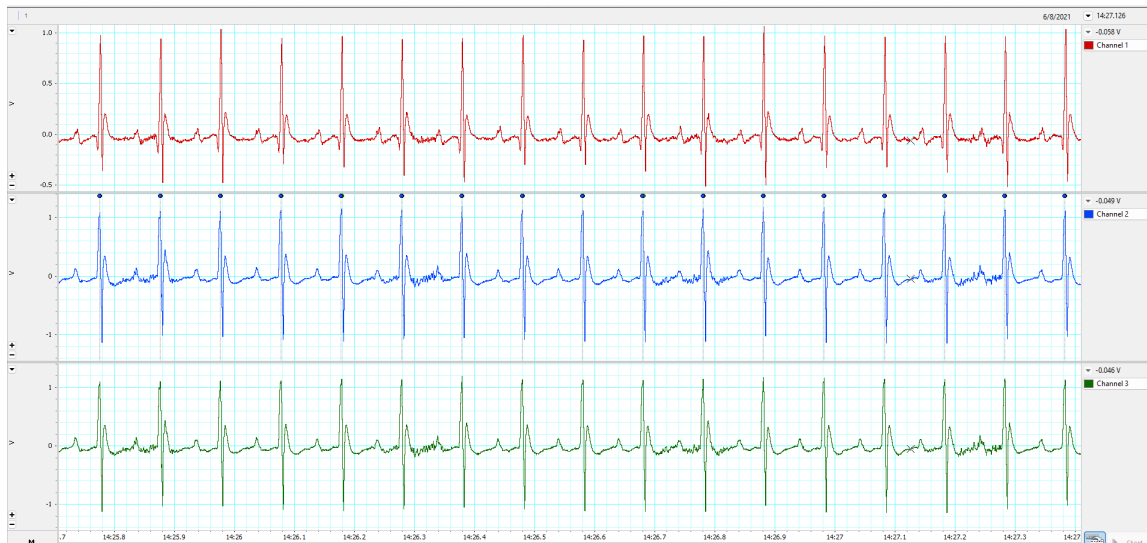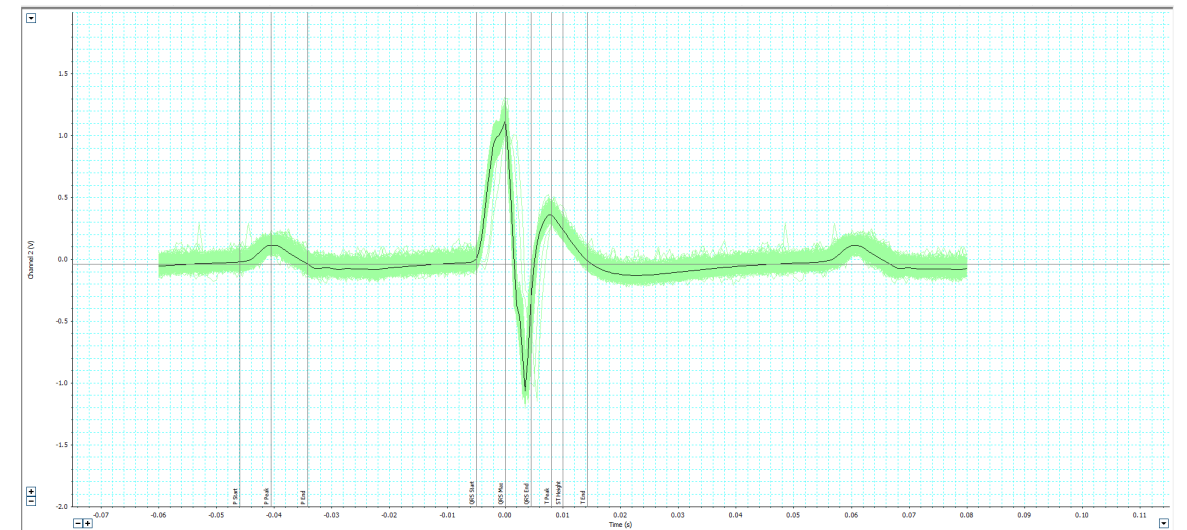

Genotype: Nos1ap<sup>+/+</sup>; +/- $\alpha$ MHC-MCM; Sex: Male; ECG: Anesthetized; Isoproterenol 5mg/kg

## Baseline

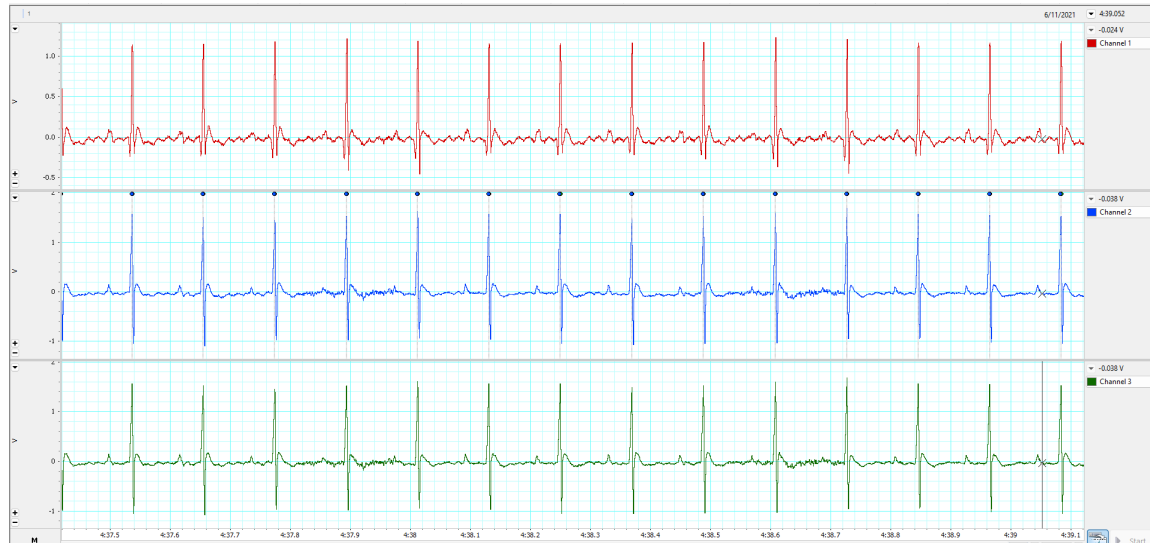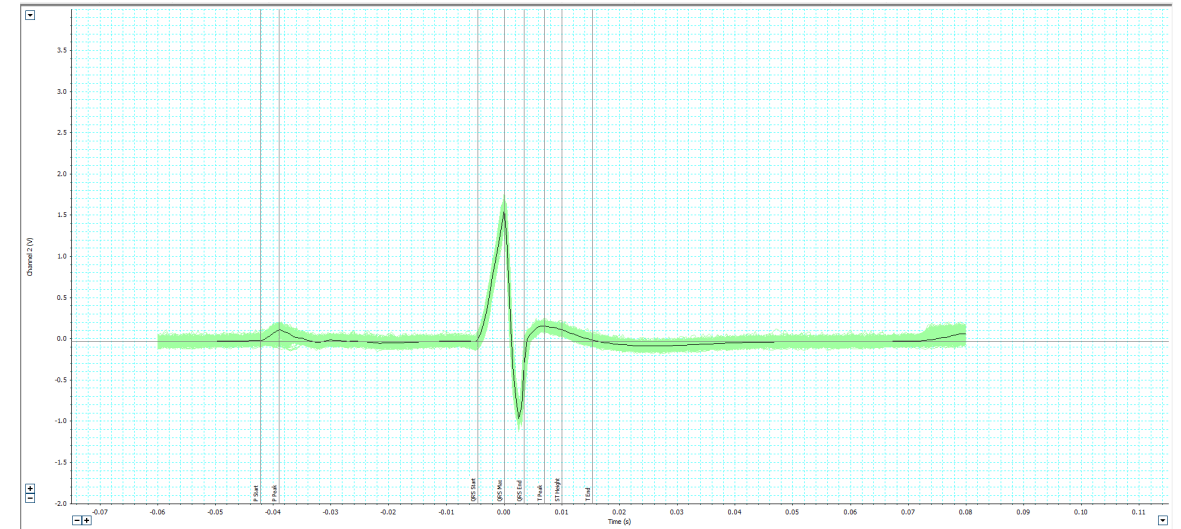

## Drug

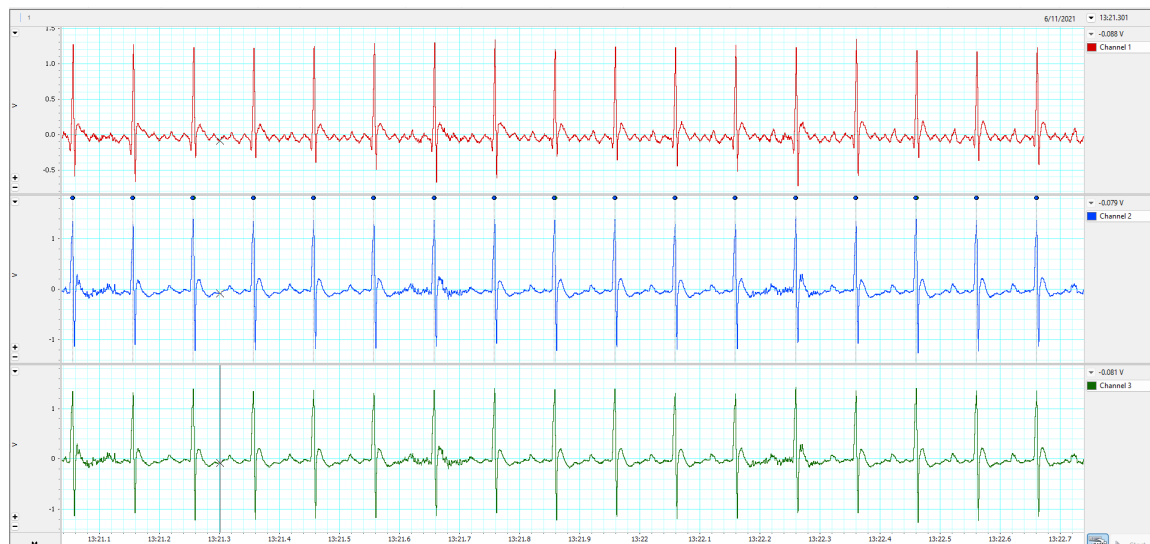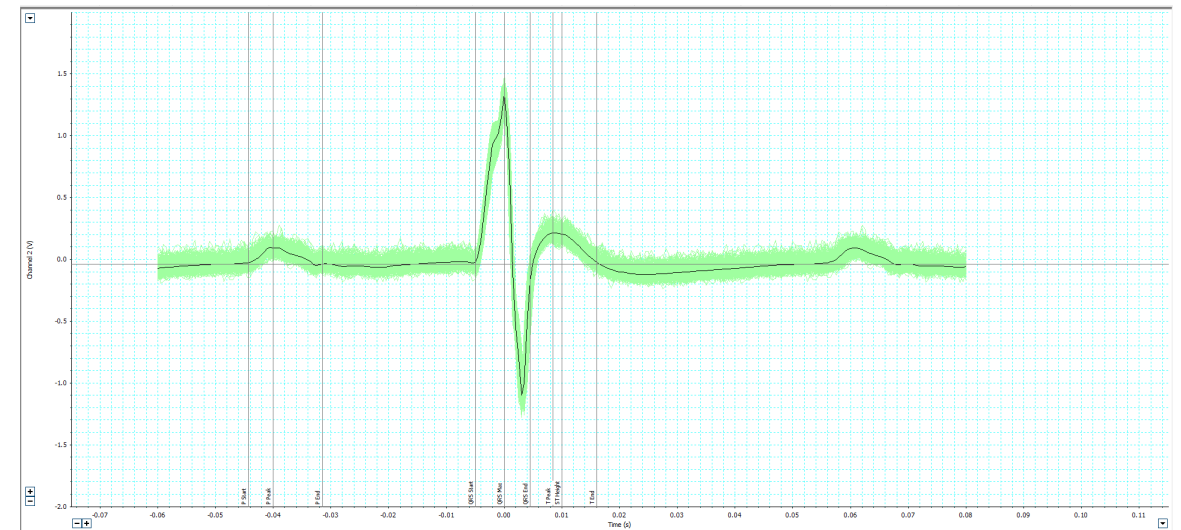

Genotype: *Nos1ap*<sup>+/-</sup>;  $\alpha$ MHC-MCM; Sex: Male; ECG: Anesthetized; Isoproterenol 1mg/kg

## Baseline

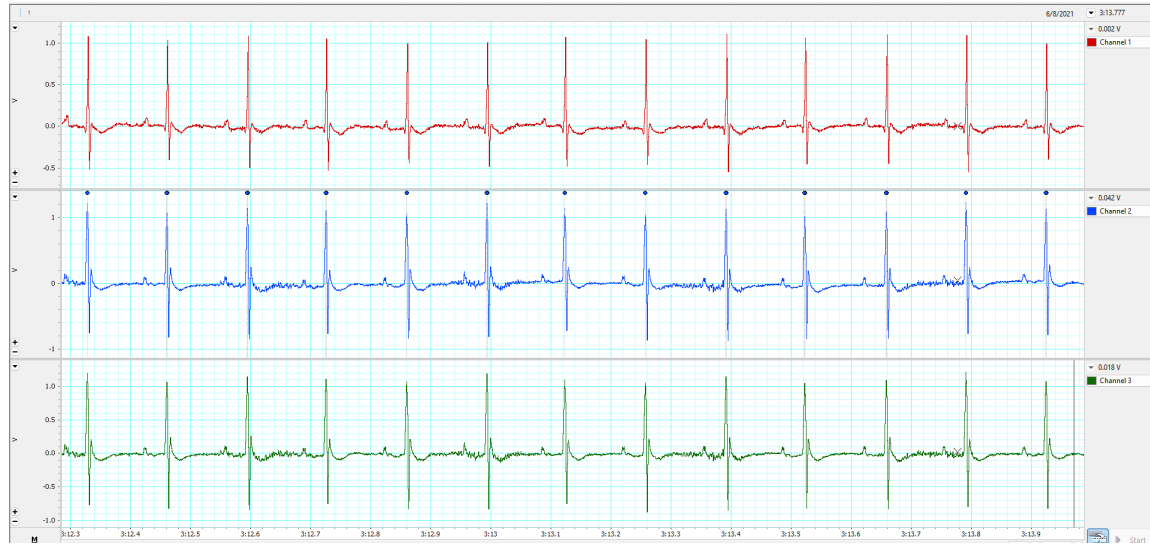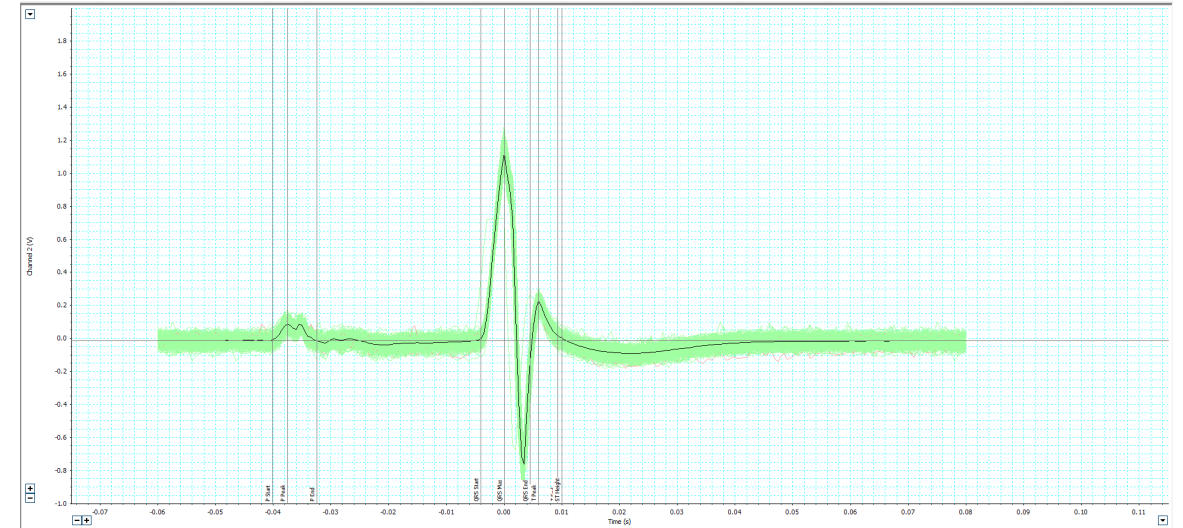

## Drug

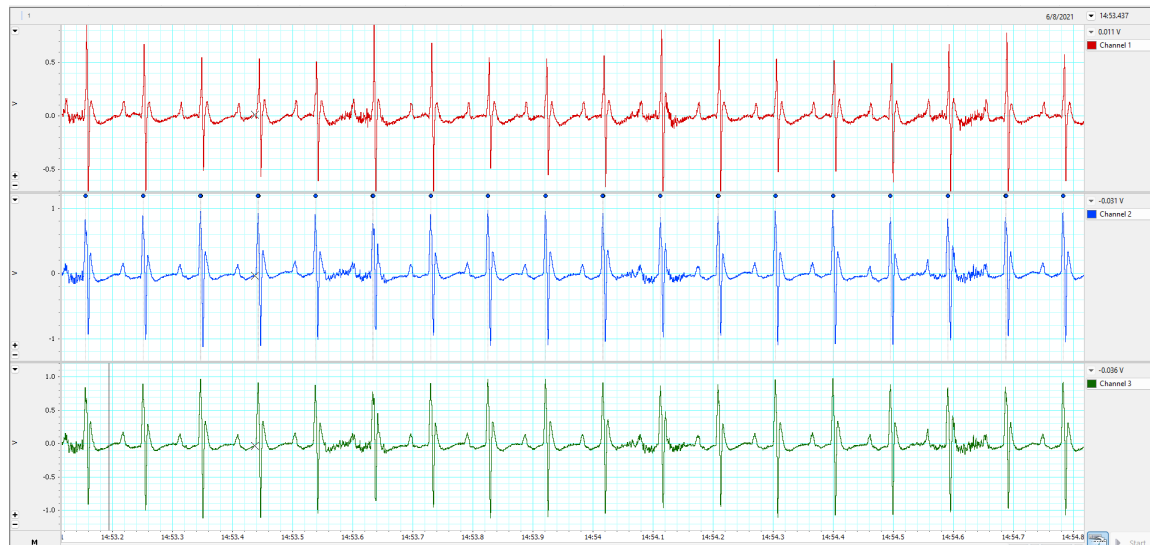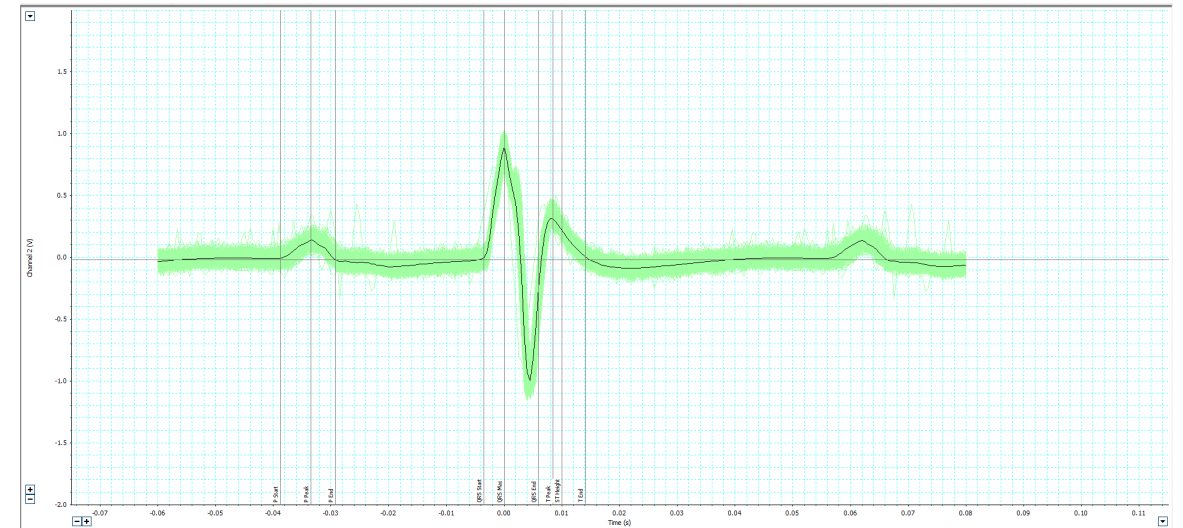

Genotype: Nos1ap<sup>+/-</sup>; +/- $\alpha$ MHC-MCM; Sex: Male; ECG: Anesthetized; Isoproterenol 5mg/kg

## Baseline

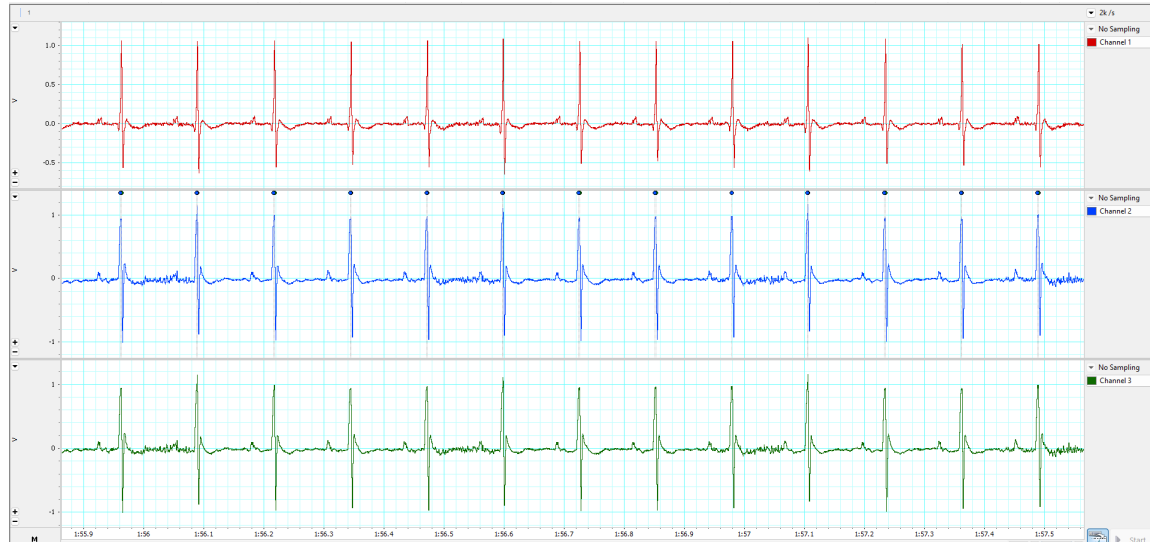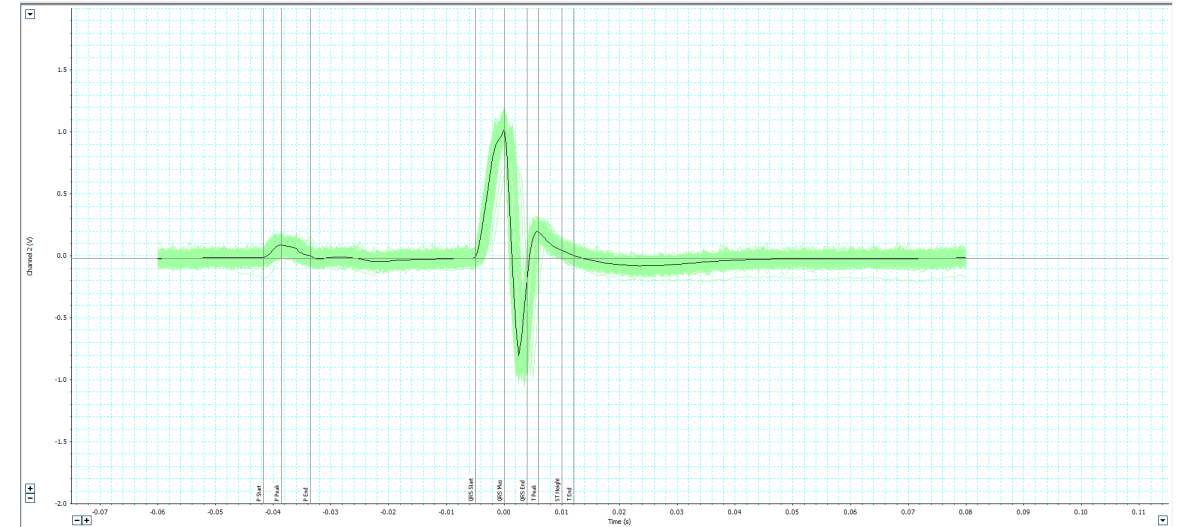

## Drug

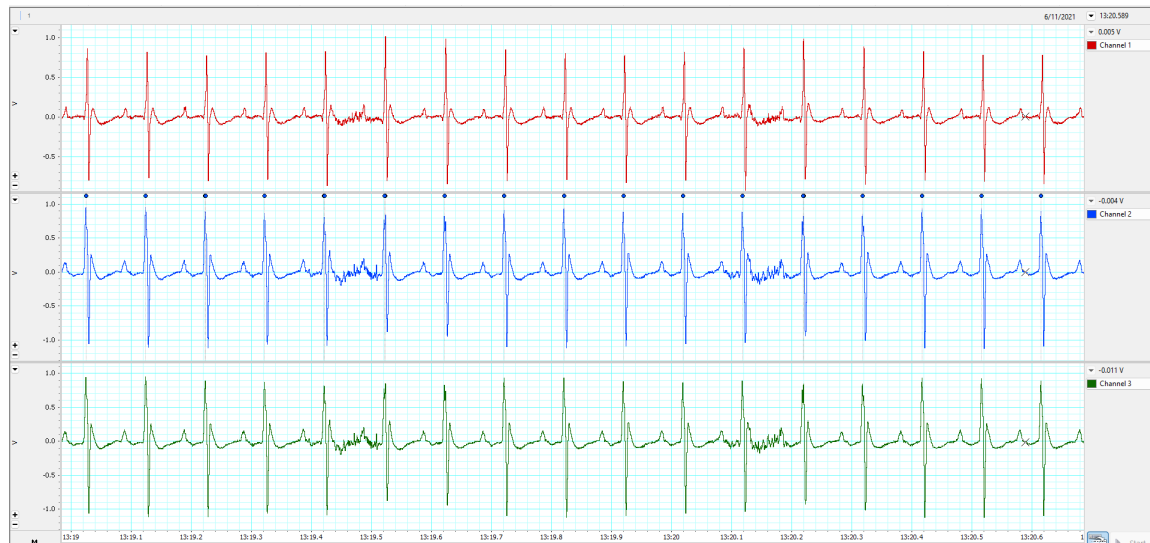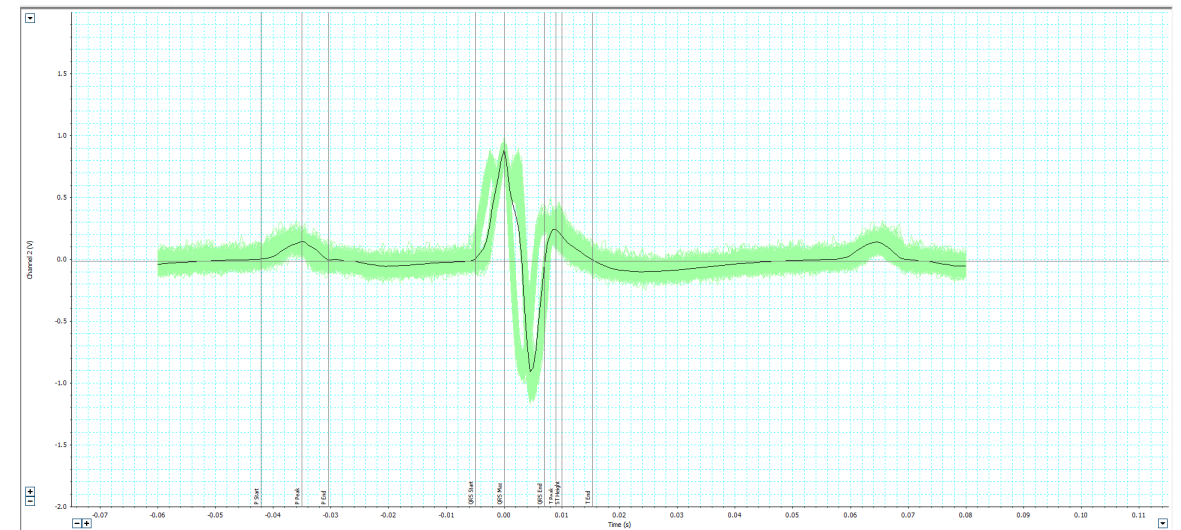

Genotype: *Nos1ap<sup>fl/fl</sup>*; +/- $\alpha$ MHC-MCM; Sex: Male; ECG: Anesthetized; Isoproterenol 1mg/kg

## Baseline

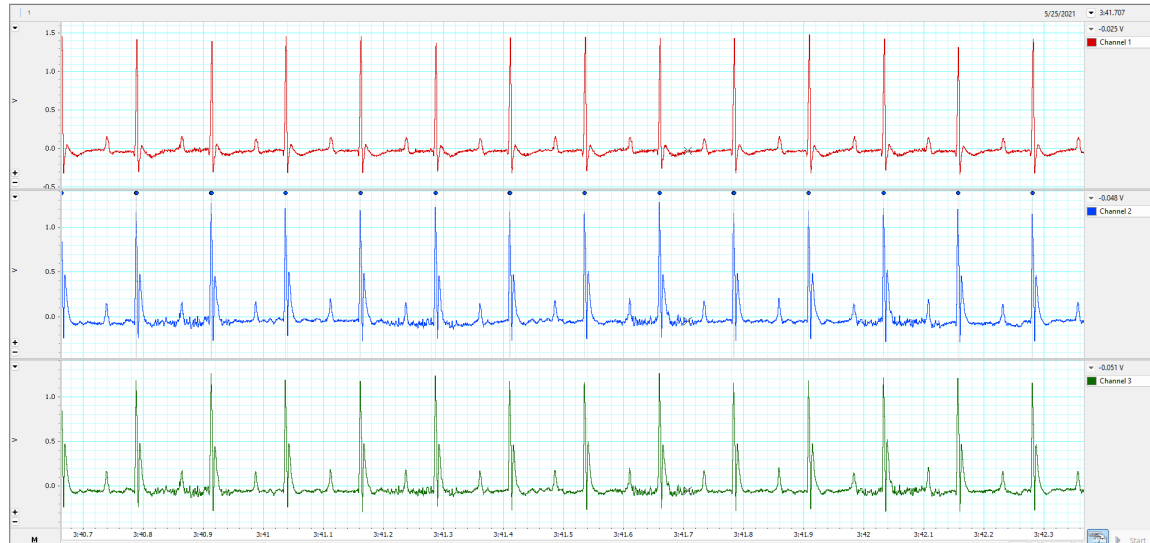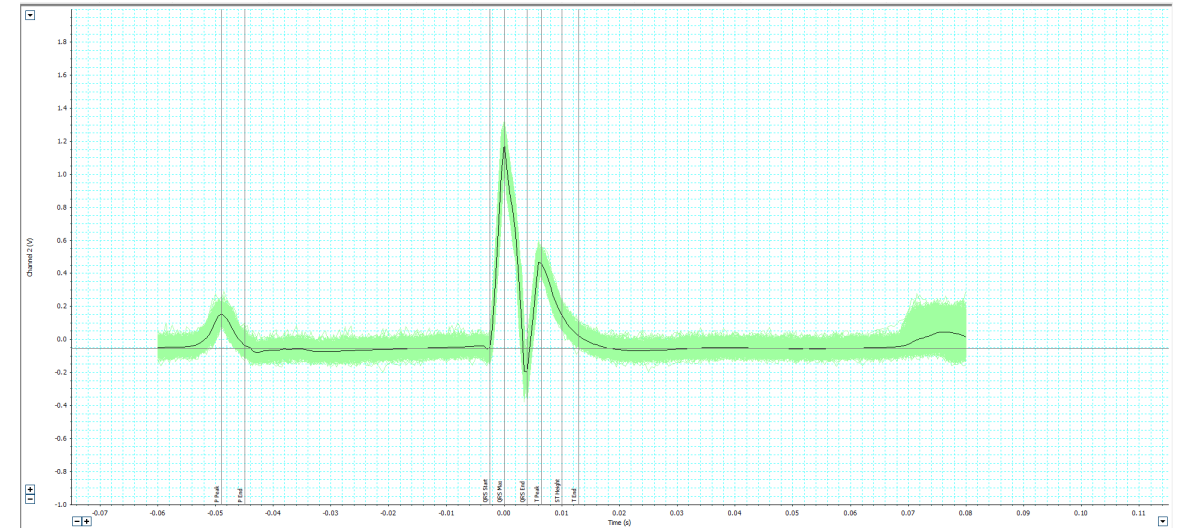

## Drug

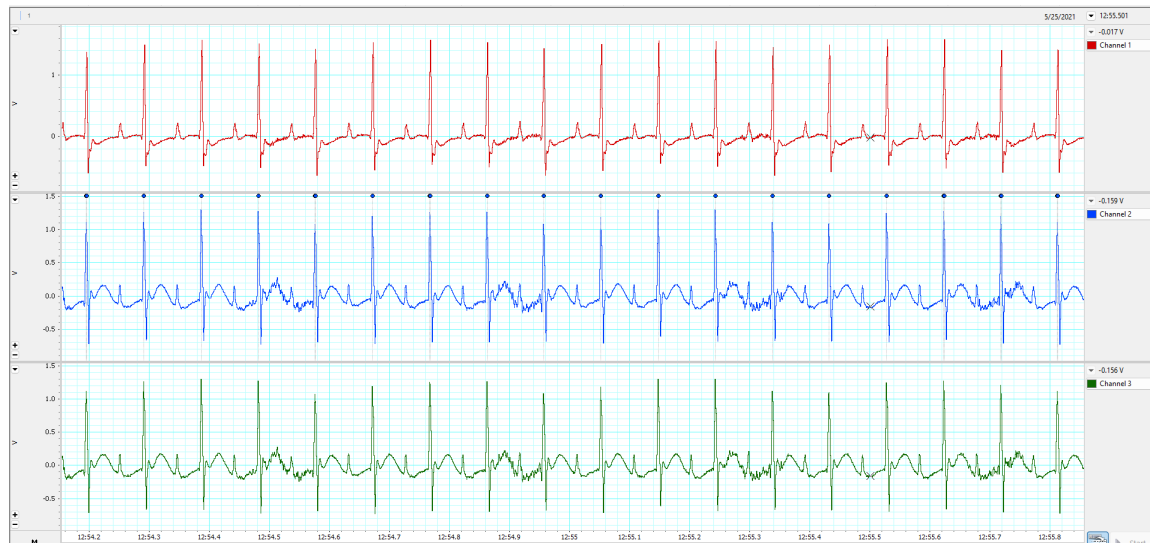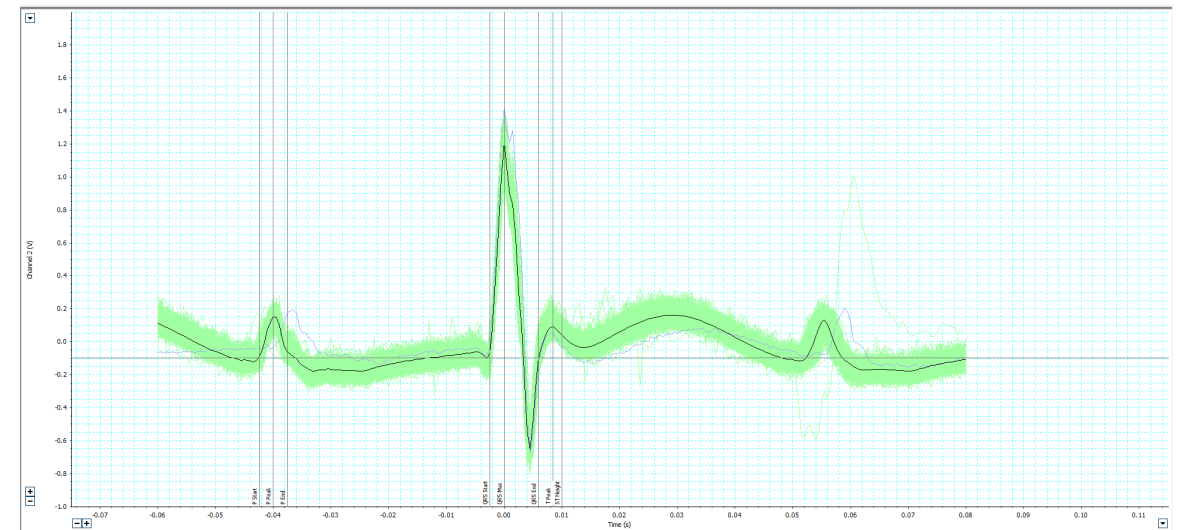

Genotype: *Nos1ap<sup>fl/fl</sup>*; +/ $\alpha$ MHC-MCM; Sex: Male; ECG: Anesthetized; Isoproterenol 5mg/kg

## Baseline

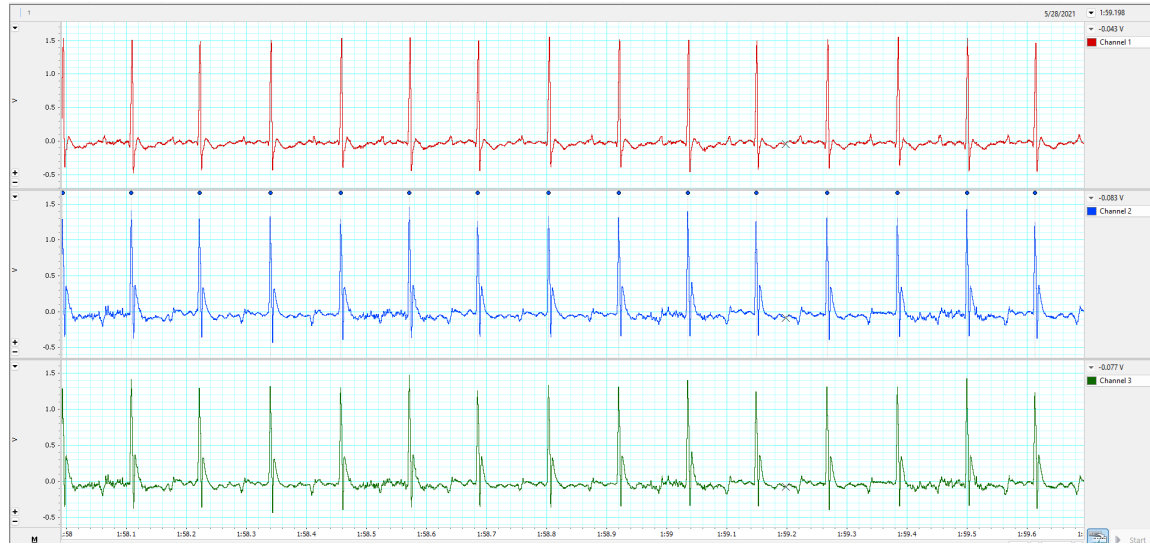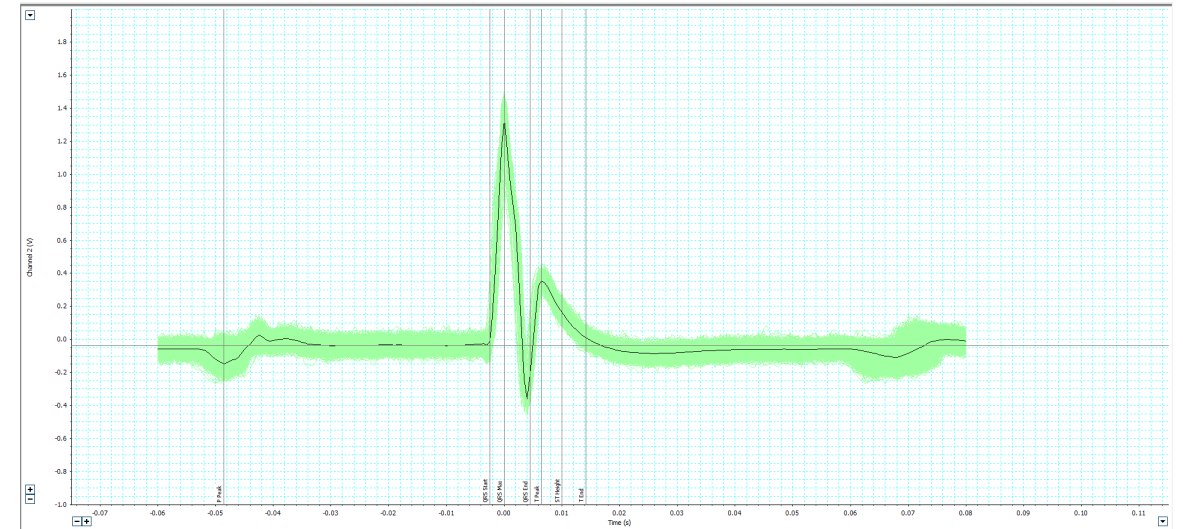

## Drug

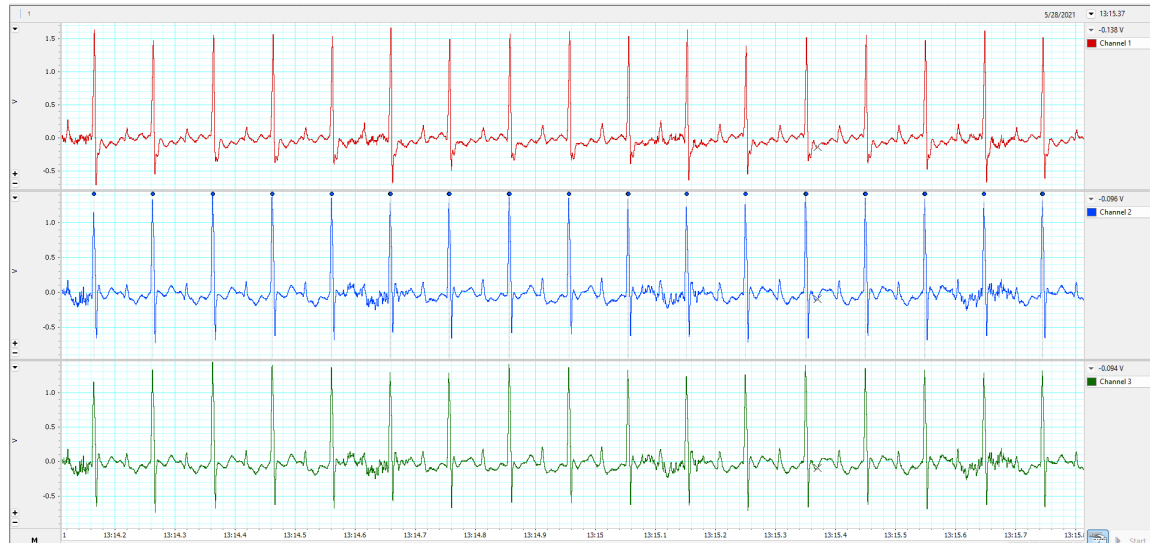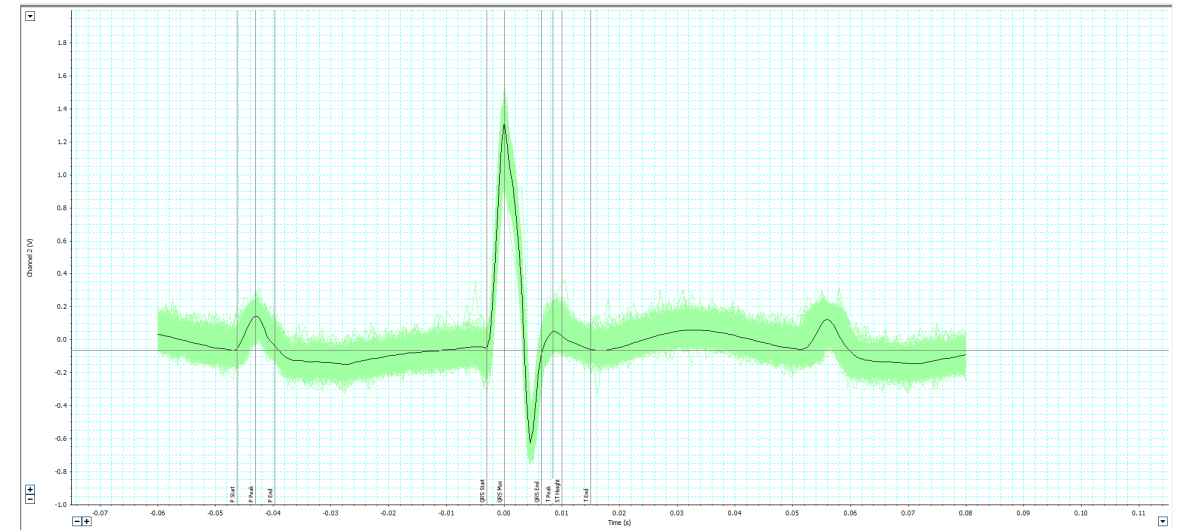

Genotype: Nos1ap<sup>+/+</sup>; +/- $\alpha$ MHC-MCM; Sex: Female; ECG: Anesthetized; Isoproterenol 1mg/kg

## Baseline

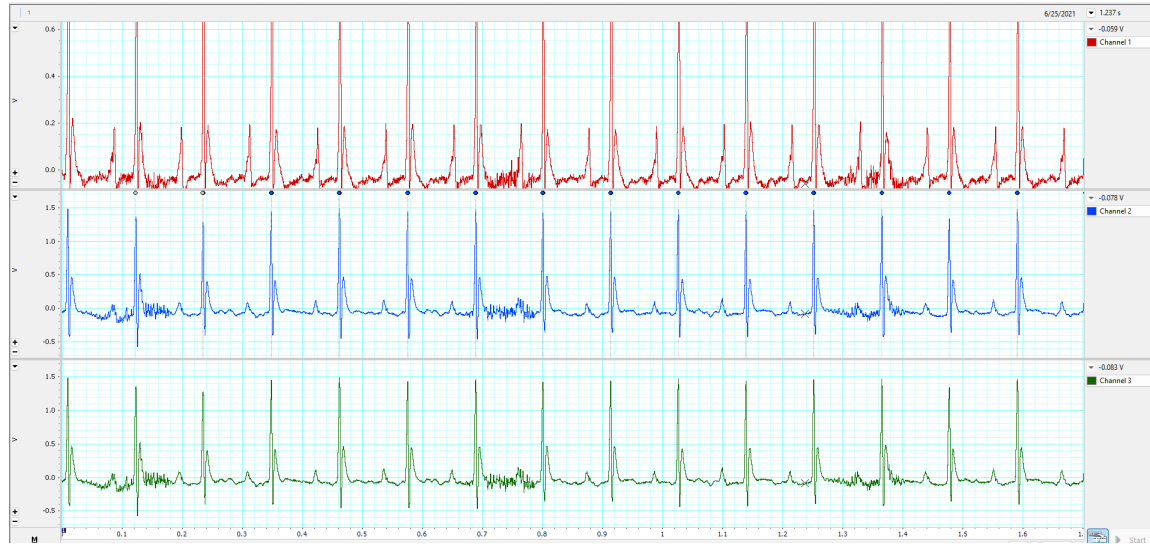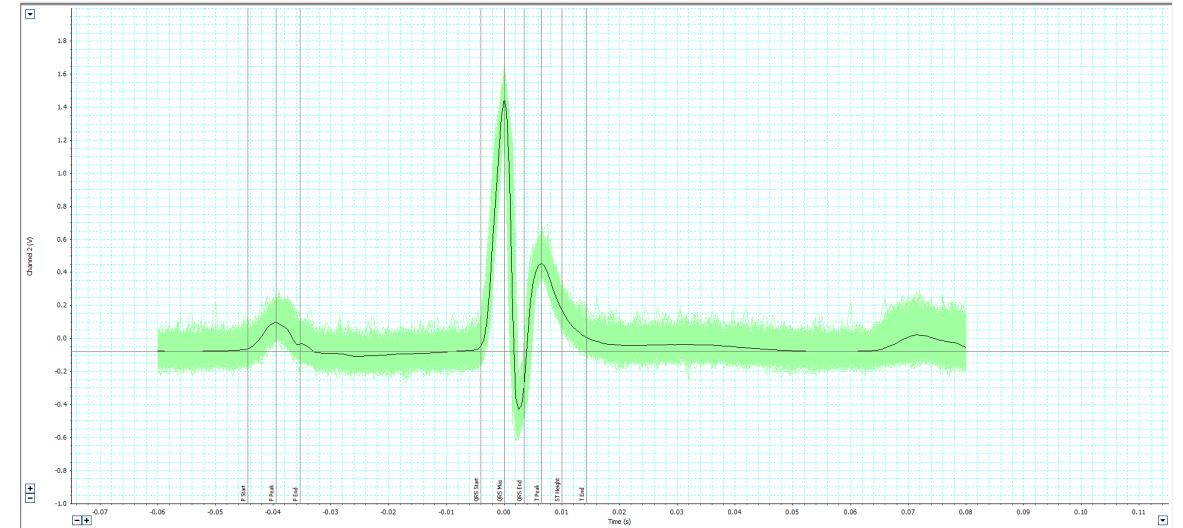

## Drug

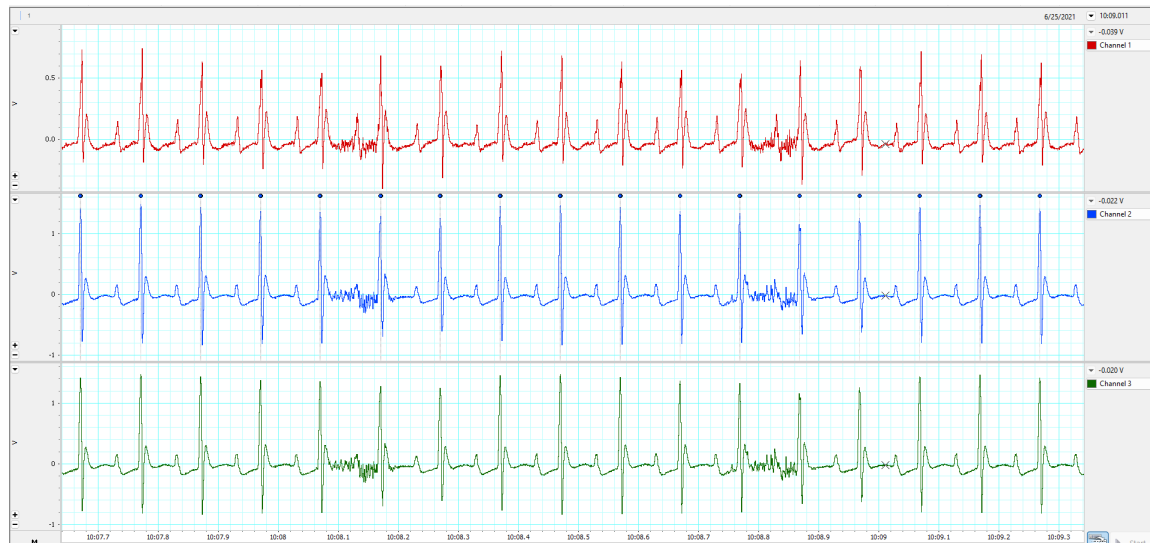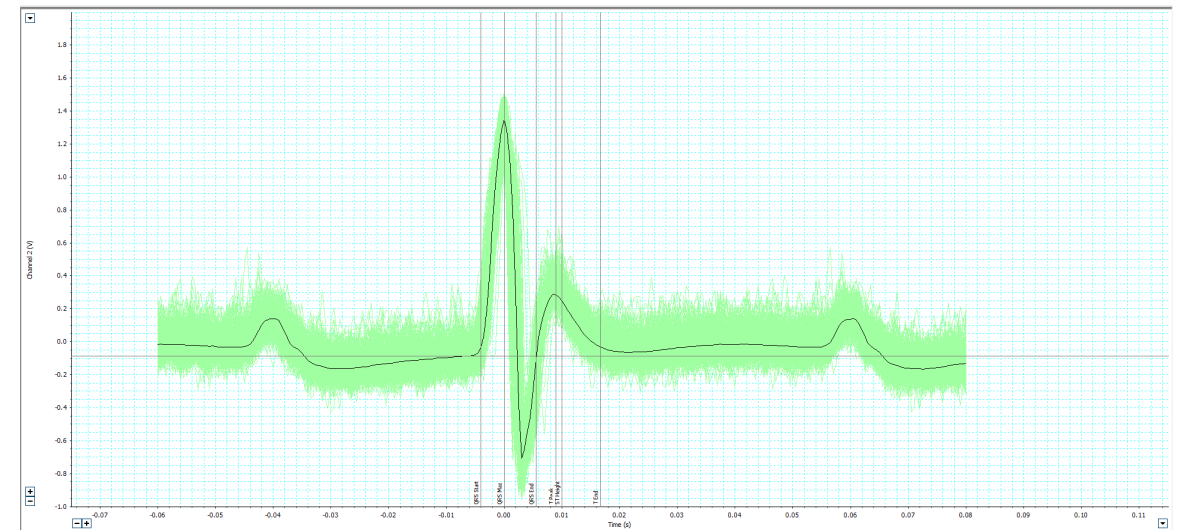

Genotype: Nos1ap<sup>+/+</sup>; +/- $\alpha$ MHC-MCM; Sex: Female; ECG: Anesthetized; Isoproterenol 5mg/kg

## Baseline

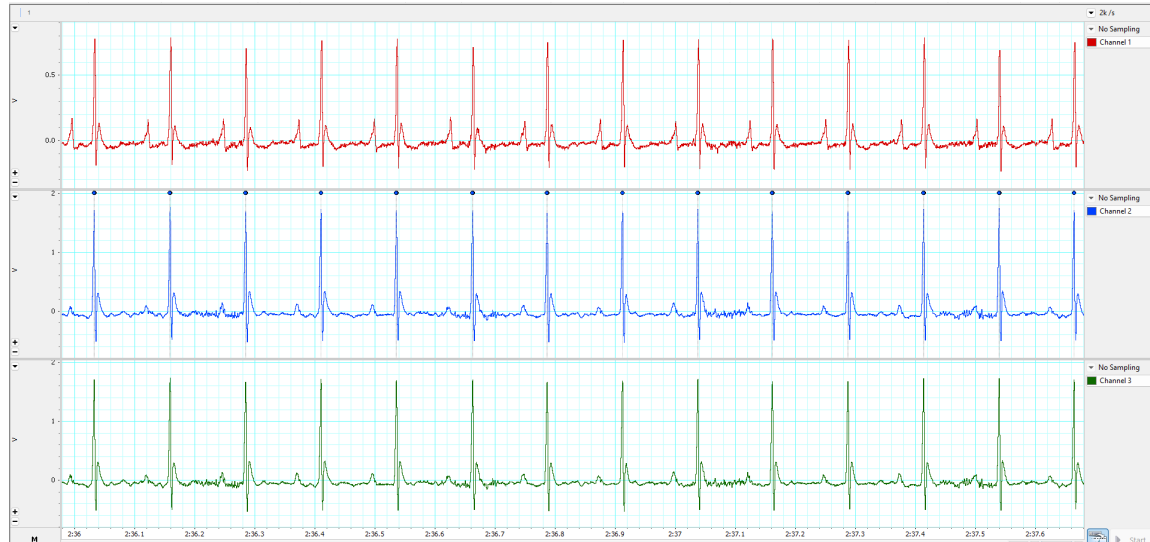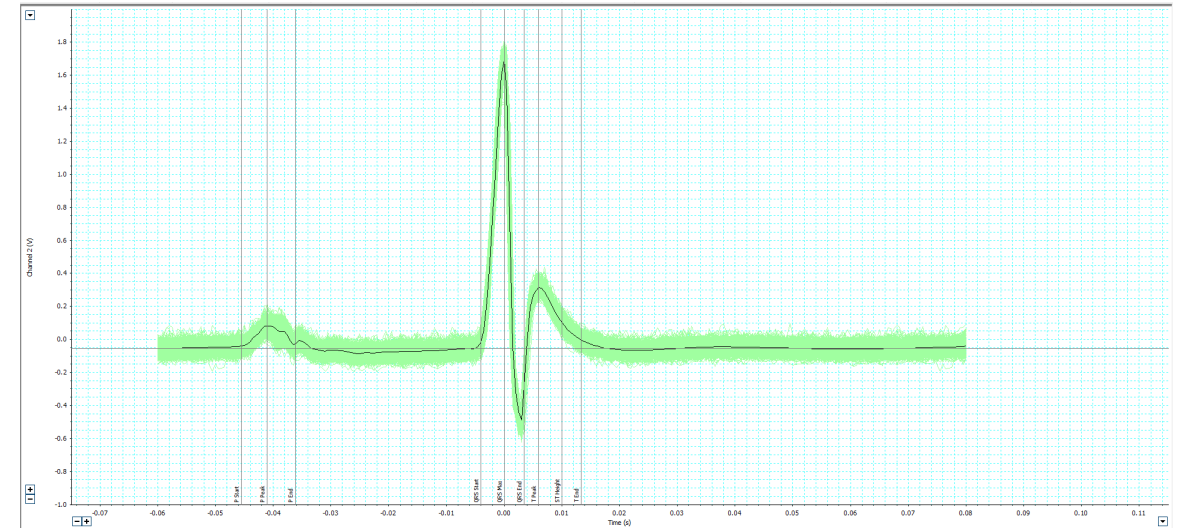

## Drug

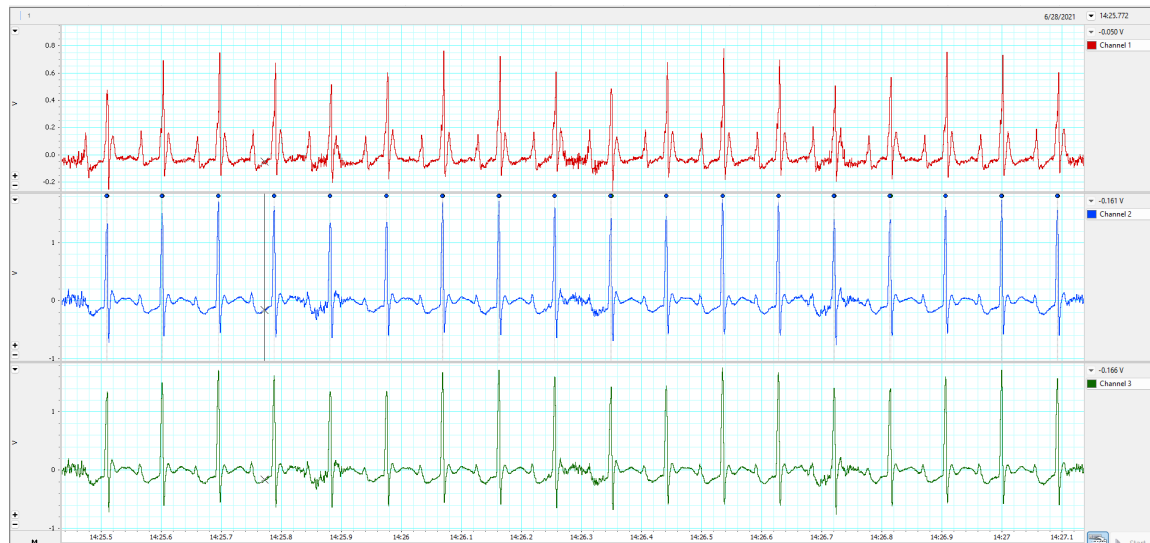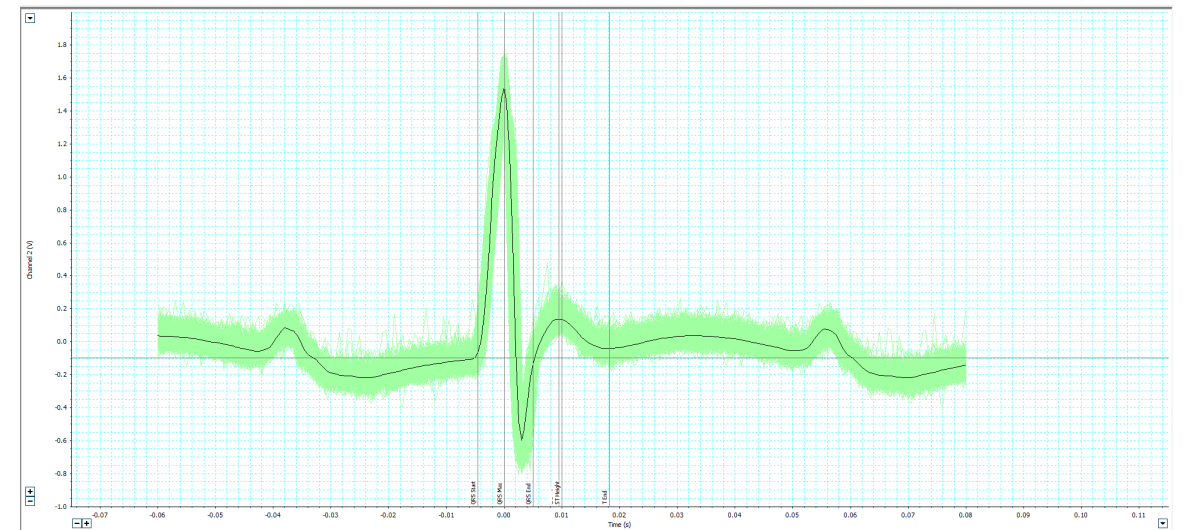

Genotype: Nos1ap<sup>+/fl</sup>; +/- $\alpha$ MHC-MCM; Sex: Female; ECG: Anesthetized; Isoproterenol 1mg/kg

## Baseline

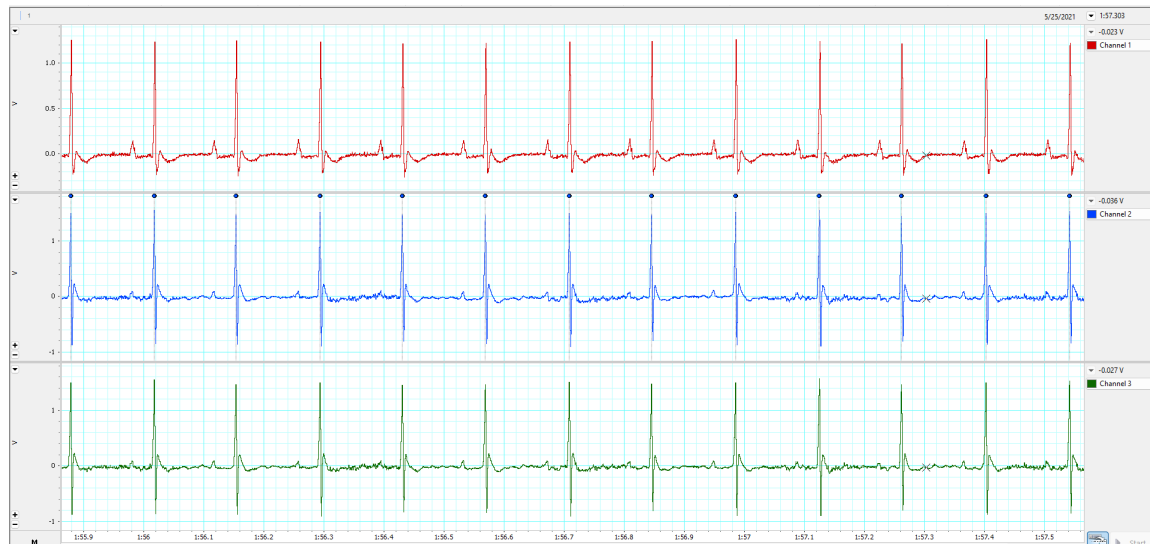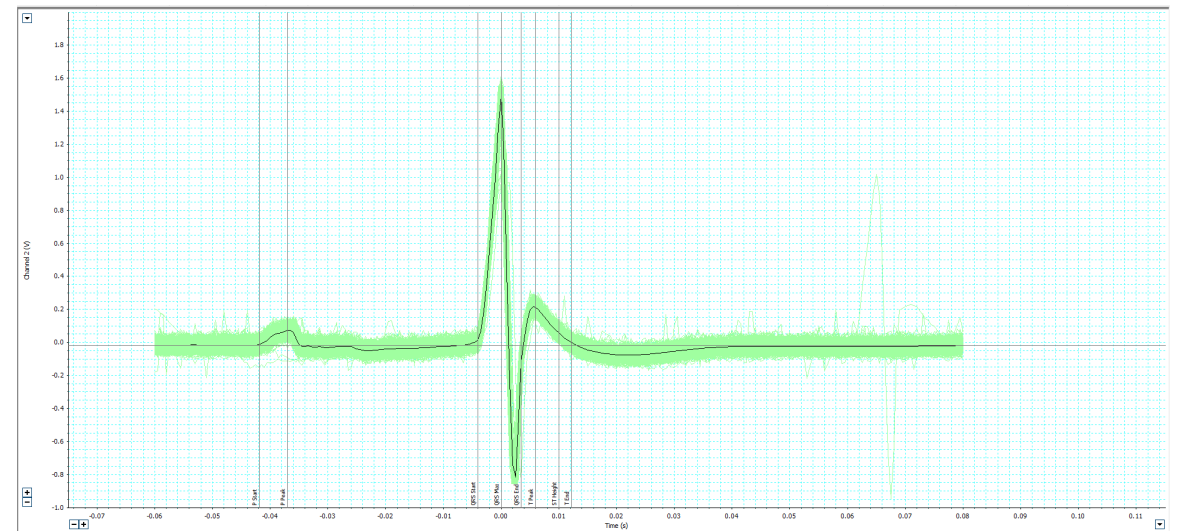

## Drug

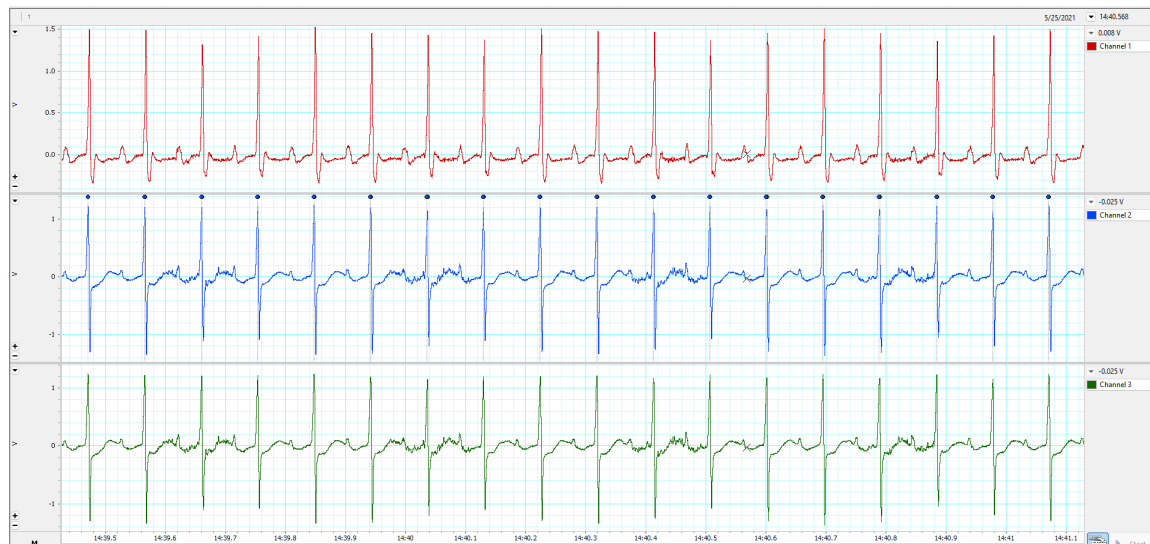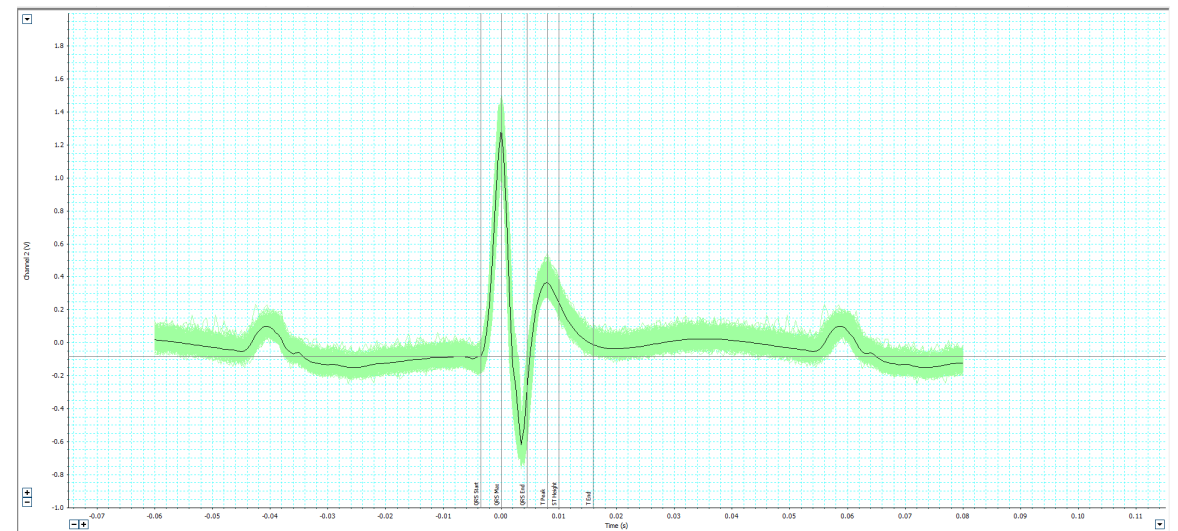

Genotype: Nos1ap<sup>+/fl</sup>; +/- $\alpha$ MHC-MCM; Sex: Female; ECG: Anesthetized; Isoproterenol 5mg/kg

Baseline

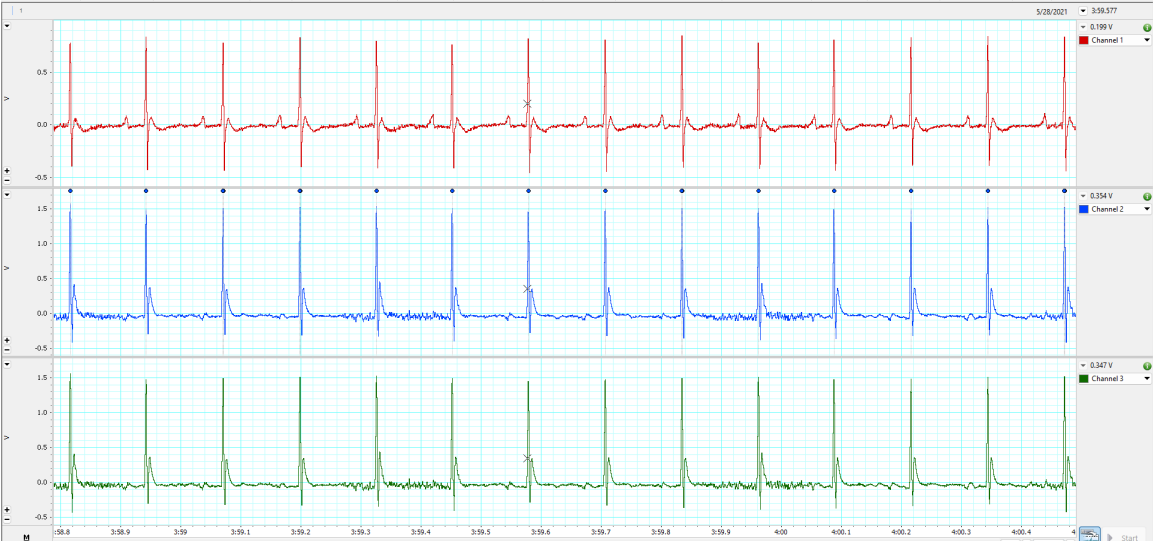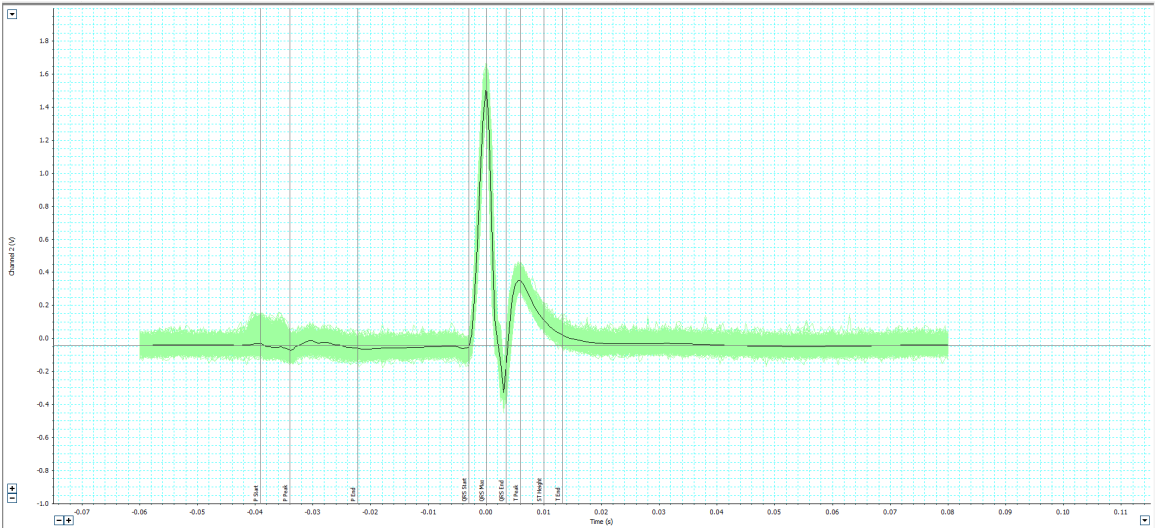

Drug

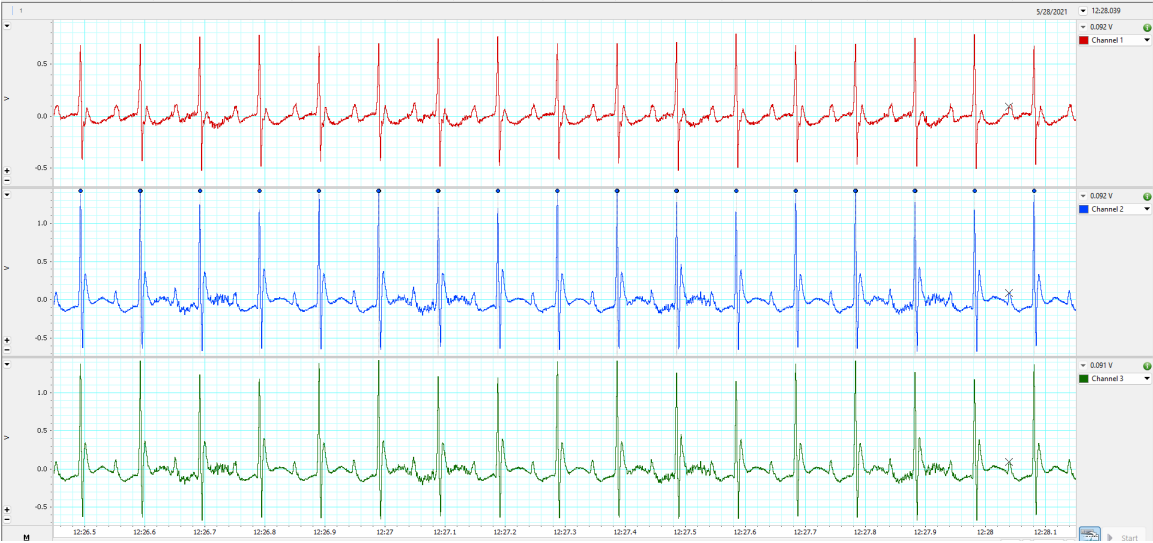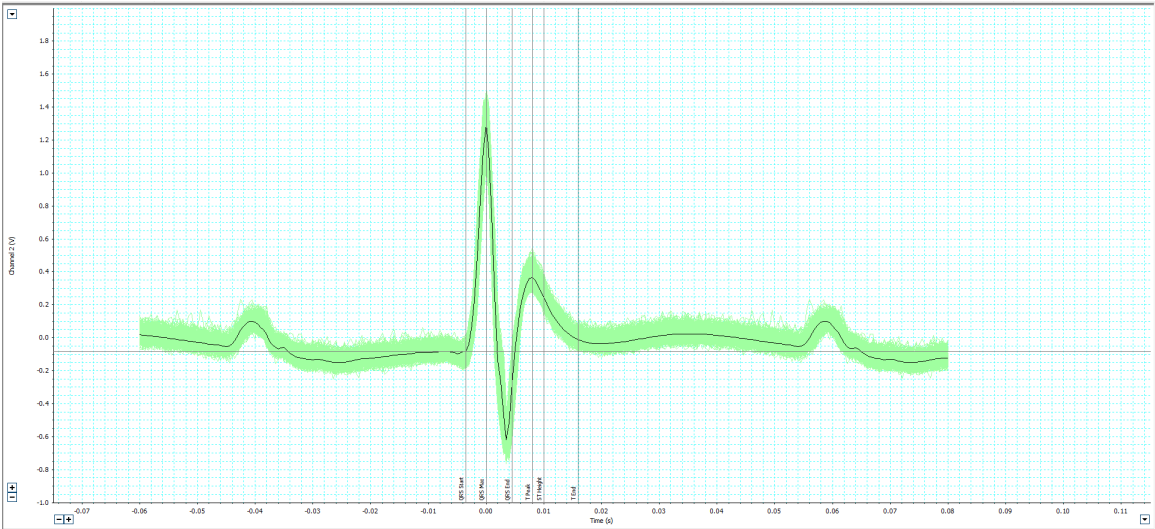

Genotype: Nos1ap<sup>fl/fl</sup>; +/αMHC-MCM; Sex: Female; ECG: Anesthetized; Isoproterenol 1mg/kg

## Baseline

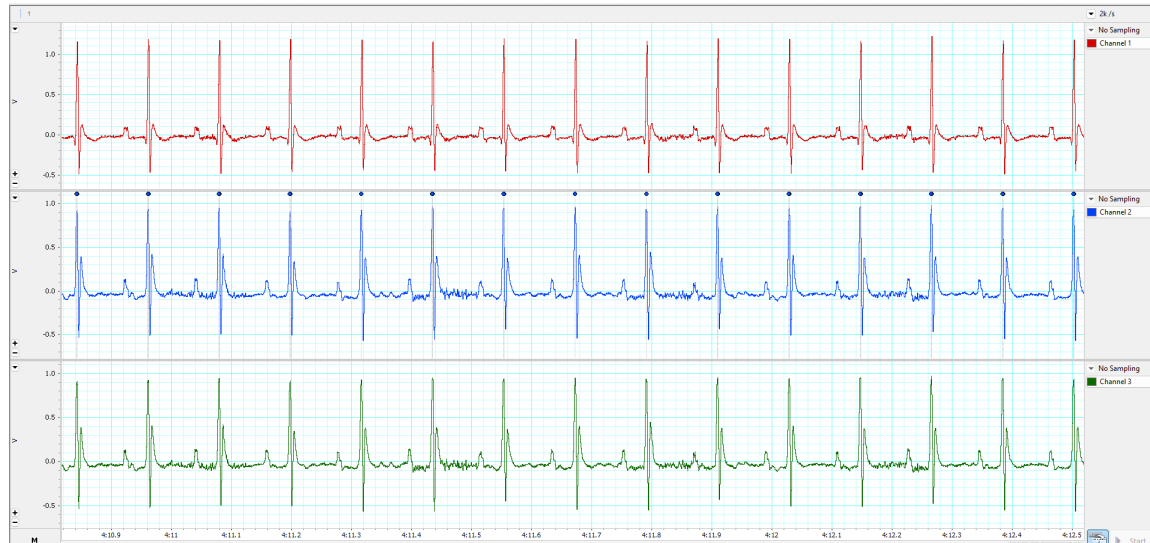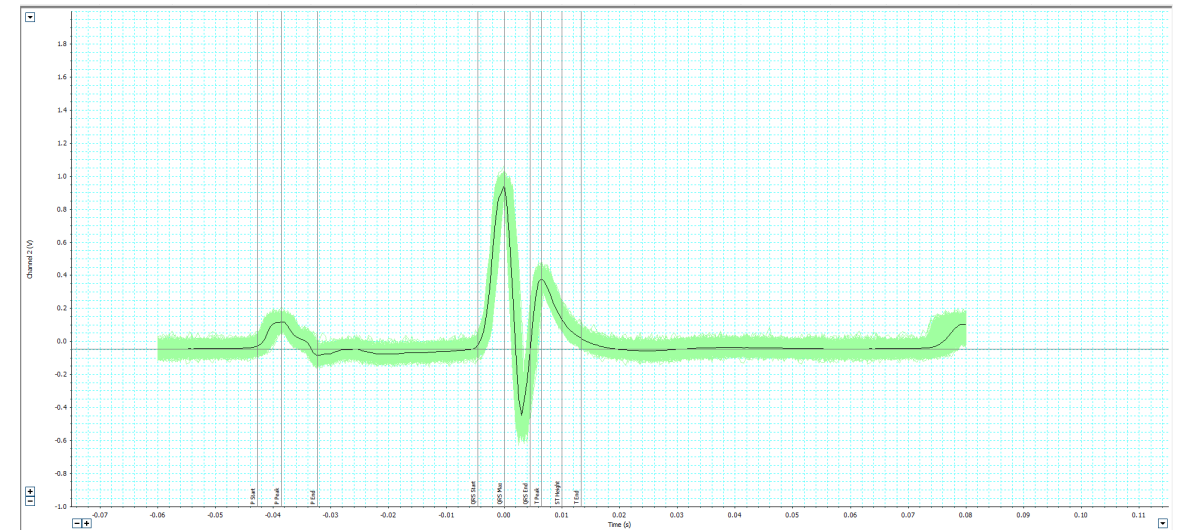

## Drug

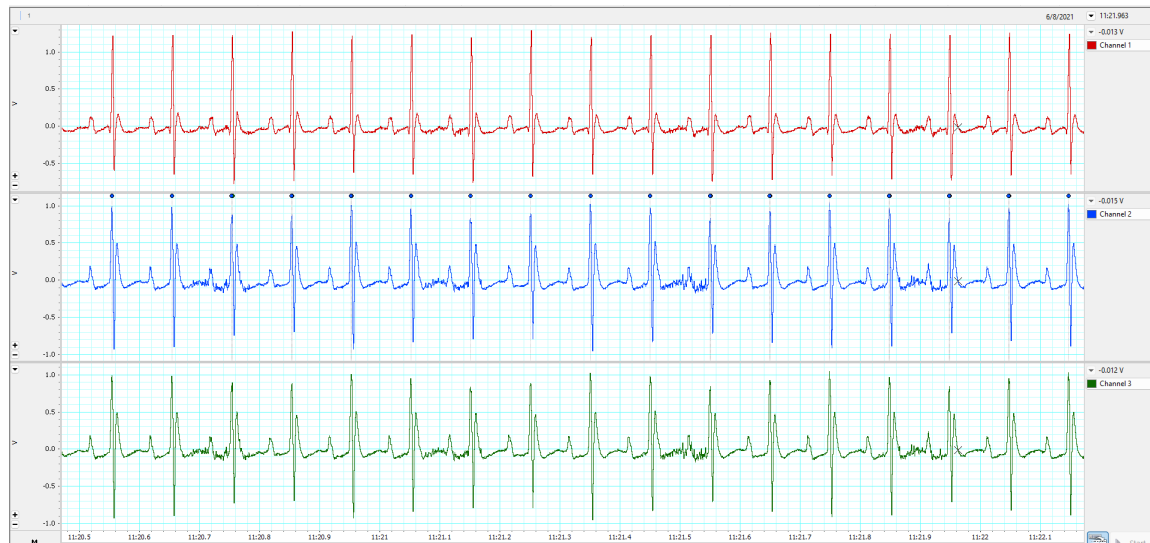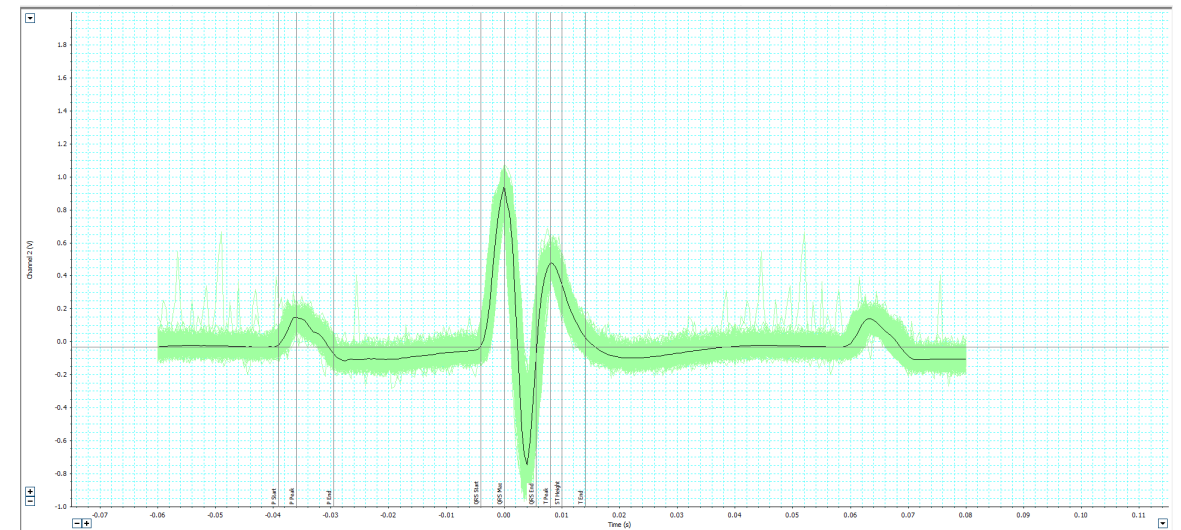

Genotype: Nos1ap<sup>fl/fl</sup>; +/αMHC-MCM; Sex: Female; ECG: Anesthetized; Isoproterenol 5mg/kg

## Baseline

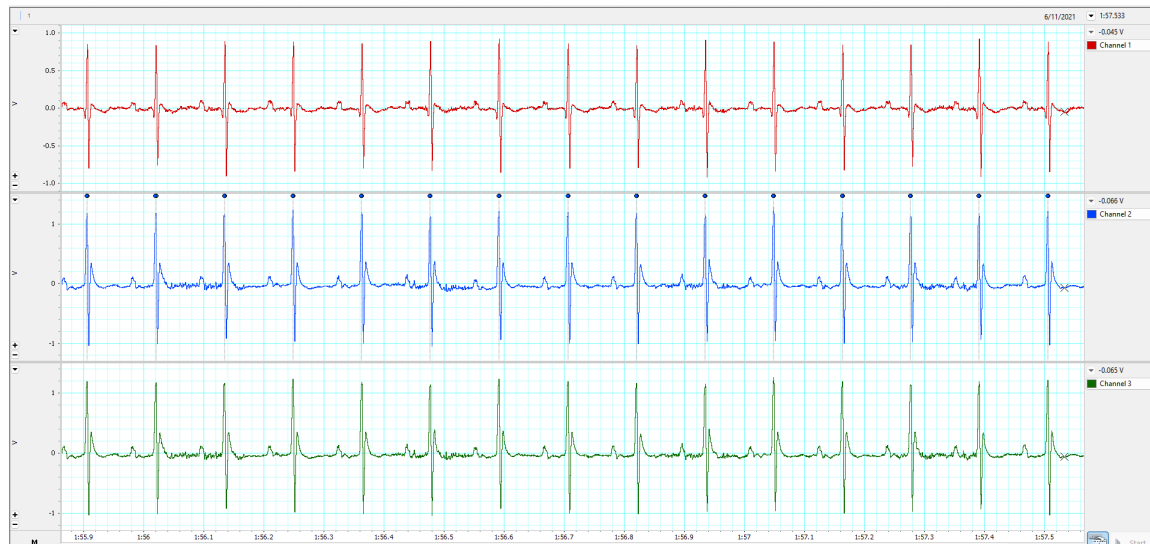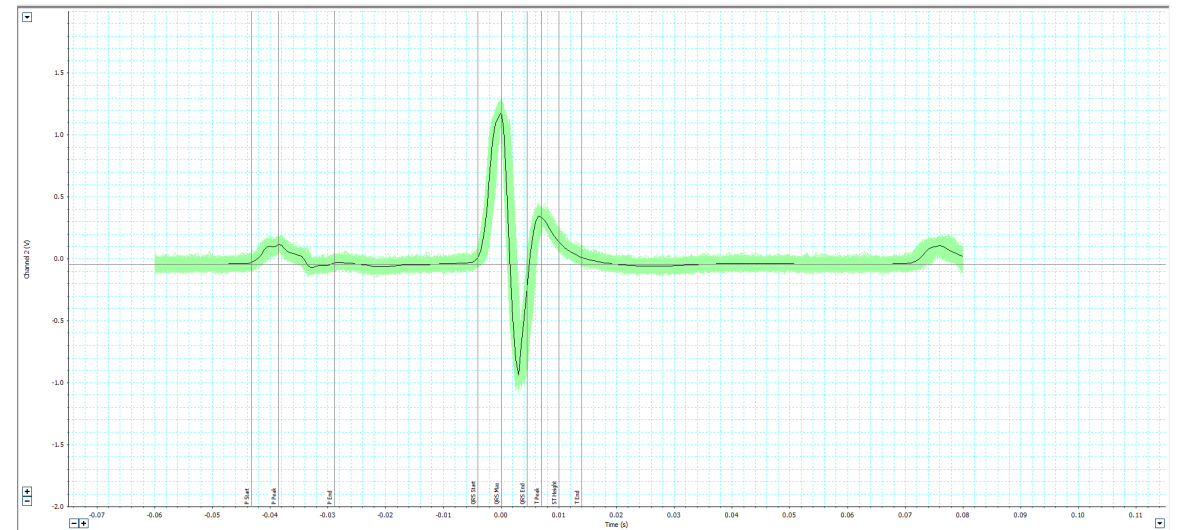

## Drug

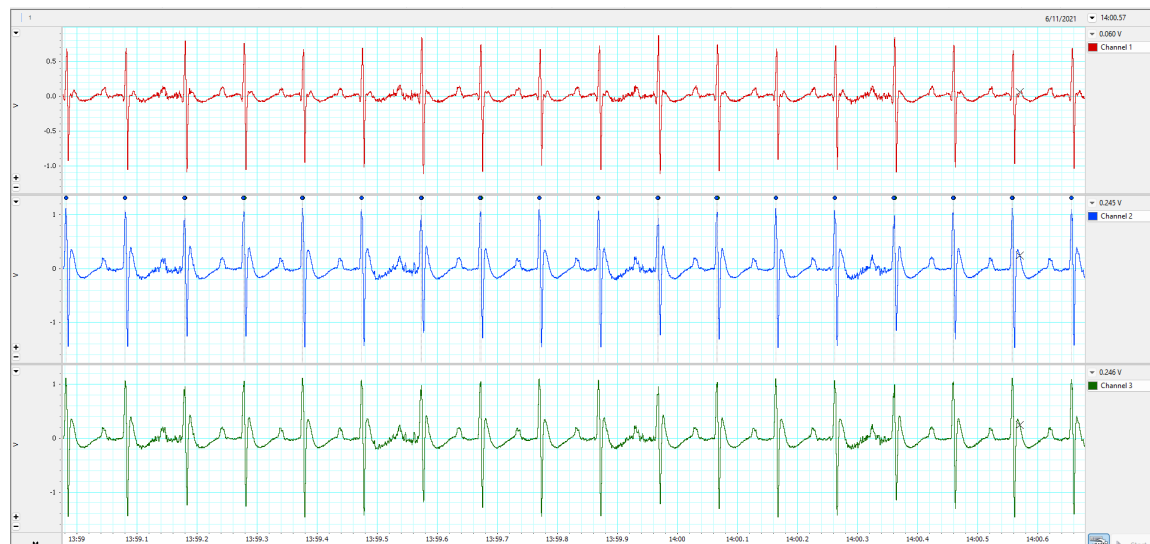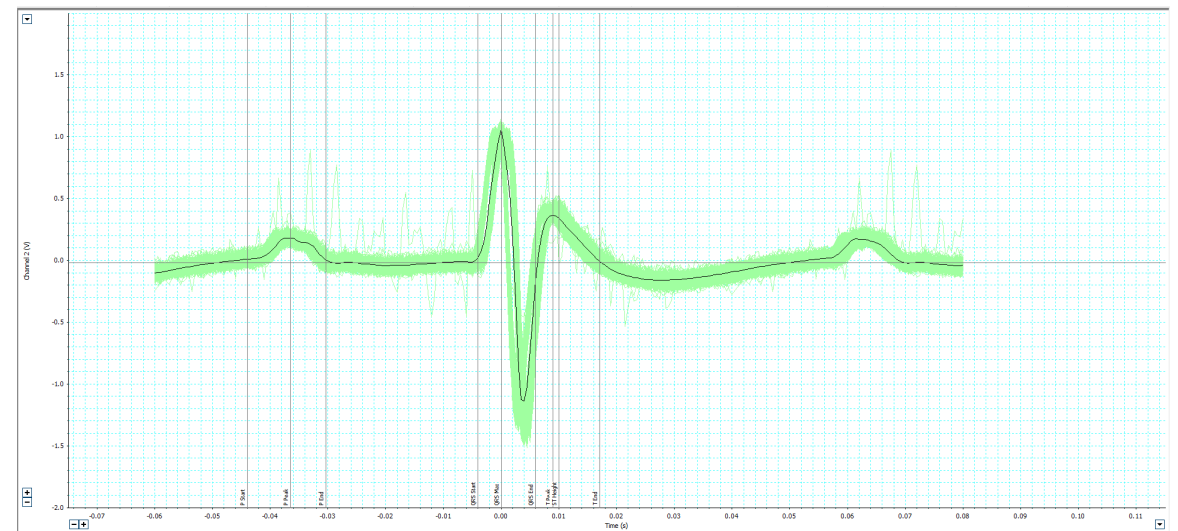

**Supplement:** jkad208_Supplementary_Data

# Supplementary material for: Cardiac muscle–restricted partial loss of Nos1ap expression has limited but significant impact on electrocardiographic features
**Source:** G3 (Bethesda). 2023 Sep 14;13(11):jkad208. doi: 10.1093/g3journal/jkad208
**Supplement:** jkad208_Supplementary_Data

## Supplementary Information

### **Cardiac muscle-restricted partial loss of *Nos1ap* expression has limited but significant impact on electrocardiographic features**

Alexa Smith, Dallas Auer, Morgan Johnson, Ernesto Sanchez, Holly Ross, Christopher Ward, Aravinda Chakravarti, Ashish Kapoor

Ashish Kapoor

Aravinda Chakravarti

#### **This PDF file includes:**

Figures S1 to S7

Tables S1 to S14

#### **Other supplementary materials for this manuscript include the following:**

Dataset S1

Dataset S2

Dataset S3

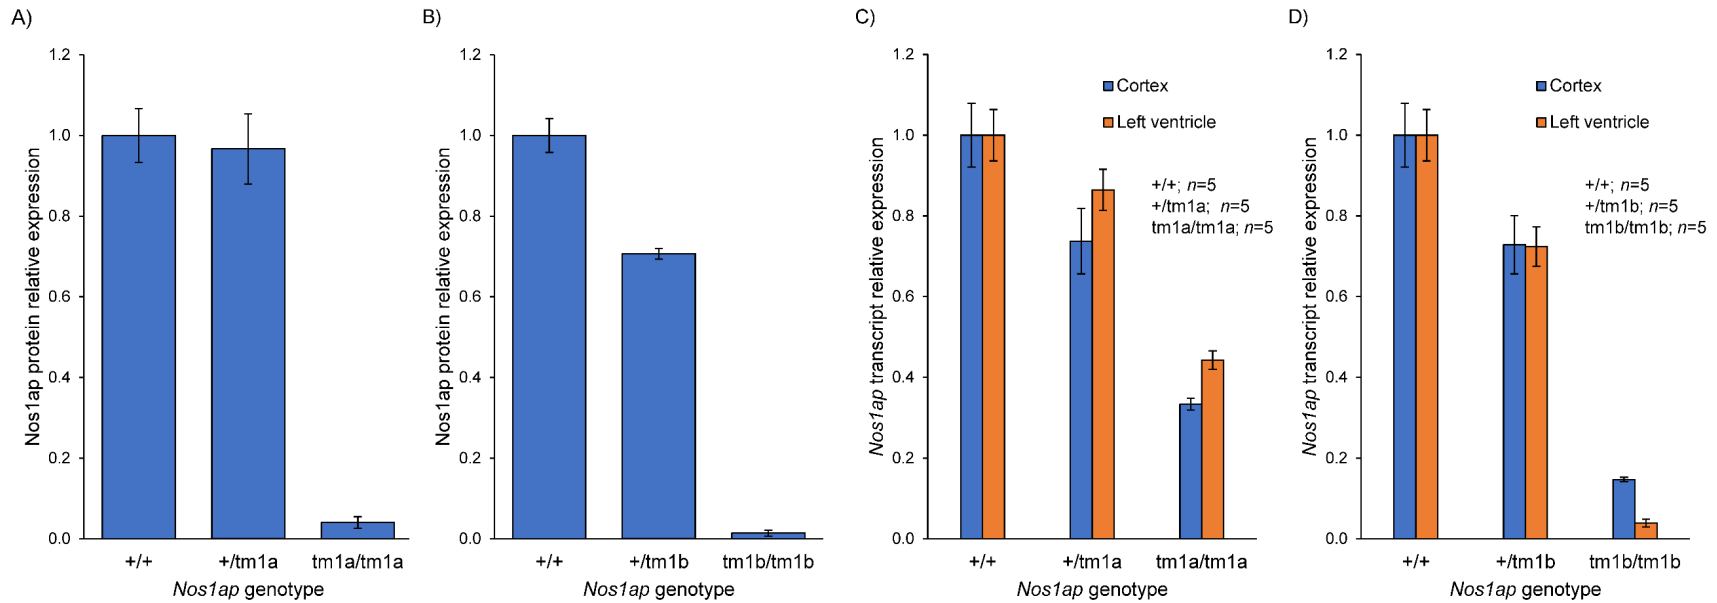

**Figure S1: Reduced *Nos1ap* expression in targeted (tm1a) and derived (tm1b) allele carriers.** (A) and (B) Relative quantification of *Nos1ap* protein bands shown in Figure 2A. Compared to wildtype mice (+/+), *Nos1ap* tm1a (A) homozygotes and tm1b (B) carriers and homozygotes have reduced *Nos1ap* protein expression in adult brain cortex tissue. *P* values for wildtype to heterozygote comparisons: 0.77 (tm1a) and 0.003 (tm1b). *P* values for wildtype to homozygote comparisons:  $1.5 \times 10^{-4}$  (tm1a) and  $2.1 \times 10^{-5}$  (tm1b). (C) and (D) *Nos1ap* transcript relative expression in *Nos1ap* tm1a (C) and tm1b (D) mice. Compared to wildtype mice (+/+), *Nos1ap* tm1a (C) and tm1b (D) carriers and homozygotes have reduced *Nos1ap* transcript expression in adult brain cortex and left ventricle tissues. *P* values for wildtype to heterozygote comparisons: 0.05 (tm1a cortex), 0.13 (tm1a left ventricle), 0.03 (tm1b cortex), and 0.01 (tm1b left ventricle). *P* values for wildtype to homozygote comparisons:  $3.4 \times 10^{-5}$  (tm1a cortex),  $3.5 \times 10^{-5}$  (tm1a left ventricle),  $5.0 \times 10^{-6}$  (tm1b cortex),  $3.9 \times 10^{-7}$  (tm1b left ventricle). Error bars: SEM.

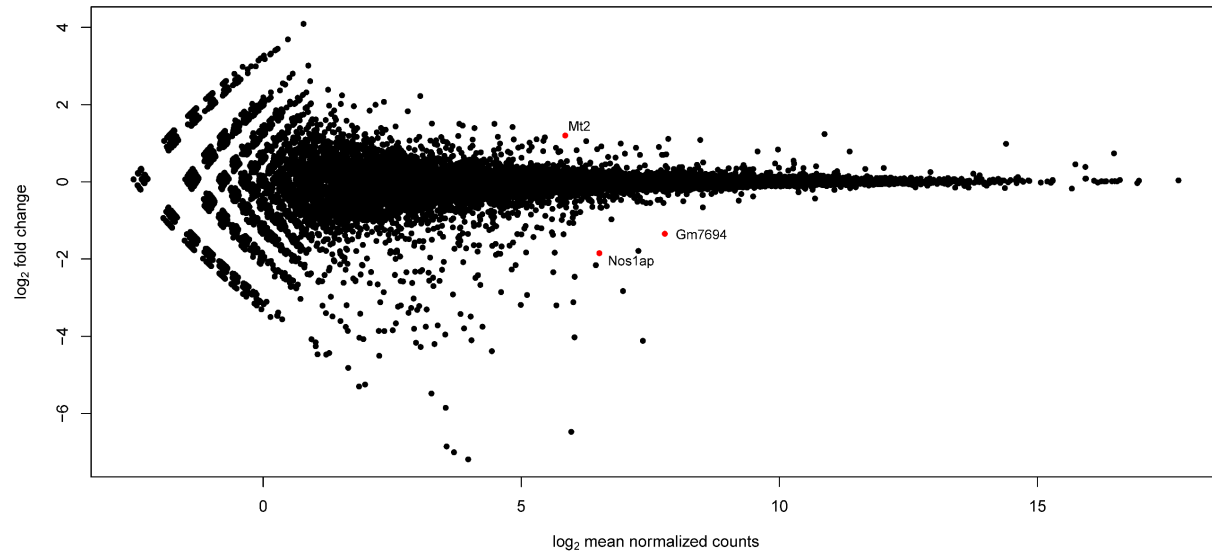

**Figure S2: Loss of *Nos1ap* expression has no major effect on E13.5 heart transcriptome.** Volcano plot showing log<sub>2</sub> mean normalized read counts (X-axis) and log<sub>2</sub> fold change (Y-axis) comparing the E13.5 heart transcriptome of *Nos1ap*<sup>-/-</sup> to wildtype mice. Each dot represents a gene. Red dots indicate the three genes that are differentially expressed in mutant mice with FDR <1% and absolute log<sub>2</sub> fold change >1, and black dots indicate other genes.

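Of the 14330 genes of all types with a mean normalized count of at least 10, 111 had an absolute log2 fold change over 1. Of these, 89 were lower and 22 higher in *Nos1ap* null, a share of 80.2% lower (Wilson 95% confidence interval 71.8% to 86.5%, which covers counting error only). The share was 75% of 20 genes with a mean of at least 50, and 100% of the 35 genes with an absolute log2 fold change over 2. In the authors' deposited table, 9 of the 111 genes had an unadjusted p-value under 0.05, and their median p-value was 0.283. Counts were recovered for 85 of the lower and 19 of the higher genes. In 74 of the 85 lower genes, wild-type library 3 alone held more than 50% of the wild-type normalized counts, and the median share of the top library was 74.4%. Without this library, 14 genes were lower and 27 higher past the same threshold, a share of 34.1% lower. In 13 of the 19 higher genes, null library 2 alone held more than 50% of the null counts. Over all 19 genes, the median share of the top library was 60.0%. Without that library, 89 genes were lower and 5 higher, a share of 94.7% lower. Among the largest fold changes were those of *Stmn3*, *Slc17a6*, *Ina*, *Nhlh2*, *Pcsk1n*, *Nefm*, *Hoxb5* and *Prph*, all lower in *Nos1ap* null. *Prph* had 575 read pairs in wild-type library 3, from 4 to 11 in the other wild-type libraries and from 3 to 12 in the null libraries. For this gene, the groups did not differ by exact permutation test (*P* = 0.365). Of the 111 genes, 10 had 3 or fewer counts in every library of one group, and 111 remained past the threshold when the fold change was computed against 3 counts.

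**Figure D4:**
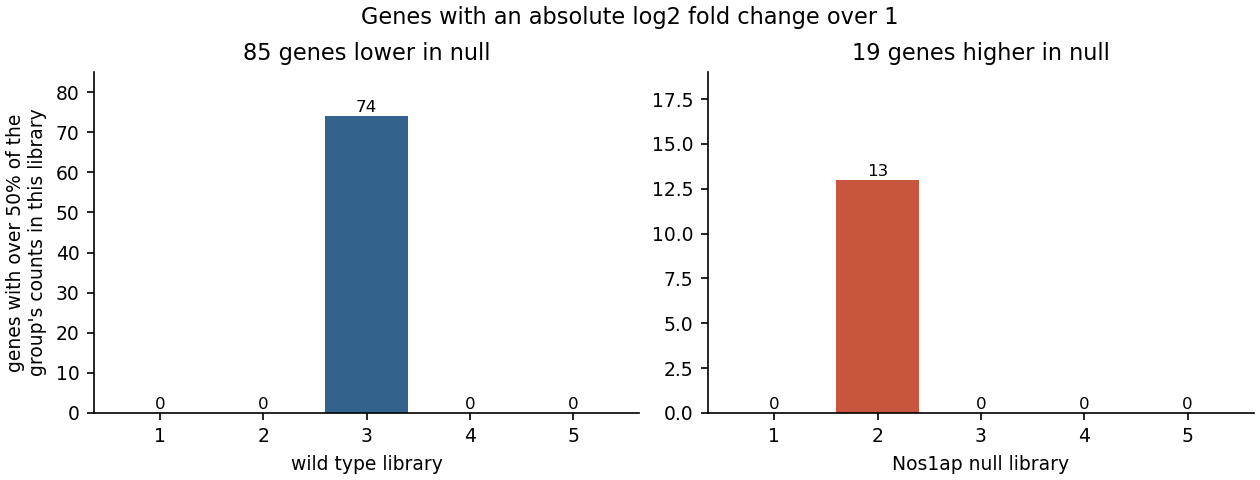
Number of genes (vertical axis) for which one library (horizontal axis, numbered by descending size factor) holds over 50% of the normalized counts of its group, among genes lower (left, wild-type libraries) or higher (right, *Nos1ap* null libraries) past an absolute log2 fold change of 1. Wild-type library 3 accounts for 74 of 85 genes and null library 2 for 13 of 19.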

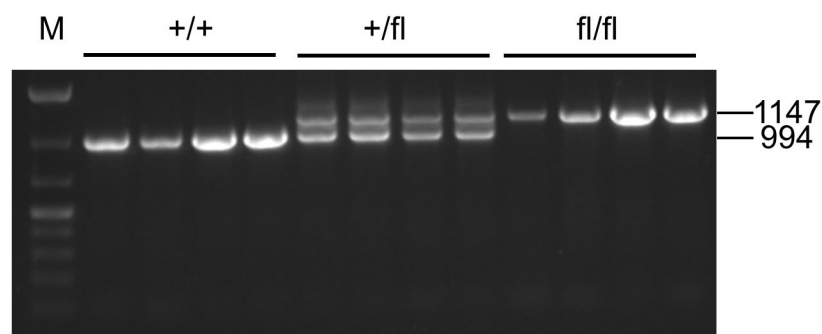

**Figure S3: Absence of tamoxifen-inducible Cre-recombinase-based excision of the *Nos1ap* floxed allele in tail tissue of  $\alpha$ MHC-MerCreMer mice.** Post tamoxifen intraperitoneal injections, PCR amplification of the *Nos1ap* locus using tail tissue genomic DNA from *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice, all with tamoxifen-inducible  $\alpha$ MHC-MerCreMer transgene, shows absence of excision. M: DNA ladder.

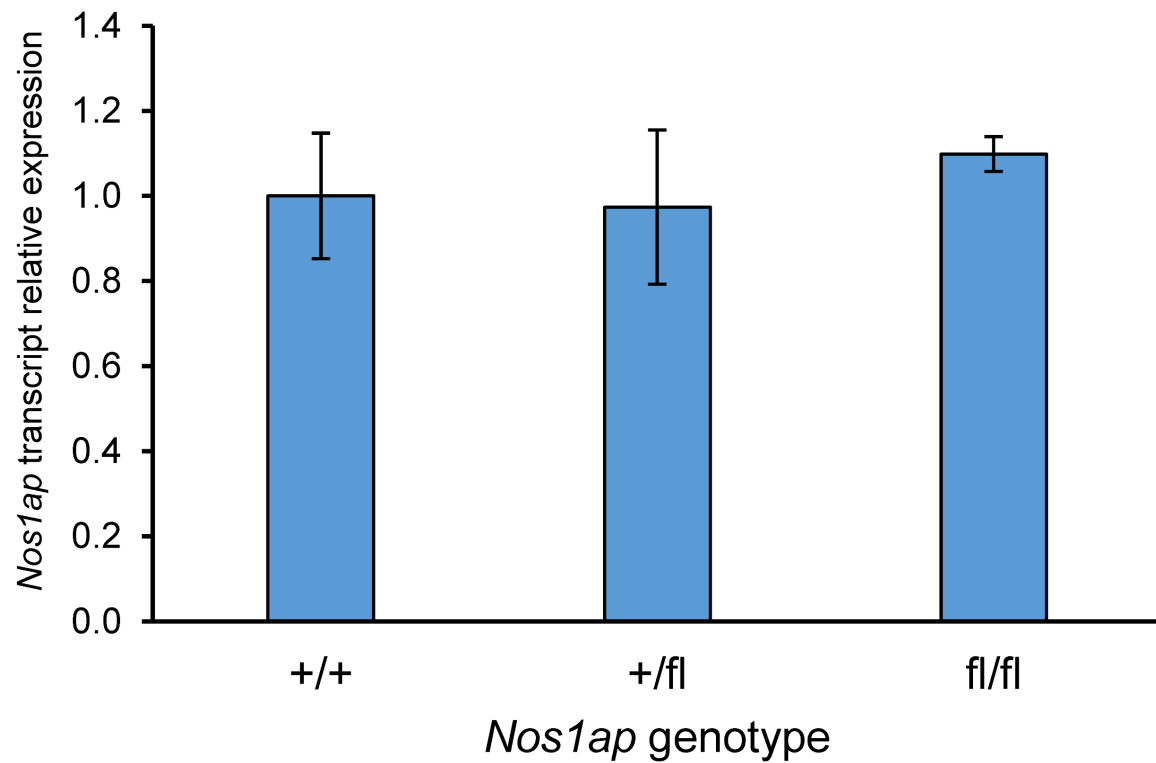

**Figure S4: No significant differences in *Nos1ap* left ventricle gene expression in  $\alpha$ MHC-MerCreMer-negative *Nos1ap* floxed allele carriers and homozygotes.** In the absence of  $\alpha$ MHC-MerCreMer, compared to wildtype mice (+/+), *Nos1ap* floxed (fl) allele carriers and homozygotes have no significant difference in *Nos1ap* expression in left ventricle tissue. Error bars: SEM;  $n=6$  for each genotype.

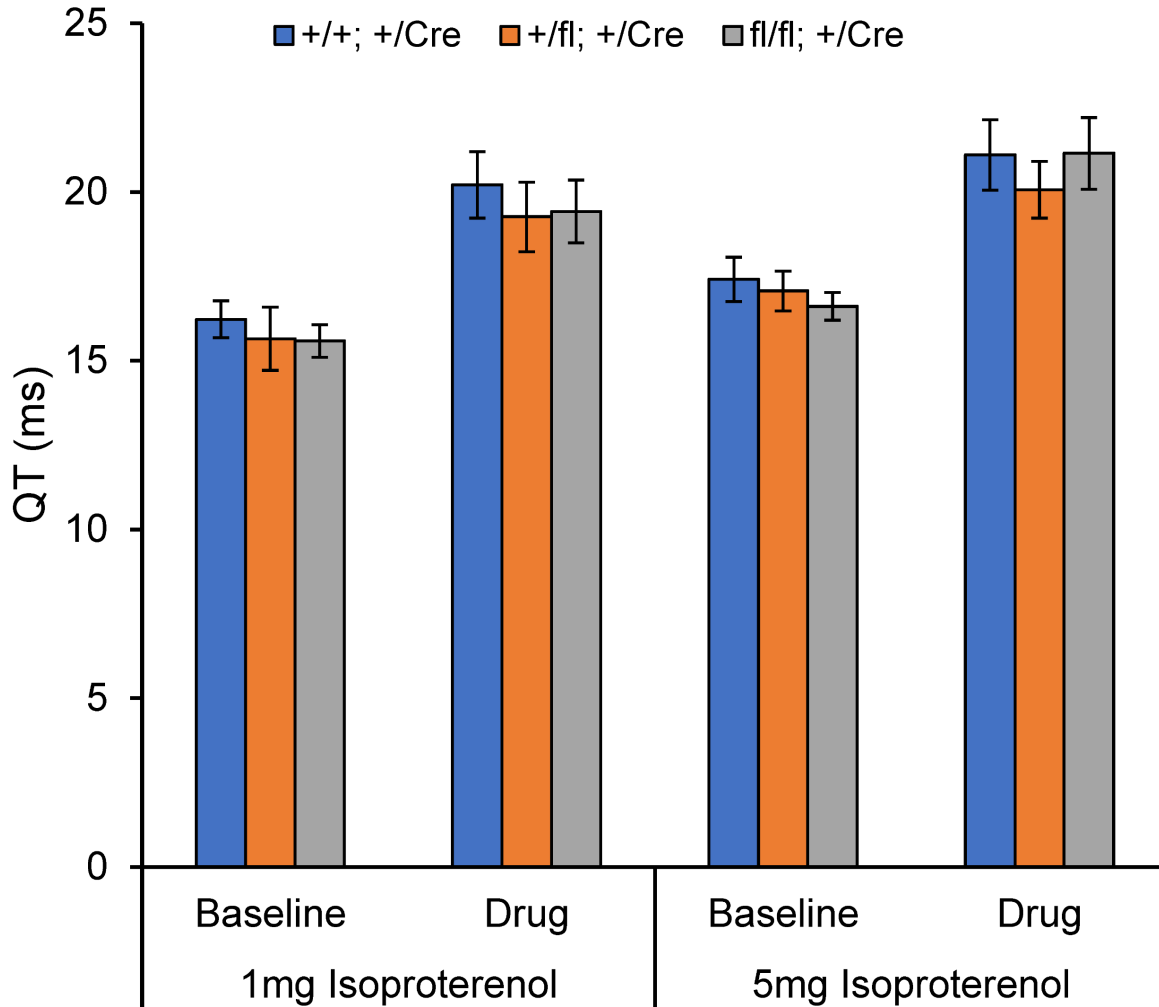

**Figure S5: No significant differences in QT interval in anesthetized ECG measurements in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice with  $\alpha$ MHC-MerCreMer.** QT interval from ECG recording under anesthesia at baseline and after injecting 1mg/kg or 5mg/kg body weight doses of isoproterenol in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice, all with tamoxifen-inducible  $\alpha$ MHC-MerCreMer transgene, shows no significant difference across genotypes. Error bars: SEM.

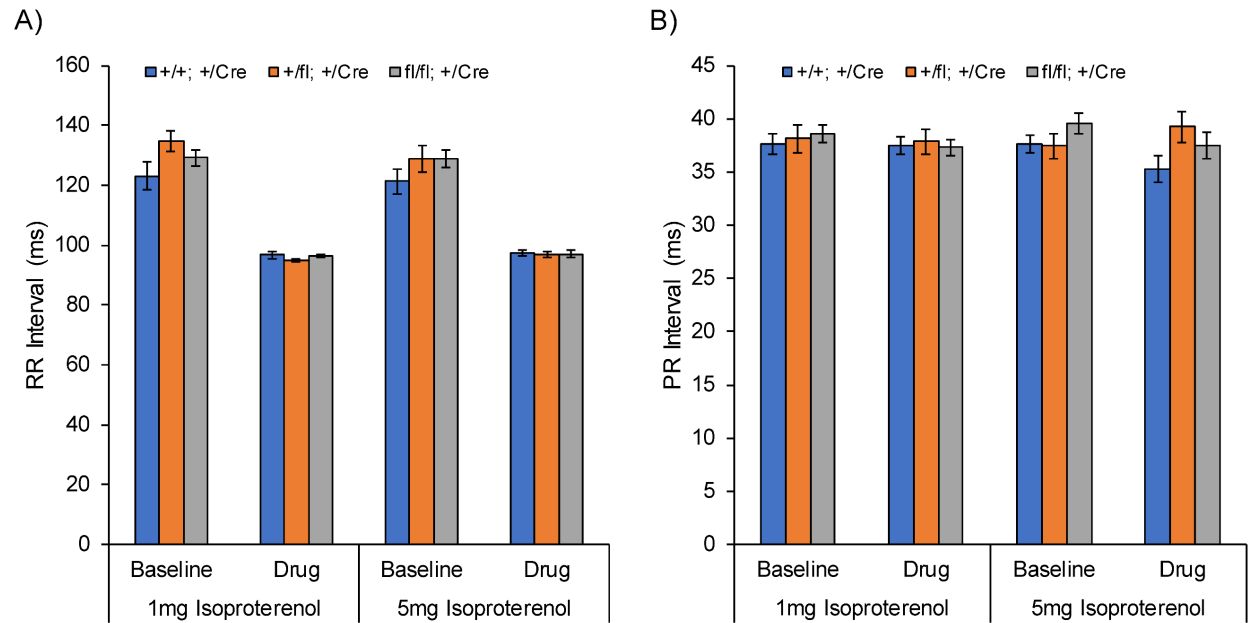

**Figure S6: No significant differences in RR interval and PR interval in anesthetized ECG measurements in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice with  $\alpha$ MHC-MerCreMer.** RR interval (A) and PR interval (B) observed in surface ECG recordings of anesthetized mice at baseline and after injection of isoproterenol (1mg/kg or 5mg/kg dose). Error bars: SEM.

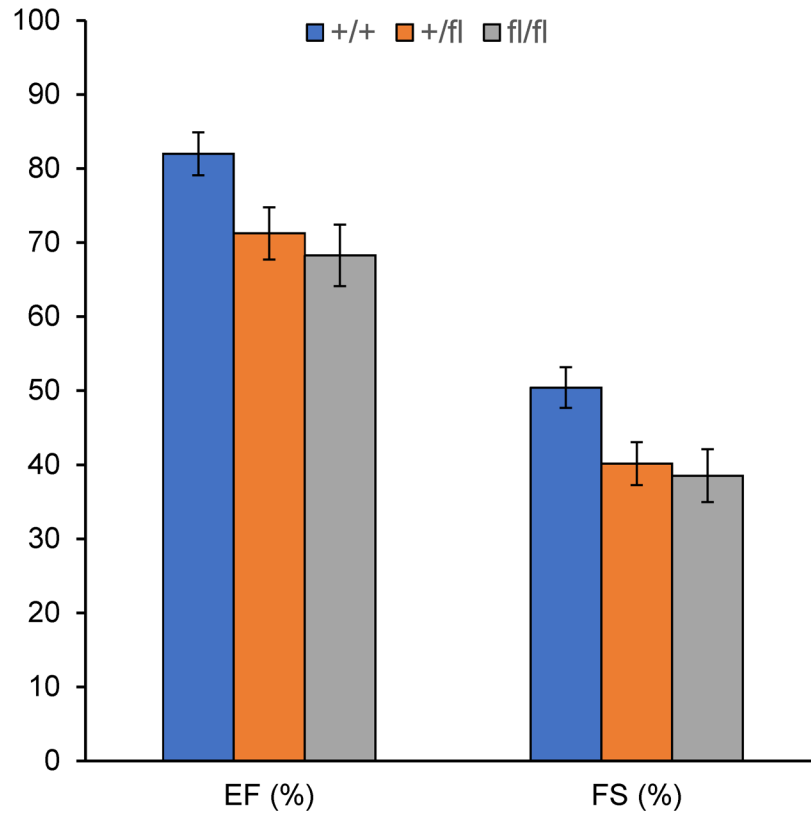

**Figure S7: *Nos1ap* floxed allele carriers with  $\alpha$ MHC-MerCreMer trend towards reduced left ventricular function.** Compared to wildtype mice, (+/+), *Nos1ap* floxed (fl) allele carrier and homozygotes show reduced ejection fraction (EF) and fractional shortening (FS) by echocardiography. *P* values for wildtype to heterozygote comparisons: 0.032 (EF) and 0.020 (FS). *P* values for wildtype to homozygote comparisons: 0.014 (EF) and 0.016 (FS). Error bars: SEM.

**Table S1: Primers for PCR genotyping**

| Name              | Sequence (5'-3')         | Notes                                                                         | Locus                  |
|-------------------|--------------------------|-------------------------------------------------------------------------------|------------------------|
| Nos1apIntron3-5'F | TGTGACTCTTGCTACGGAAAGTGG | Maps to 5' homology arm                                                       | <i>Nos1ap</i>          |
| Common-En2-R      | CCAACTGACCTTGGGCAAGAACAT | Maps to En2 splice acceptor site                                              |                        |
| Common-loxP-F     | GAGATGGCGCAACGCAATTAATG  | Maps upstream of 3' loxP in the critical region                               |                        |
| Nos1apIntron4-3'R | AGACAGTGACTGGGGAATTGGAAG | Maps to 3' homology arm                                                       |                        |
| Cre-F             | GCGGTCTGGCAGTAAAACTATC   | 102 bp transgene-specific amplicon                                            | CMV-Cre                |
| Cre-R             | GTGAAACAGCATTGCTGTCACTT  |                                                                               |                        |
| Flpe-F            | TGCCGGTCCTATTTACTCGT     | 100 bp transgene-specific amplicon                                            | ACTB-Flpe              |
| Flpe-R            | TACTTCTTTAGCGCAAGGGGTAG  |                                                                               |                        |
| A1cf-common-F     | TCTATTGCACACAGCAATCCA    | 300 bp and 420 bp amplicons from wildtype and transgene alleles, respectively | $\alpha$ MHC-MerCreMer |
| A1cf-WT-R         | CCAACTCTTGTGAGAGGAGCA    |                                                                               |                        |
| MHC-MCM-R         | CAAAGGCTCCAGGTCTGAGG     |                                                                               |                        |

**Table S2: Alleles and PCR amplicon sizes (in bp)**

|               | <b>Primer combinations</b>        |                                    |                                        |
|---------------|-----------------------------------|------------------------------------|----------------------------------------|
| <b>Allele</b> | Nos1apIntron3-5'F<br>Common-En2-R | Common-loxP-F<br>Nos1apIntron4-3'R | Nos1apIntron3-5'F<br>Nos1apIntron4-3'R |
| wildtype      | x                                 | x                                  | 994                                    |
| tm1a          | 340                               | 193                                | 8051*                                  |
| tm1b          | 340                               | x                                  | 5368*                                  |
| tm1c or fl    | x                                 | 193                                | 1147                                   |
| tm1d or -     | x                                 | x                                  | 375                                    |

x: no amplification expected; \*not observed under the optimized thermal cycling conditions.

**Table S3: Genotype distributions from crosses between *Nos1ap*<sup>+/<sup>fl</sup></sup>; +/+ and *Nos1ap*<sup>+/<sup>fl</sup></sup>; +/*Tg*<sup>αMHC-MerCreMer</sup> mice**

| Genotype                                                                                      | Observed (%) | Expected <sup>1</sup> (%) | $\chi^2$ | <i>P</i> |
|-----------------------------------------------------------------------------------------------|--------------|---------------------------|----------|----------|
| <i>Nos1ap</i> <sup>+/+</sup> ; +/+                                                            | 14 (11.4)    | 15 (12.5)                 | 2.69     | 0.75     |
| <i>Nos1ap</i> <sup>+/<sup>fl</sup></sup> ; +/+                                                | 26 (21.1)    | 31 (25.0)                 |          |          |
| <i>Nos1ap</i> <sup><sup>fl</sup>/<sup>fl</sup></sup> ; +/+                                    | 17 (13.8)    | 31 (12.5)                 |          |          |
| <i>Nos1ap</i> <sup>+/+</sup> ; +/ <i>Tg</i> <sup>αMHC-MerCreMer</sup>                         | 17 (13.8)    | 15 (12.5)                 |          |          |
| <i>Nos1ap</i> <sup>+/<sup>fl</sup></sup> ; +/ <i>Tg</i> <sup>αMHC-MerCreMer</sup>             | 29 (23.6)    | 31 (25.0)                 |          |          |
| <i>Nos1ap</i> <sup><sup>fl</sup>/<sup>fl</sup></sup> ; +/ <i>Tg</i> <sup>αMHC-MerCreMer</sup> | 20 (16.3)    | 15 (12.5)                 |          |          |

<sup>1</sup>rounded-off to single significant digit.

**Table S4: Counts of animals per genotype and time-point undergoing awake ECG measurement**

|                                                | Time-point (weeks) |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |
|------------------------------------------------|--------------------|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|
| Genotype                                       | 6                  | 8  | 10 | 12 | 14 | 16 | 18 | 20 | 22 | 24 | 28 | 32 | 36 | 48 | 44 | 48 |
| <i>Nos1ap</i> <sup>+/+</sup> ;<br>+/αMHC-MCM   | 15                 | 15 | 14 | 14 | 12 | 11 | 11 | 11 | 11 | 11 | 11 | 11 | 11 | 11 | 11 | 11 |
| <i>Nos1ap</i> <sup>+/fl</sup> ;<br>+/αMHC-MCM  | 23                 | 23 | 22 | 21 | 19 | 17 | 16 | 15 | 14 | 14 | 14 | 10 | 10 | 10 | 10 | 10 |
| <i>Nos1ap</i> <sup>fl/fl</sup> ;<br>+/αMHC-MCM | 16                 | 16 | 14 | 14 | 13 | 12 | 12 | 12 | 12 | 12 | 11 | 12 | 12 | 12 | 12 | 12 |
| <i>Nos1ap</i> <sup>+/+</sup> ;<br>+/+          | 13                 | 13 | 13 | 10 | 10 | 10 | 10 | 10 | 10 | 10 |    |    |    |    |    |    |
| <i>Nos1ap</i> <sup>+/fl</sup> ;<br>+/+         | 26                 | 26 | 24 | 23 | 23 | 21 | 18 | 17 | 16 | 13 |    |    |    |    |    |    |
| <i>Nos1ap</i> <sup>fl/fl</sup> ;<br>+/+        | 13                 | 14 | 12 | 12 | 11 | 10 | 10 | 10 | 10 | 9  |    |    |    |    |    |    |

**Table S5: Age-, sex- and genotype-dependent effects on heart rate-corrected QT interval observed in awake ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice with  $\alpha$ MHC-MerCreMer**

| <b>Regression Statistics</b> |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| Multiple R                   | 0.27         |                |        |          |                |           |
| R Square                     | 0.07         |                |        |          |                |           |
| Adjusted R Square            | 0.07         |                |        |          |                |           |
| Standard Error               | 1.88         |                |        |          |                |           |
| Observations                 | 1989         |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 556.23         | 139.06 | 39.41    | 8.55E-32       |           |
| Residual                     | 1984         | 7000.82        | 3.53   |          |                |           |
| Total                        | 1988         | 7557.04        |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 45.70        | 0.11           | 403.71 | 0        | 45.47          | 45.92     |
| Age weeks                    | 0.03         | 0.00           | 9.43   | 1.09E-20 | 0.03           | 0.04      |
| Sex (female)                 | -0.66        | 0.08           | -7.83  | 7.71E-15 | -0.83          | -0.50     |
| (fl+)                        | 0.11         | 0.10           | 1.09   | 0.275    | -0.09          | 0.32      |
| (fl/fl)                      | 0.34         | 0.11           | 3.18   | 0.002    | 0.13           | 0.55      |

**Table S6: Age-, sex- and genotype-dependent effects on QT interval observed in awake ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice with αMHC-MerCreMer**

| <b>Regression Statistics</b> |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| Multiple R                   | 0.24         |                |        |          |                |           |
| R Square                     | 0.06         |                |        |          |                |           |
| Adjusted R Square            | 0.06         |                |        |          |                |           |
| Standard Error               | 1.75         |                |        |          |                |           |
| Observations                 | 1989         |                |        |          |                |           |
| <b>ANOVA</b>                 | Df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 385.08         | 96.27  | 31.42    | 2.07E-25       |           |
| Residual                     | 1984         | 6078.38        | 3.06   |          |                |           |
| Total                        | 1988         | 6463.46        |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 40.60        | 0.11           | 384.91 | 0        | 40.39          | 40.80     |
| Age weeks                    | 0.03         | 0.00           | 8.88   | 1.49E-18 | 0.02           | 0.03      |
| Sex (female)                 | -0.38        | 0.08           | -4.80  | 1.67E-06 | -0.53          | -0.22     |
| (fl+)                        | -0.16        | 0.10           | -1.68  | 0.093    | -0.35          | 0.03      |
| (fl/fl)                      | 0.25         | 0.10           | 2.52   | 0.012    | 0.06           | 0.45      |

**Table S7: Age-, sex- and genotype-dependent effects on heart rate-corrected QT interval observed in awake ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice without αMHC-MerCreMer**

|                              |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| <b>Regression Statistics</b> |              |                |        |          |                |           |
| Multiple R                   | 0.18         |                |        |          |                |           |
| R Square                     | 0.03         |                |        |          |                |           |
| Adjusted R Square            | 0.03         |                |        |          |                |           |
| Standard Error               | 1.97         |                |        |          |                |           |
| Observations                 | 1345         |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 181.95         | 45.49  | 11.75    | 2.21E-09       |           |
| Residual                     | 1340         | 5187.53        | 3.87   |          |                |           |
| Total                        | 1344         | 5369.48        |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 45.03        | 0.18           | 248.84 | 0        | 44.68          | 45.39     |
| Age weeks                    | 0.04         | 0.01           | 4.17   | 3.30E-05 | 0.02           | 0.06      |
| Sex (female)                 | -0.19        | 0.11           | -1.74  | 0.083    | -0.40          | 0.02      |
| (fl/+)                       | 0.66         | 0.13           | 5.04   | 5.19E-07 | 0.40           | 0.92      |
| (fl/fl)                      | 0.63         | 0.15           | 4.19   | 2.98E-05 | 0.34           | 0.93      |

**Table S8: Age-, sex- and genotype-dependent effects on QT interval observed in awake ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice without αMHC-MerCreMer**

|                              |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| <b>Regression Statistics</b> |              |                |        |          |                |           |
| Multiple R                   | 0.14         |                |        |          |                |           |
| R Square                     | 0.02         |                |        |          |                |           |
| Adjusted R Square            | 0.02         |                |        |          |                |           |
| Standard Error               | 1.90         |                |        |          |                |           |
| Observations                 | 1345         |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 90.87          | 22.72  | 6.31     | 4.95E-05       |           |
| Residual                     | 1340         | 4822.66        | 3.60   |          |                |           |
| Total                        | 1344         | 4913.53        |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 40.24        | 0.17           | 230.58 | 0        | 39.89          | 40.58     |
| Age weeks                    | 0.03         | 0.01           | 3.15   | 0.002    | 0.01           | 0.05      |
| Sex (female)                 | -0.19        | 0.11           | -1.81  | 0.070    | -0.40          | 0.02      |
| (fl/+)                       | 0.37         | 0.13           | 2.97   | 0.003    | 0.13           | 0.62      |
| (fl/fl)                      | 0.48         | 0.15           | 3.32   | 9.22E-04 | 0.20           | 0.77      |

**Table S9: Drug (1mg/kg isoproterenol) exposure-, sex- and genotype-dependent effects on heart-rate corrected QT interval observed in anesthetized ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice with αMHC-MerCreMer**

| <b>Regression Statistics</b> |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| Multiple R                   | 0.80         |                |        |          |                |           |
| R Square                     | 0.63         |                |        |          |                |           |
| Adjusted R Square            | 0.60         |                |        |          |                |           |
| Standard Error               | 2.47         |                |        |          |                |           |
| Observations                 | 54           |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 516.08         | 129.02 | 21.15    | 3.52E-10       |           |
| Residual                     | 49           | 298.95         | 6.10   |          |                |           |
| Total                        | 53           | 815.02         |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 14.18        | 0.70           | 20.21  | 2.03E-25 | 12.77          | 15.58     |
| Drug exposure                | 6.01         | 0.67           | 8.94   | 7.34E-12 | 4.66           | 7.36      |
| Sex (female)                 | 1.16         | 0.68           | 1.71   | 0.09     | -0.20          | 2.53      |
| (fl/+)                       | -1.03        | 0.86           | -1.20  | 0.24     | -2.76          | 0.70      |
| (fl/fl)                      | -1.00        | 0.78           | -1.28  | 0.21     | -2.58          | 0.57      |

**Table S10: Drug (1mg/kg isoproterenol) exposure-, sex- and genotype-dependent effects on QT interval observed in anesthetized ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/*fl*</sup> and *Nos1ap*<sup>*fl/fl*</sup> mice with αMHC-MerCreMer**

| <b>Regression Statistics</b> |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| Multiple R                   | 0.67         |                |        |          |                |           |
| R Square                     | 0.45         |                |        |          |                |           |
| Adjusted R Square            | 0.41         |                |        |          |                |           |
| Standard Error               | 2.36         |                |        |          |                |           |
| Observations                 | 54           |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 227.41         | 56.85  | 10.20    | 4.36E-06       |           |
| Residual                     | 49           | 273.19         | 5.58   |          |                |           |
| Total                        | 53           | 500.60         |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 15.79        | 0.67           | 23.55  | 2.27E-28 | 14.44          | 17.13     |
| Drug exposure                | 3.84         | 0.64           | 5.97   | 2.62E-07 | 2.54           | 5.13      |
| Sex (female)                 | 1.29         | 0.65           | 1.99   | 0.05     | -0.01          | 2.59      |
| (fl/+)                       | -0.80        | 0.82           | -0.97  | 0.34     | -2.45          | 0.85      |
| (fl/fl)                      | -0.85        | 0.75           | -1.13  | 0.26     | -2.35          | 0.66      |

**Table S11: Drug (5mg/kg isoproterenol) exposure-, sex- and genotype-dependent effects on heart-rate corrected QT interval observed in anesthetized ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/fl</sup> and *Nos1ap*<sup>fl/fl</sup> mice with  $\alpha$ MHC-MerCreMer**

| <b>Regression Statistics</b> |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| Multiple R                   | 0.78         |                |        |          |                |           |
| R Square                     | 0.61         |                |        |          |                |           |
| Adjusted R Square            | 0.58         |                |        |          |                |           |
| Standard Error               | 2.60         |                |        |          |                |           |
| Observations                 | 60           |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 585.68         | 146.42 | 21.68    | 8.83E-11       |           |
| Residual                     | 55           | 371.41         | 6.75   |          |                |           |
| Total                        | 59           | 957.09         |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 14.88        | 0.72           | 20.76  | 1.07E-27 | 13.44          | 16.31     |
| Drug exposure                | 5.97         | 0.67           | 8.90   | 3.02E-12 | 4.63           | 7.32      |
| Sex (female)                 | 1.70         | 0.67           | 2.52   | 0.01     | 0.35           | 3.05      |
| (fl/+)                       | -0.85        | 0.89           | -0.96  | 0.34     | -2.63          | 0.93      |
| (fl/fl)                      | -0.64        | 0.77           | -0.84  | 0.41     | -2.18          | 0.90      |

**Table S12: Drug (5mg/kg isoproterenol) exposure-, sex- and genotype-dependent effects on QT interval observed in anesthetized ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/<sup>fl</sup></sup> and *Nos1ap*<sup>fl/fl</sup> mice with αMHC-MerCreMer**

| <b>Regression Statistics</b> |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| Multiple R                   | 0.67         |                |        |          |                |           |
| R Square                     | 0.45         |                |        |          |                |           |
| Adjusted R Square            | 0.41         |                |        |          |                |           |
| Standard Error               | 2.48         |                |        |          |                |           |
| Observations                 | 60           |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 277.70         | 69.42  | 11.25    | 9.73E-07       |           |
| Residual                     | 55           | 339.53         | 6.17   |          |                |           |
| Total                        | 59           | 617.23         |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 16.50        | 0.68           | 24.08  | 6.78E-31 | 15.12          | 17.87     |
| Drug exposure                | 3.87         | 0.64           | 6.03   | 1.45E-07 | 2.58           | 5.15      |
| Sex (female)                 | 1.82         | 0.64           | 2.82   | 0.007    | 0.53           | 3.11      |
| (fl/+)                       | -0.64        | 0.85           | -0.76  | 0.45     | -2.35          | 1.06      |
| (fl/fl)                      | -0.46        | 0.73           | -0.63  | 0.53     | -1.93          | 1.01      |

**Table S13: Drug (1mg/kg isoproterenol) exposure-, sex- and genotype-dependent effects on QRS interval observed in anesthetized ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/<sup>fl</sup></sup> and *Nos1ap*<sup>fl/fl</sup> mice with αMHC-MerCreMer**

| <b>Regression Statistics</b> |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| Multiple R                   | 0.67         |                |        |          |                |           |
| R Square                     | 0.45         |                |        |          |                |           |
| Adjusted R Square            | 0.41         |                |        |          |                |           |
| Standard Error               | 0.93         |                |        |          |                |           |
| Observations                 | 54           |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 34.76          | 8.69   | 10.08    | 4.94E-06       |           |
| Residual                     | 49           | 42.26          | 0.86   |          |                |           |
| Total                        | 53           | 77.02          |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 8.62         | 0.26           | 32.69  | 6.18E-35 | 8.09           | 9.15      |
| Drug exposure                | 1.46         | 0.25           | 5.76   | 5.45E-07 | 0.95           | 1.96      |
| Sex (female)                 | -0.14        | 0.26           | -0.56  | 0.58     | -0.65          | 0.37      |
| (fl/+)                       | -0.30        | 0.32           | -0.93  | 0.36     | -0.95          | 0.35      |
| (fl/fl)                      | -0.75        | 0.29           | -2.54  | 0.01     | -1.34          | -0.16     |

**Table S14: Drug (5mg/kg isoproterenol) exposure-, sex- and genotype-dependent effects on QRS interval observed in anesthetized ECG measurement in *Nos1ap*<sup>+/+</sup>, *Nos1ap*<sup>+/-</sup> and *Nos1ap*<sup>-/-</sup> mice with  $\alpha$ MHC-MerCreMer**

| <b>Regression Statistics</b> |              |                |        |          |                |           |
|------------------------------|--------------|----------------|--------|----------|----------------|-----------|
| Multiple R                   | 0.68         |                |        |          |                |           |
| R Square                     | 0.46         |                |        |          |                |           |
| Adjusted R Square            | 0.43         |                |        |          |                |           |
| Standard Error               | 0.92         |                |        |          |                |           |
| Observations                 | 60           |                |        |          |                |           |
| <b>ANOVA</b>                 | df           | SS             | MS     | F        | Significance F |           |
| Regression                   | 4            | 40.81          | 10.20  | 11.93    | 4.75E-07       |           |
| Residual                     | 55           | 47.02          | 0.85   |          |                |           |
| Total                        | 59           | 87.83          |        |          |                |           |
| <b>Predictors</b>            | Coefficients | Standard Error | t Stat | P-value  | Lower 95%      | Upper 95% |
| Intercept                    | 8.51         | 0.25           | 33.40  | 3.30E-38 | 8.00           | 9.02      |
| Drug exposure                | 1.44         | 0.24           | 6.04   | 1.41E-07 | 0.96           | 1.92      |
| Sex (female)                 | -0.16        | 0.24           | -0.67  | 0.51     | -0.64          | 0.32      |
| (fl/+)                       | 0.03         | 0.32           | 0.09   | 0.93     | -0.61          | 0.66      |
| (fl/fl)                      | -0.78        | 0.27           | -2.87  | 0.006    | -1.33          | -0.24     |

How the deposited data were processed for this re-analysis (not part of the article)

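The samples are polyA RNA-seq libraries of hearts dissected at embryonic day 13.5 from 5 wild-type and 5 *Nos1ap* null male embryos. Each library was assigned to its genotype by the title and the genotype given in its sample label. The labels also give each library a replicate number from 1 to 5, which is used for nothing here, since no value analysed carries one. The 2 genotypes are the only groups, and the comparison of *Nos1ap* null with wild type is the only comparison.

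The file analysed is the comparison that the authors deposited. The authors trimmed reads with Trimmomatic, aligned them with STAR from within RSEM to transcripts of GENCODE release M10, and compared gene-level read counts with DESeq, keeping genes with summed counts over 1. The signal values of the deposited table are normalized counts, which the authors made by dividing each library's read counts by its size factor and averaging over the libraries of a group. The ratio in the deposited table is the fold change that the authors computed by dividing the mean of the null libraries by the mean of the wild-type libraries. The log2 values are the binary logarithm of this fold change, as the authors deposited them, and are infinite where a group mean is 0. Each p-value was computed by the authors with the negative binomial test of DESeq, and they adjusted it by the Benjamini-Hochberg procedure over all genes of the table, before deposit. The paper's comparison is limited to protein-coding genes, whereas the table holds genes of every type. The supplementary table of the paper served for the meaning of the columns. Genes near its top, *Mpo*, *Itgam* and *Tubb1* among them, had been seen there when the lists below were written.

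For the thresholds of the paper (FDR 1% and absolute log2 fold change over 1), the authors' p-values were adjusted again over protein-coding genes. No count model was fitted for this step. Alternatives changed the genes adjusted over, the FDR, the adjustment, the fold change threshold, the pseudocount and the scaling. The scaling alternative moved the group means so that the median log2 fold change of protein-coding genes with a mean normalized count of at least 50 became 0, a shift of 0.0015. Further alternatives changed the mean or fold change required of genes, and the number of neighbours of *Nos1ap*.

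Counts of single libraries were derived from the group means. The steps that separate possible means were read from genes with 2 counts in one group and 0 in the other, and they give the size factor of each library. For each group mean under 1000, whole counts that give the mean to its last printed digit were searched in a reduced lattice. Below a mean of 200 all sets of counts were searched, and the set was taken where only one exists. Otherwise, the set nearest to equal expression was taken where at most 0.01 other sets were expected as near by chance. This step leaves out genes whose counts differ widely between libraries, *Stmn2*, *Tubb3* and *Nefm* possibly among them. Of genes with a mean of at least 10 and group means under 1000, 5.71% of the 420 without recovered counts had an absolute log2 fold change over 0.5, against 3.05% of the 11214 with recovered counts. Genes without a settled set were left out of every result on single libraries. The search was tested on simulated data, and on the authors' p-values as described at the claim. The depth of each library was estimated from its size factor.

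On the recovered counts, protein-coding genes with a mean normalized count of at least 10 were tested with limma 3.58.1 in R 4.3.3. The values were the log2 of the normalized count plus a pseudocount of 1, or of 0.5 in an alternative, with trended and robust empirical Bayes moderation. The voom form of limma used the size factors as library sizes. Each library was also left out in turn. Both forms of limma were tested on simulated data with the dispersions and means of the recovered counts. Single genes and list scores were compared by an exact two-sided permutation test over the 252 arrangements of 10 libraries. The limma test was repeated on 100 of the 126 ways to split the 10 libraries into 5 and 5, the real one included, drawn with seed 7.

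Genes named in the text are those the paper names, the 10 protein-coding genes with the smallest p-value, the 10 genes with the largest absolute log2 fold change among those with a mean of at least 10, the neighbours of *Nos1ap*, and list members where a list's result is given. Others are marked as chosen after their values were seen. Some genes that this rule selects are not reported here. Lists covered cell types (cardiomyocyte, endothelial, epicardial, mesenchymal, smooth muscle, erythroid, myeloid, platelet, fetal liver, lung epithelium, thymus, neuronal and glial, skeletal muscle, cartilage, epidermis), the metallothionein family, and pathways (glucocorticoid, metal, oxidative stress and hypoxia response, cardiac electrophysiology, NOS1AP partners). They were written from general knowledge, and list genes with a mean of at least 2 were used. The median log2 fold change of a list was set against random lists of the same size, each gene drawn from the 50 genes on either side in mean expression, with seed 7. A list's score in a library is the mean, over its genes with recovered counts, of the centred log2 normalized count. In each group of 5 libraries, the gap between the highest or lowest value and its neighbour was divided by the range and compared with Dixon's critical value of 0.71.

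Gene positions, exons and the sequences of exon 4 and of the *Rpl23a* copies come from GENCODE release M21 on GRCm38. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Biopython 1.88. Raw reads were not analysed here, so coverage along genes, splicing and allele content were not examined.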

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

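All tests in this part were chosen after the result was seen. In 9 of 42 groups of 5 libraries, one library stood apart, with a gap to the nearest of the others, as a share of the group's range, above 0.71. Chance gives about 2.1 such groups. The 42 groups are 18 list scores and 3 genes, each in 2 genotypes, and 4 of the 9 fall on wild-type library 3, so they are not independent. No sequencing batch is given for these libraries. A share of 0.71 or more does not by itself separate a technical from a biological cause.

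The neuronal and glial score of wild-type library 3 was 3.02, against −0.47 to −0.16 in the other wild-type libraries (gap 0.912 of the range). A size difference of the library is argued against by its size factor of 0.982, which lies within those of the other 9 libraries. A difference between the genotypes as the whole cause is argued against by the large fold changes, of which 34.1% went down without this library. A candidate explanation is RNA of nervous tissue in this library, since 9 of the 9 list genes with recovered counts were highest there among 10 libraries. The more abundant of these include *Prph*, *Elavl4* (233 counts there, 39 to 62 in the others), *Sox10* (139 against 6 to 18) and *Snap25* (127 against 2 to 9). The wild-type counts of the list genes *Tubb3* and *Stmn2* were not recovered, and their log2 fold changes in the authors' deposited table were −1.80 and −2.16. The list was written in advance and shares 0 genes with other lists. The other hearts express such genes too, and 9 of the 11 list genes had a null mean of at least 2. Whether the RNA came from tissue dissected along with the heart or from more nerve cells in this heart was not tested.

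The same library was high for the lung epithelium list (1.01 against −0.11 to 0.04, gap 0.860), the epidermis list (0.55 against −0.14 to −0.0052, gap 0.801) and the skeletal muscle list (1.15 against −0.43 to −0.03, gap 0.747). RNA of other tissues in this library and chance cannot be told apart here. Of 15 genes of these 3 lists with recovered counts, 8 were highest in this library, but most have few counts. *Myh3* had 101 counts there and 1 to 5 in the others, and *Cdh1* 16 and 1 to 4. Of the abundant epithelial genes, *Krt8* (158 counts, against 108 to 183 in the others) was the highest of 10 libraries after scaling, by a small margin, and *Krt18* (225, against 188 to 276) was not. The heart expresses both at a level that would hide a small share. The lists share 0 genes with other lists, and 4 lung epithelium, 5 epidermis and 9 skeletal muscle genes had a mean of at least 2 in these hearts. No biological explanation was tested.

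*Mt2* stood apart in wild-type library 4, with 55.7 normalized counts against 27.8 to 32.1 (gap 0.848), and in null library 5, with 107 against 69.3 to 79.5 (gap 0.728). The metallothionein score, which includes *Mt2*, was 0.09 in wild-type library 4 against −0.47 to −0.32 (gap 0.732). Library size is argued against for wild-type library 4 by its size factor of 0.969, within the range of the others. It is argued against for null library 5 by its count of 98, the highest of its group before scaling, although the size factor of this library is the smallest, 0.918. Leaving out either library kept *Mt2* higher in the null libraries. What sets these embryos apart was not tested.

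The cartilage score of wild-type library 1 was −0.18 against 0.14 to 0.26 (gap 0.722). This library has the largest size factor. Null library 1, with a size factor of 1.11, scored 0.0341 and was not the lowest of its group, which argues against library size. The epicardial score of null library 2 was 0.18 against 0.03 to 0.06 (gap 0.795), with 2 of 5 genes highest there. The size factor of that library, 0.994, lies within the others and argues against library size. The amount of cartilage or epicardial tissue in single hearts was not tested, and chance stays open for both.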

How the results depend on the processing

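All alternatives on recovered counts in this part, limma and voom included, were chosen after the data were seen, as were the tests on list scores and without the Fc receptor genes. Of 46 alternatives set in advance that were run, 43 kept the direction and the side of the threshold, or stayed near the value given at the claim. The 3 others moved a count or a share, or gave a smaller percentage of random sets. Of the later alternatives, 16 moved a value, 2 changed direction without wild-type library 3 (the neuronal and glial median, to near 0, and the share of large fold changes that went down), 1 was stronger and 8 were weaker. The 119 others kept the side of the threshold, or a count within 1.5 times, or a value within its spread. Among these 119, voom and 7 fits without one library lowered the number of genes past the thresholds from 3 to 2. The erythroid median, also among the 119, changed sign without null library 2. Medians of single lists enter these counts only for neuronal and glial, erythroid, platelet, metallothionein, cardiac electrophysiology and myeloid genes.

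The number of genes past the thresholds of the paper was 3 in each alternative set in advance, and 2 to 3 in the limma fits. *Nos1ap* (log2 fold change −1.88 to −1.75, adjusted *P* from limma 1.26e-09 to 1.70e-07) and *Gm7694* (−1.38 to −1.33, 3.12e-11 to 3.17e-09) passed in each of the 10 limma fits that left out one library. *Mt2* was the exception. Its adjusted *P* passed 1% with limma on all libraries but missed it with voom (log2 fold change 1.22) and in 7 of the 10 fits, over which the log2 fold change ranged from 1.10 to 1.38. With fewer libraries the test has less power, and the cause of the difference between voom and limma was not tested.

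The number of protein-coding genes with an unadjusted p-value under 0.05 was 150 in the authors' deposited table and 28 at a threshold of 0.01, which is stricter by construction. It was 368 with limma, 364 with voom, 369 with a pseudocount of 0.5, and from 307 to 587 across the 10 limma fits that each left out one library, the highest without null library 2. The authors' test differs from limma in more than its rule for the dispersion, and which difference changes this number was not tested on the recovered counts. The cause of the range between libraries was not tested.

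The share of large fold changes that went down was 100% past an absolute log2 fold change of 2. It ranged from 34.1% without wild-type library 3 to 94.7% without null library 2, and was also moved by leaving out wild-type library 5 (88.9%). The median of the 9 neuronal and glial genes with recovered counts ranged from −1.93 without wild-type library 1 to 0.0025 without wild-type library 3, whose counts carry it. Medians over list genes with recovered counts ranged from −0.08 to 0.84 (erythroid, 2 of 12 genes, lowest without null library 2), 0.20 to 0.47 (platelet, 5 of 6), 0.32 to 0.47 (metallothionein, 3 of 3), 0.03 to 0.08 (cardiac electrophysiology, 11 of 25) and −0.12 to −0.03 (myeloid, 10 of 10). By exact permutation tests on list scores, 0 lists passed after adjustment, and 4 lists had an unadjusted exact p-value under 0.05. Such a test treats libraries, not genes, as the sample, and with this number of libraries it could hardly pass the adjustment.

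For the neighbours of *Nos1ap*, the percentage of random sets as large was 0.93 with 10 genes on each side and 4.85 without the Fc receptor genes, against 21.2 for neighbours with a mean of at least 10. The larger window adds genes by construction.

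No paired analysis was possible because the recovered libraries carry no replicate number. The edgeR and DESeq2 tests, a filter on at least 10 counts in every library, and the replicate block had been listed for a table with counts per library and were not run. The recovered counts leave out the most abundant genes and some that differ widely between libraries, so limma and the scores say nothing about these. Genes with a mean under 10 have too few counts at this depth and were not tested with limma.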

Differences from the paper's values

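The paper gives a desired depth of about 30, in units of 1000000 paired-end reads per library. Whether this counts single reads or read pairs is not stated. The read pairs counted on genes here had a median of 12.1, in units of 1000000 read pairs. Read pairs counted on genes are part of the read pairs sequenced, so the values are not the same measure. None of the alternatives set before the data were examined bears on this value.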

Other observations

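All tests in this part were chosen after the result was seen, except that of the 10 nearest genes on each side of *Nos1ap*, set in advance. Other splits of the 10 libraries tested how often a comparison with limma gives as many genes. Of 100 splits, only 1, the real one, had 3 genes past the thresholds. In contrast, 56 of the 100 splits had at least the 368 genes with an unadjusted p-value under 0.05 of the real split (median 396, from 207 to 1340). The number of small p-values is therefore what splits without regard to genotype give.

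Small p-values were rare in the authors' deposited table. A candidate explanation is the rule that takes the larger of a gene's own dispersion and the fitted curve. On simulated counts with few changed genes, this test gave 1.87% of unchanged genes a p-value under 0.05, where a calibrated test gives 5%. On the same simulated counts, the test gave 6.12% with each gene's own dispersion alone and 3.76% with the curve alone, so the rule lowers the share. The simulated share is above the share in the table, so other causes stay open.

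The large rises came from null library 2. A difference between the genotypes as the whole cause is argued against, since 5 of the genes with recovered counts rose past the threshold without this library, against 19 with it. More red blood cells in this library stay open. The 2 erythroid list genes with recovered counts were both highest there (for *Klf1*, 92 counts against 10 to 34). The list was written in advance, shares 0 genes with other lists, and these hearts express 12 of its 12 genes. Its most abundant genes are globins, whose log2 fold changes in the authors' deposited table were 0.44 (*Hba-a1*), 0.38 (*Hba-a2*), −0.17 (*Hbb-bs*), 0.20 (*Hbb-bt*), 0.73 (*Hbb-y*), 1.23 (*Hbb-bh1*) and 0.97 (*Hba-x*). Their counts could not be recovered, so this source and others cannot be told apart. *Rhag* (200 counts), *Slfn14* (180), *Hemgn* (101) and *Trim58* (69) were also highest in this library and were chosen after their values were seen. The blood left in each heart at dissection was not tested.

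The rise of *Mt2* did not depend on a single library, since its log2 fold change was at least 1.10 without each library in turn. A response to metal could not be settled. The metal response list, which has 3 genes with recovered counts, gave an exact permutation *P* of 0.421, while *Slc30a1* (0.21) and *Hmox1* (0.51) were higher by log2 fold change in the authors' deposited table, as was the third metallothionein, *Mt3* (0.27). With 3 genes the test cannot exclude a response. A direct effect of *Nos1ap* loss, handling and differences between litters stay open, as untested.

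*Gm7694* lies at the 3′ end of *Nos1ap*, and 2 explanations of its fall cannot be told apart from a regulated change, because the table holds no coverage along the gene. Reads shared with the overlapping exon of *Nos1ap* concern 4.47% of its exon bases, which is small, but the share of its reads there is unknown. The overlap is that of GENCODE release M21, and release M10, which the authors counted on, was not checked. Transcription running on from *Nos1ap* into *Gm7694* would let it fall by no more than *Nos1ap*. It fell to 0.390 of wild type and *Nos1ap* to 0.277, which is within this limit, but a separate effect of the allele allows the same. The paper expects decay of the *Nos1ap* mRNA, and whether transcription of *Nos1ap* fell was not measured. In normalized counts, *Gm7694* lost 195 and *Nos1ap* 104. These losses cannot decide on shared reads or run-on transcription, since transcripts of different length and stability yield different numbers of reads.

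The pseudogenes *Gm10132* (log2 fold change −1.44) and *Gm10335* (0.87) moved in opposite directions. Each differs from *Rpl23a* at 1 base, so reads may have moved between these near-identical copies. Their sum had 91.9 ± 13.6 normalized counts in wild type and 86.9 ± 13.2 in *Nos1ap* null (SD, n = 5), a log2 fold change of −0.0804 (exact permutation *P* = 0.603). *Gm10132* had 0 counts in null libraries 1 and 4 and 25 to 43 in the other null libraries. A level sum is also what a strain variant in a copy would give, and the explanations cannot be told apart without reads.

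*Dsc2* and *Dsg2* were higher in *Nos1ap* null, with log2 fold changes of 0.25 and 0.18 in the authors' deposited table. A change of desmosomal genes together is argued against by *Dsp*, *Jup* and *Pkp2*, whose largest absolute log2 fold change was 0.0231. These 3 genes were chosen after the values of *Dsc2* and *Dsg2* were seen, and neither gene passed an FDR of 10%.

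The myeloid score was lower in each null library than in any wild-type library. Fewer myeloid cells of every kind are argued against by the most abundant genes of the list (*Csf1r*, *Lyz2*, *C1qa*, *Adgre1* and *Cd68*), whose median log2 fold change was −0.0514, from −0.12 to 0.02. The list genes that were lower in the authors' deposited table include *Mpo* (log2 fold change −1.78) and *Itgam* (−0.97). The list was written in advance, but these 2 genes had been seen in the supplementary table. All 10 genes used are expressed in these hearts, and 0 are in other lists. A change in some myeloid cells stays open, as does chance. The adjustment over lists does not decide, since its outcome was nearly fixed by the number of libraries.

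Among the 10 nearest genes on each side of *Nos1ap*, changes were larger than in most random sets. The Fc receptor genes *Fcgr2b*, *Fcgr3* and *Fcgr4*, which myeloid cells express, may contribute, since 4.85% of random sets were as large without them. This leaves the set near the limit, so that an effect of the allele on distant neighbours and a change in myeloid cells cannot be told apart. The smallest p-value of the authors among the remaining genes was 0.0349 (*Rgs4*).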
